# High-salt diet inhibits tumour growth in mice via regulating myeloid-derived suppressor cell differentiation

**DOI:** 10.1038/s41467-020-15524-1

**Published:** 2020-04-07

**Authors:** Wei He, Jinzhi Xu, Ruoyu Mu, Qiu Li, Da-lun Lv, Zhen Huang, Junfeng Zhang, Chunming Wang, Lei Dong

**Keywords:** Cancer immunotherapy, Tumour immunology, Immunosuppression

## Abstract

High-salt diets are associated with an elevated risk of autoimmune diseases, and immune dysregulation plays a key role in cancer development. However, the correlation between high-salt diets (HSD) and cancer development remains unclear. Here, we report that HSD increases the local concentration of sodium chloride in tumour tissue, inducing high osmotic stress that decreases both the production of cytokines required for myeloid-derived suppressor cells (MDSCs) expansion and MDSCs accumulation in the blood, spleen, and tumour. Consequently, the two major types of MDSCs change their phenotypes: monocytic-MDSCs differentiate into antitumour macrophages, and granulocytic-MDSCs adopt pro-inflammatory functions, thereby reactivating the antitumour actions of T cells. In addition, the expression of p38 mitogen-activated protein kinase-dependent nuclear factor of activated T cells 5 is enhanced in HSD-induced M-MDSC differentiation. Collectively, our study indicates that high-salt intake inhibits tumour growth in mice by activating antitumour immune surveillance through modulating the activities of MDSCs.

## Abstract (web summary)

High-salt intake can promote pro-inflammatory responses associated with pathological conditions. However, here, the authors show that high-salt diet may have an antitumor protective role by modulating the accumulation and phenotype of myeloid derived suppressor cells and enhancing immunosurveillance.

## Introduction

Excessive intake of dietary salt (NaCl) is clearly defined as an unhealthy lifestyle, due to its strong correlation with higher risks of chronic inflammation^1^, cardiovascular disease^2^ and autoimmune diseases^3^. Therefore, many professional societies recommend an upper salt intake limit of 3.75–6 g per day^4^. Growing evidence suggests that high-salt intake causes dysfunction in innate and adaptive immune responses. For instance, a high-salt diet (HSD) has been shown to activate interleukin (IL)-17-producing helper T (Th17) cells in vivo and exacerbate autoimmune encephalomyelitis (EAE) and cerebrovascular diseases^3,5,6^. Meanwhile, a high level of NaCl weakens the suppressive capacity of regulatory T cells on immune reactions, and promotes the secretion of many inflammatory cytokines, such as interferon (IFN)-γ^7^. In addition, under high-salt stimulation, macrophages polarise towards a typical M1 phenotype, secreting more pro-inflammatory cytokines, reactive oxygen species (ROS) and nitric oxide synthase 2 (NOS2), and activating inflammasome-related pathways^8–11^. These findings suggest that high-salt intake promotes inflammation in various tissue microenvironments, which may induce inflammatory diseases such as rheumatoid arthritis (RA) and colitis^12,13^. However, in the tumour microenvironment, stimulating the pro-inflammatory activities of multiple cell types is key to overcoming the established immunosuppression and consequently restoring immune attack against the tumour.

Myeloid-derived suppressor cells (MDSCs) play essential roles in tumour-induced immune tolerance^14,15^. MDSC expansion in lymphoid organs (the spleen, bone marrow and so on), blood, and tumours has been detected in tumour-bearing mice and cancer patients^16^. MDSCs are immature myeloid cells (IMCs) that are classified into two major subsets: monocytic MDSCs (M-MDSCs) and granulocytic MDSCs (PMN-MDSCs)^17,18^. Both have strong immunosuppressive activities but distinct functional and biochemical characteristics^19^. Meanwhile, as myeloid-derived monocyte precursors, MDSCs are highly plastic^20^. In response to various circumstance factors, M-MDSCs can differentiate into macrophages or dendritic cells (DCs)^21^, and both M-MDSCs and PMN-MDSCs can dramatically change from being immunosuppressive to immunostimulatory. The stimulation can be external factors, such as cytokines and extracellular membrane components, or internal signals, such as tumour growth factor (TGF)-β, sirtuin 1 and paired Ig-like receptor B^22–24^. As a typical environmental stress sensed by cells, hypertonicity induced by high-salt intake can trigger immune responses in macrophages mediated by transcription factors, such as the tonicity-responsive enhancer-binding protein (NFAT5)^25^. Studies have demonstrated that the p38/NFAT5 axis enhances the expression of a number of pro-inflammatory genes and the survival of macrophages^26,27^. However, whether high-salt intake similarly influences the functions of MDSCs in the body is unknown.

Based on the above evidence, we hypothesise that HSD can inhibit tumour progression through priming MDSCs in the tumour microenvironment into an immunostimulatory phenotype. To explore this possibility, we establish two allograft tumour models in mice given a HSD and examine the effect of the HSD on tumour growth. Interestingly, our results suggest that HSD, though recognised as an unhealthy dietary pattern, dramatically regulates the differentiation of MDSCs in the tumour niche, leading to the removal of local immune suppression and inhibition of tumour progression.

## Results

### HSD retarded allograft tumour growth in murine models

To investigate the effect of HSD on tumour growth, we established two grafted tumour models in female wild-type C57BL/6 and BABL/c mice: a mouse melanoma model established by implantation of B16F10 cells and a mouse mammary cancer model established by implantation of 4T1 cells. After 1 day of starvation, mice were subcutaneously injected with 4T1 or B16F10 cells. These mice were then fed a normal-salt diet (NSD) or HSD. The HSD-treated mice of both tumour models showed a lower tumour weight (Fig. 1a) and size (Fig. 1b) than the corresponding NSD-treated mice. The overall survival of the mice is shown in Fig. 1c. HSD prolonged the survival of the tumour-bearing mice, and more than 50% of mice on HSD survived for more than 5 weeks, whereas NSD mice died within 6 weeks. Figure 1d shows the tumours harvested after 16 days of the different treatments. Histologic analysis further revealed that HSD caused large necrotic areas in the tumour tissues (Supplementary Fig. 1a, b). HSD was also effective in decreasing tumour size (Fig. 1a, b) and prolonging tumour-bearing survival (Fig. 1c) in male tumour-bearing mice, indicating that the effects of HSD were not limited by gender. In addition, we also examined the food and water intake of tumour-bearing mice during the HSD period, and found that HSD markedly increased the food and water intake of mice (Supplementary Fig. 2a, b). To our surprise, the body weights of tumour-bearing mice were not affected by HSD, but were consistently lower than the weights of tumour-free mice (Supplementary Fig. 2c). Finally, we also investigated whether HSD impacted the general health of the animals and found no marked differences in spleen, liver or kidney indexes between the NSD and HSD groups (Supplementary Fig. 3a–f). Meanwhile, mice fed the HSD for 16 days did not exhibit hepatotoxicity or nephrotoxicity, demonstrated by a lack of differences in the serum levels of alanine transaminase (ALT), aspartate aminotransferase (AST), blood urea nitrogen (BUN) or creatinine (Supplementary Fig. 3g–j). Together, the data suggested that HSD inhibited the growth of transplanted tumours in vivo.

**Fig. 1:**
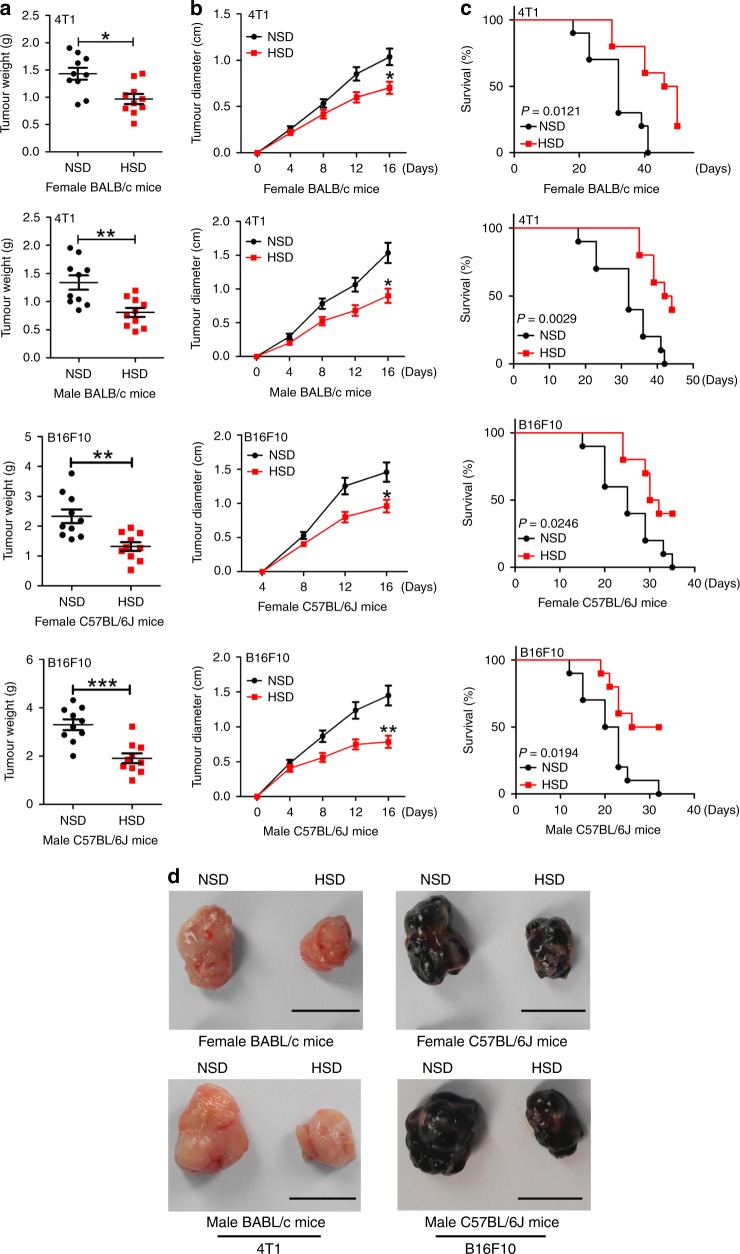
HSD retarded allograft tumour growth. NSD- or HSD-fed mice were subcutaneously injected with tumour cells until the tumour tissues were harvested. **a** Tumour weight on day 16 post implantation. **b** Tumour growth curve from mice on the NSD and HSD for 16 days after tumour cells were engrafted. **c** Survival rate of tumour-bearing mice in each treatment cohort for more than 5 weeks post implantation. **d** Representative images of tumours harvested from NSD- and HSD-fed mice. Scale bar, 1 cm. For all panels, the two-tailed Wilcoxon rank-sum tests; *n* = 10 mice per group; *p < 0.05, **p < 0.01 and *** *p* < 0.001 vs. the NSD group. These experiments were replicated with similar results. Data are representative of three independent experiments, and are presented as the mean ± SEM. Source data are provided as a Source Data file.

### HSD-enhanced osmotic stress via increasing NaCl storage

To analyse the mechanism by which HSD retarded tumour growth, we first evaluated the effects of HSD on Na^+^, K^+^ and Cl^−^ storage and water content within different organs of the tumour-bearing mice by atomic absorption spectroscopy or titration. Although the Na^+^ and Cl^−^ contents were higher in the thymus, livers, spleens and tumours in HSD mice than in NSD mice of both grafted tumour models, with Na^+^ storage at its highest in the tumours (Fig. 2a and Supplementary Fig. 4a), no differences were observed in the serum, hearts or lungs of mice fed with NSD or HSD for 16 days (Fig. 2a, b, Supplementary Fig. 4a, b). Furthermore, there were no marked differences in K^+^ or water content within these organs and serum between the NSD and HSD groups (Supplementary Fig. 4c–e). We also examined Na^+^, K^+^ and Cl^−^ storage in the tumours by X-ray fluorescence spectrometry, and found that HSD enhanced Na^+^ and Cl^−^ storage but did not affect K^+^ content in the tumour tissue (Fig. 2c, Supplementary Fig. 4f). Sodium is essential for the distribution of body fluids and maintenance of osmotic stress. Therefore, we further investigated the effects of HSD on the osmotic pressure in these organs of tumour-bearing mice by vapour-pressure osmometry (Vapro Wescor 5520). In both tumour models, there were no significant differences in the osmolality of serum, hearts or lungs in mice fed with NSD or HSD for 16 days (Fig. 2d, Supplementary Fig. 4g). However, the thymus, livers, spleens and tumours were clearly hyperosmolar in mice with HSD. Remarkably, among these tissues, tumour tissues from mice with HSD had the highest hyperosmolality, consistent with the high NaCl accumulation within the tumour (Fig. 2d, Supplementary Fig. 4g), indicating that salt enhanced osmotic stress by accumulating sodium storage within tumour tissues. Together, these data demonstrated that HSD resulted in the accumulation of the salt in some mouse tissues, especially tumour tissues, causing a significant hyperosmolality in tumours. The osmotic stress likely triggers subsequent cellular reactions in tumour tissue.

**Fig. 2:**
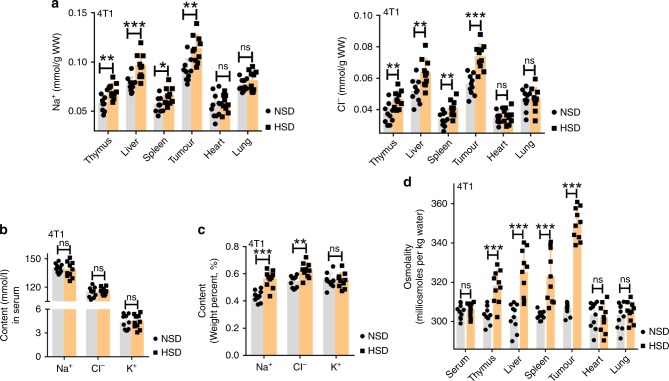
HSD increased tissue osmotic stress via promoting NaCl accumulation. **a**, **b** Na^+^ and Cl^−^ content in different organs compared with plasma concentrations in the same mice when 4T1 tumour-bearing mice were fed the NSD and HSD for 16 days. **c** Na^+^, K^+^ and Cl^−^ content in tumour tissues was determined by X-ray fluorescence spectrometry. **d** The osmolality of tissues from 4T1 tumour-bearing mice was examined by vapour-pressure osmometry. For all panels, the two-tailed Wilcoxon rank-sum tests; *n* = 10 mice per group; ns not significant; *p < 0.05, **p < 0.01 and ***p < 0.001. These experiments were replicated with a comparable number of mice three times. Data are representative of three independent experiments, and are presented as the mean ± SEM. Source data are provided as a Source Data file.

### HSD-induced pro-inflammatory reactions in vivo

Emerging evidence suggests that high-salt conditions can modulate the functions and differentiation of immune cells^7,8,28^. To determine whether HSD influences the levels of the cytokines in serum and tumours, we measured cytokine levels in different tissues using a Proteome Profiler Mouse XL Cytokine Array (Ray Biothech). Compared with NSD, HSD significantly increased the production of several pro-inflammatory cytokines, including IL-12p40 and intracellular adhesion molecule (ICAM)-1, and decreased the level of IL-6, IL-10 and granulocyte–macrophage colony-stimulating factor (GM-CSF) in serum and tumour tissues from 4T1 tumour-bearing mice (Fig. 3a, Supplementary Fig. 5a). In addition, further verification of the level of IFN-γ and tumour necrosis factor (TNF)-α in tumour tissues by ELISA or qRT-PCR revealed that HSD also increased the level of IFN-γ and TNF-α in 4T1 tumours, as shown in Fig. 3b. Moreover, the results in the B16F10 tumour model (Supplementary Fig. 6a, b) were similar to those in the 4T1 model. These results suggested that the tumour growth-inhibiting effects of HSD might be due to changes in immune-system reactions.

**Fig. 3:**
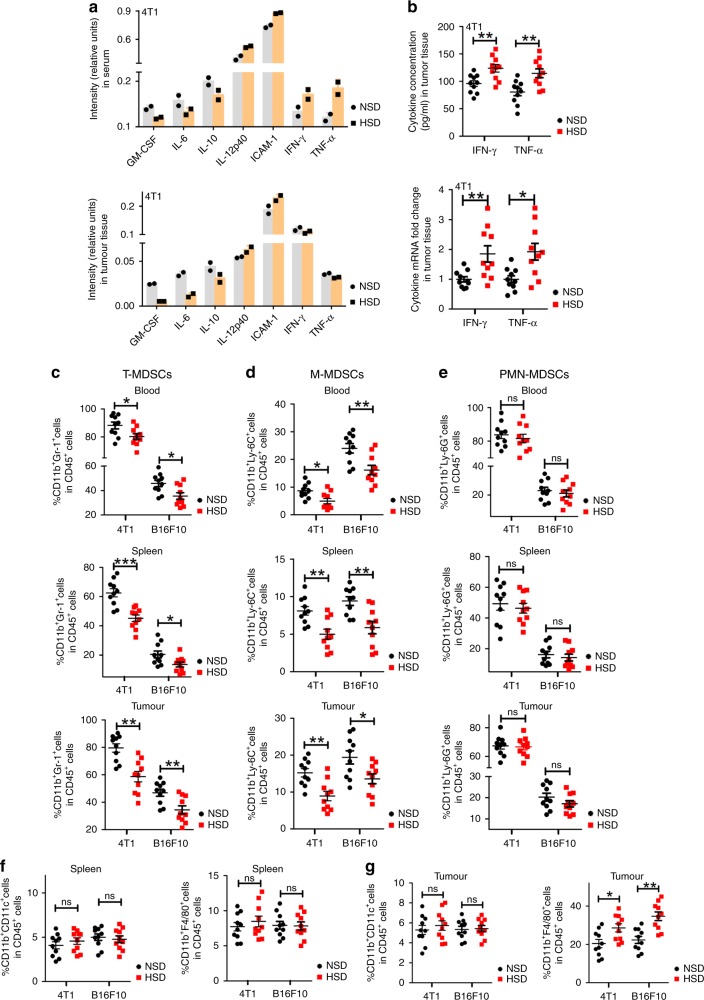
The effect of HSD on inflammatory cytokine expression and MDSC differentiation in vivo. **a** Tumour homogenates and serum samples were harvested and mixed at equal quantity or equal volumes. Inflammatory cytokines in tumour tissue lysates and serum from tumour-bearing NSD- or HSD-fed mice were assessed by the Proteome Profiler Mouse XL Cytokine Array, the signal intensity of the arrays was analysed using densitometry and the relative intensity (NSD vs. HSD) of individual cytokines was analysed after normalising to the positive controls on the same membrane. Each dot represents the technical replication of one phenotype. Data are from one out of two independent experiments. **b** ELISA and qRT-PCR of TNF-α and IFN-γ in tumour tissues from NSD- and HSD-fed mice. The two-tailed Wilcoxon rank-sum tests; *n* = 10 mice per group; *p < 0.05 and **p < 0.01 vs. the NSD group. Data are from one out of three independent experiments. Data are presented as dot plots extending to minimum and maximum values in one independent experiment, and bars are presented as the mean ± SEM of 10 individual mice. **c**–**g** 4T1 tumour-bearing mice were fed the NSD and HSD for 16 days, and the proportions of cells in blood, spleen and tumours were evaluated by flow cytometry. **c**–**e** The proportions of MDSCs in blood, spleen and tumours were evaluated by flow cytometry. **f**, **g** The proportion of DCs and macrophages in spleen and tumour from tumour-bearing mice are shown. The two-tailed Wilcoxon rank-sum tests; *n* = 10 mice per group; ns, not significant; *p < 0.05 and **p < 0.01 vs. the NSD group. Data are from one out of three independent experiments. Data are presented as dot plots extending to minimum and maximum values in one independent experiment, and bars are presented as the mean ± SEM of ten individual mice. Source data are provided as a Source Data file.

### HSD promoted MDSC differentiation in vivo

GM-CSF and IL-6 are known to inhibit myeloid precursor differentiation, inducing an increase in the number of MDSCs^29,30^. Therefore, we investigated whether the inhibitory effects of HSD on tumour growth were due to changes in MDSC differentiation or function. We first studied the influence of HSD on the amount of MDSCs in the blood, spleen and tumour tissues from animals 16 days after B16F10 or 4T1 tumour implantation. As demonstrated by the data (Fig. 3c, Supplementary Fig. 7a–c), within CD45^+^ cells, HSD markedly decreased the number of MDSCs (CD11b^+^Gr-1^+^ cells) in the blood, spleen and, particularly, tumours. We further analysed the change in the distribution of M-MDSCs (CD11b^+^Ly-6C^+^ cells) and PMN-MDSCs (CD11b^+^Ly-6G^+^ cells), and found significantly fewer M-MDSCs in these tissues in HSD-fed mice than in NSD-fed mice of both tumour models (Fig. 3d, Supplementary Fig. 7a–c), while little difference was observed in the percentage of PMN-MDSCs (Fig. 3e, Supplementary Fig. 7a–c). The change in the number of M-MDSCs suggested a possible differentiation from MDSCs towards macrophages or DCs; therefore, we investigated the presence of macrophages and DCs in the spleens and tumours. HSD significantly increased the number of macrophages (CD11b^+^F4/80^+^ cells) in the tumour tissue, but did not alter the number of macrophages in the spleen (Fig. 3f, g, Supplementary Fig. 7b, c). Moreover, there was no significant difference in the proportion of DCs (CD11b^+^CD11c^+^ cells) within CD45^+^ cells from the NSD and HSD groups in the spleens or tumour tissues (Fig. 3f, g, Supplementary Fig. 7b, c). Recent studies have suggested that HSD may inhibit the potentially pro-tumour renin–angiotensin system (RAS)^31,32^; therefore, we performed additional experiments to investigate this possibility. HSD had significant antitumour effects under RAS inhibition using an angiotensin-converting enzyme inhibitor (captopril) (Supplementary Fig. 8a, b, d, e). Meanwhile, although both HSD and captopril decreased the level of plasma angiotensin II (AngII), the level of plasma AngII was lower in the captopril group than in the HSD group (Supplementary Fig. 8c, f), suggesting that the antitumour activity of HSD may be independent of RAS inhibition. Together, our results indicated that HSD might exert its antitumour effects by promoting the differentiation of M-MDSCs into macrophages.

### HSD-regulated MDSC differentiation and function

The above data suggested that HSD-induced hyperosmolality might have an impact on M-MDSC differentiation and function. To address this, we isolated M-MDSCs from the tumour tissues harvested from 4T1 or B16F10 tumour-bearing mice NSD- or HSD-fed mice and analysed their differentiation. As shown in Fig. 4a, b, after being cultured for 2, 3 and 4 days, M-MDSCs from the HSD group exhibited much higher differentiation into macrophages (F4/80^+^CD11b^+^ cells) than those from the NSD group, while DC differentiation was almost the same between groups (Supplementary Fig. 9a, b). Meanwhile, the high-salt conditions used in the experiment did not influence cell viability (Supplementary Fig. 9c, d). 

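The array data came from M-MDSCs taken out of 4T1 tumours, 4T1 being a mammary carcinoma line of BALB/c mice. Each mouse had been injected with 1000000 tumour cells and then kept for 16 days on the NSD, with 0.4% NaCl in the chow and tap water, or on the HSD, with 4% NaCl in the chow and 1% NaCl in the drinking water. According to the sample labels, M-MDSCs were isolated with a magnetic bead kit, mixed in equal numbers within a diet group, and their RNA was labelled with a single dye (Cy3). The legend of Fig. 4 gives 5 mice for the NSD group and 6 mice for the HSD group. The deposited data hold 1 array per diet, so the mice of a group contribute 1 pooled value per probe, no spread between mice can be computed, and no test of the diet was possible. Both arrays lay on the same slide. The authors deposited the spot intensities as extracted from the scans by Feature Extraction 11.0.1.1, after background subtraction and correction for spatial trends, and without normalization between the arrays. Each array held 44397 spots, of which 43020 were not controls and carried 39429 different probes. No spot was saturated on either array. Spots flagged as outliers, 162 on the NSD array and 179 on the HSD array, were left out, which left 39413 probes with a value on both arrays. The software called 28330 of these probes (71.9%) well above background on the NSD array and 28534 (72.4%) on the HSD array, and 27236 on both. The 75th percentile of the signal was 252 intensity units on the NSD array and 233 on the HSD array. Signals were taken to the log2 scale, spots of the same probe were averaged, and the 75th percentile of each array was subtracted. A log2 fold change is the HSD value minus the NSD value. Where a probe was not well above background on one array, its fold change was taken only as a lower bound, against the higher of its own signal there and the lowest signal among probes well above background, which was 4.61 intensity units on the NSD array and 4.39 on the HSD array. Probes were named through their RefSeq transcript identifiers, which gave a mouse gene symbol for 27223 probes and 20653 genes. Of the probes of a gene, the one with the highest mean log2 signal was used. The measurement noise of an array could be read from the 289 probes well above background on both arrays that were printed in up to 10 spots. The median SD of the log2 signal between spots of such a probe was 0.082. This value covers the measurement within an array and not the variation between mice or cell preparations.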

Next, we profiled the mRNA expression of purified tumour-infiltrating M-MDSCs from the NSD or HSD group using Agilent’s mouse gene chip array. As shown in Fig. 4c, we identified 5391 differentially expressed genes (DEGs) comprising 2586 upregulated and 2805 downregulated genes, with a fold change greater than 1.5 between M-MDSCs from the NSD and HSD groups. 

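With 1 array per diet, a probe was counted by its fold change alone. Of the 29628 probes well above background on at least 1 array, 3030 were at least 1.5-fold higher and 2639 at least 1.5-fold lower in the HSD group, 5669 in all. Of these, 2423 higher and 2189 lower probes were well above background on both arrays, and the fold changes of the other 607 higher and 450 lower probes were lower bounds. Counted over the 16316 genes with a usable probe, 1609 genes were higher and 1682 lower. Across the 27236 probes well above background on both arrays, the median absolute log2 fold change was 0.26 and the log2 signals of the arrays had a Pearson correlation of 0.986 across probes, which are not independent replicates. The counts depended on the background correction and on the filter. With limma's normexp correction and an offset of 50 in place of the processed signal, 961 probes were higher and 923 lower, and without a filter on dim probes 6010 were higher and 3757 lower. Scaling moved the split between the directions. Of the calls, 53.4% were higher with the 75th percentile and 42.4% with cyclic loess between the arrays. The probes past 1.5-fold were spread over all signal levels. When the probes measured on both arrays were divided into 5 groups of rising signal, 19.7%, 17.5%, 18.2%, 16.8% and 12.4% of them were past 1.5-fold between the diets. Spots of the same probe within an array differed by 1.5-fold or more in 14.4% of the pairs in the dimmest group, in 2.76% in the second, and in 0.571% in the brightest. Outlier spots were left out of these pairs, a step that cannot act in the same way on a probe with a single spot. With outlier spots kept, 23 of 4770 pairs in the third group and 65 of 6930 in the fourth differed by 2-fold or more. Pairs within an array do not hold differences in labelling or hybridization between the arrays.

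**Figure D1:**
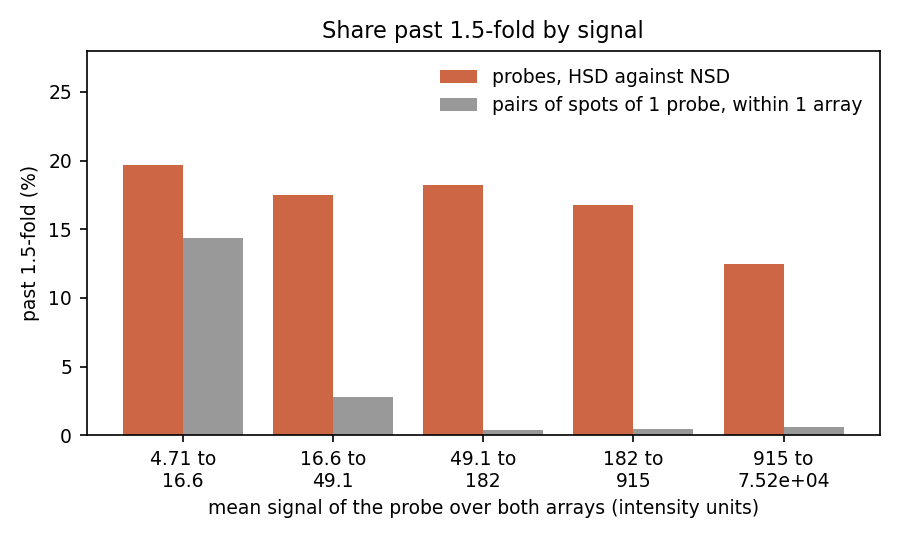
Percentage of probes past 1.5-fold between the HSD and NSD arrays (orange) and of pairs of spots of the same probe within an array past 1.5-fold (grey), in 5 groups of probes by mean signal in intensity units. The orange bars lie between 12.4% and 19.7%, and the grey bars fall from 14.4% in the dimmest group to 0.391% in the third group. Outlier spots were left out of the pairs.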

Subsequently, the results demonstrated a significant shift towards an antitumour pro-inflammatory phenotype in HSD-fed mice with a dominant increase in NOS2, TNF, IL-12a, Toll-like receptor 4 (TLR4) and chemokine (C–C motif) ligand 19 (CCL19) expression, and a decrease in lymphocyte antigen 6 complex, locus C1 (Ly6C1), C–C–C motif chemokine ligand 12 (CXCL12), indoleamine 2,3-dioxygenase 1 (IDO1) and CCL2 expression (Fig. 4d). Among these differences, the difference in the expression of IL-12, TNF-α, NOS2, IL-10 and arginase 1 (Arg1) was confirmed by ELISA or qRT-PCR (Fig. 4e, f). Furthermore, immunofluorescent staining also demonstrated significantly increased IL-12 expression and decreased IL-10 expression in the tumour tissues of HSD-fed mice. Moreover, the number of F4/80-positive macrophages in tumour tissues from the HSD group was remarkably higher than that in tumour tissues from the NSD group (Fig. 4g, h). In addition, immunofluorescence staining showed that the blood vessels in tumour tissues were not significantly affected by HSD (Fig. 4g, h). Together, these results demonstrated that HSD effectively induced M-MDSC differentiation and polarised M-MDSCs towards an antitumour and pro-inflammatory phenotype.

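All 19 genes shown in Fig. 4d had a probe, and 18 of them had a log2 fold change in the direction of the figure. For 17 of them, 9 of the 10 genes shown as raised and 8 of the 9 shown as lowered, the change was also at least 1.5-fold. With the normexp correction 11 genes reached 1.5-fold, and Il17rb, Cxcl9, Il12a, Il15, Cxcl12 and Ido1 no longer did. With the 75th percentile taken over detected probes 15 genes did, without Tlr4 and Il15. The signal of Nos2 was 22.8 intensity units in the NSD group and 184.5 in the HSD group, a log2 fold change of 3.13, or 1.60 with the normexp correction. Tnf, measured by 10 spots per array, rose from 688 to 1299, a log2 fold change of 1.03. Il12a rose from 83.4 to 123.3 (log2 fold change 0.68) and Tlr4 from 780.5 to 1092 (log2 fold change 0.60). Under quantile normalization and cyclic loess the log2 fold change of Tlr4 was 0.56 and 0.53, below 1.5-fold. Ccl19 had 3 probes. The brightest had a log2 fold change of 1.04, another had 0.19 although both of its signals were well above background, and the dimmest was not well above background on either array. Among the other genes shown as raised, Cxcl3 had a log2 fold change of 1.75, Cxcl9 of 1.06 and Il15 of 0.61, and Il17rb, not well above background in the NSD group, was at least 4.46-fold higher. The log2 fold change of Il2ra was 0.57, a fold change of 1.49. Of the genes shown as lowered, Ccl2, also measured by 10 spots per array, fell from 1275 to 229.6 intensity units (log2 fold change −2.36). Ido1 fell from 11.7 to 5.51, close to the limit of detection (log2 fold change −0.97). Cxcl12 had a signal of 7.53 in the NSD group and was not well above background in the HSD group, which makes it at least 1.58-fold lower, and its other probe was not well above background on either array. With the normexp correction the log2 fold change of Cxcl12 was −0.012. Ly6c1 had 2 probes. The brighter one had a signal of 51810 in the NSD group and 48480 in the HSD group (log2 fold change 0.018), and the other fell from 4649 to 3210 (log2 fold change −0.42). The log2 fold change of the brighter probe was −0.071 under quantile normalization and −0.13 under cyclic loess. Il18 had a log2 fold change of −2.51, and Ccl7 was at least 10.3-fold lower and not well above background in the HSD group. With the normexp correction the log2 fold change was −2.16 for Il18 and −0.72 for Ccl7. From the direction of these genes, the paper concludes that M-MDSCs in HSD-fed mice shift towards an antitumour, pro-inflammatory phenotype.

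**Figure D2:**
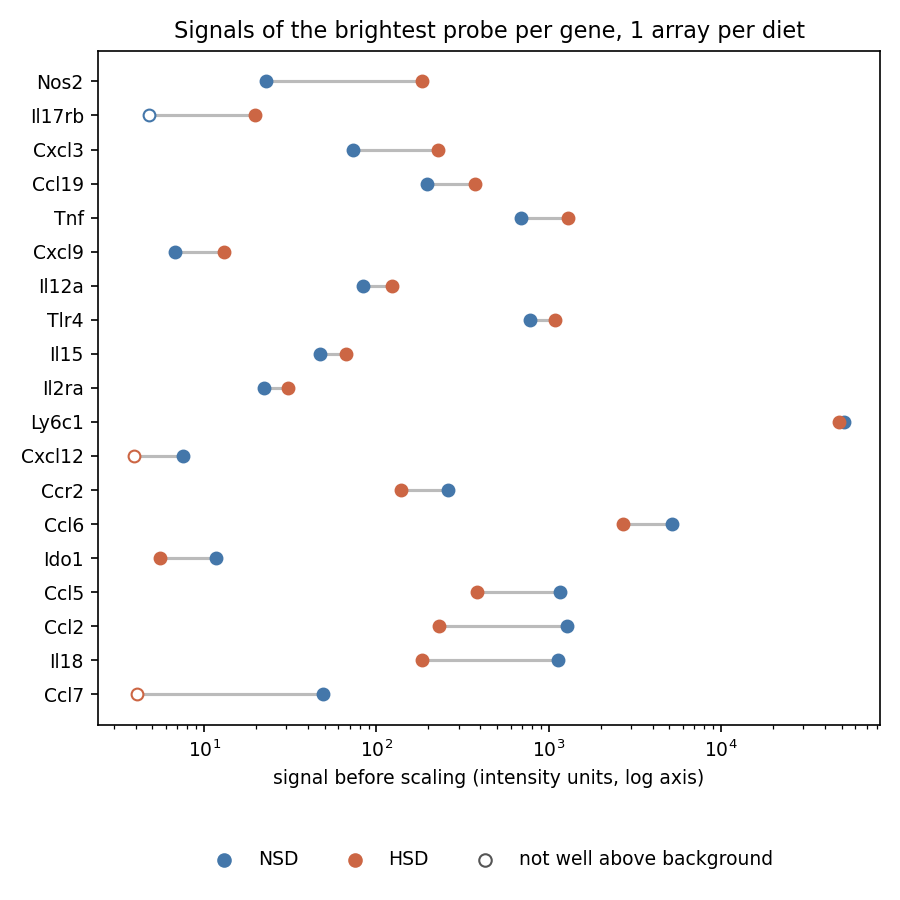
Signal of the brightest probe of each of the 19 genes on the NSD array (blue) and the HSD array (orange), in intensity units before scaling, on a log axis. Open circles mark signals not well above background, as for Il17rb in the NSD group and for Cxcl12 and Ccl7 in the HSD group.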

**Fig. 4:**
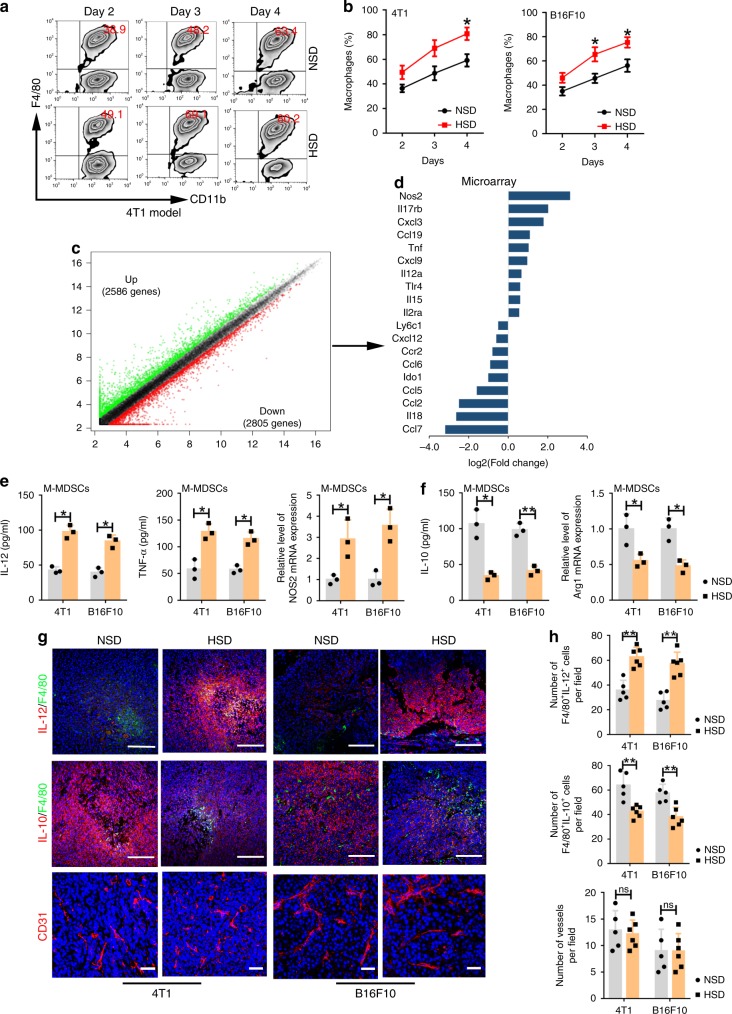
HSD promoted MDSC differentiation and functional transformation. **a**, **b** M-MDSCs purified in tumour tissues from the NSD or HSD group were cultured in RPMI-1640 medium containing 10% FBS and 10 ng ml^−1^ GM-CSF for 2, 3 or 4 days. Population of CD11b^+^F4/80^+^ cells was evaluated by flow cytometry. One-way ANOVA with post hoc Bonferroni correction; *n* = 10 mice per group; *p < 0.05. Bars are expressed as the means ± SEM of three replicates. **c**, **d** mRNA expression was examined using Agilent Mouse GE v2 Microarrays (4 × 44 k format) after tumour-infiltrating M-MDSCs were isolated from the NSD or HSD group. DEGs in the chip analysis and mRNA expression levels of representative HSD-regulated genes involved in MDSC function from the HSD group; *n* = 5 for the NSD group and 6 mice for the HSD group. **e**, **f** Tumour-infiltrating M-MDSCs from the NSD or HSD group were cultured in RPMI-1640 medium containing 10% FBS for 24 h. The concentrations of IL-12, TNF-α and IL-10 in the supernatant were tested by ELISA, and NOS2 and Arg1 mRNA expression levels were examined by qRT-PCR. Two-tailed Student’s *t* test; *n* = 5 for NSD and six mice for the HSD group; *p < 0.05 and **p < 0.01. Bars are expressed as the mean ± SEM of three independent replicates with isolated cells pooled from the same group of mice. **g**, **h** The effects of HSD on macrophage infiltration, IL-12 and IL-10 levels and angiogenesis (CD31) in tumour tissues were evaluated by immunofluorescent imaging. Green, F4/80; blue, DAPI nuclear staining; red, IL-12, IL-10 or CD31; scale bar, 100 μm. The number of F4/80^+^IL-12^+^ cells, F4/80^+^IL-10^+^ cells and vessels (CD31^+^ cells) in high-power optic (for F4/80^+^IL-12^+^ cells, F4/80^+^IL-10^+^ cells, ×200 magnification; for vessels (CD31^+^ cells), ×400 magnification) field in stained sections (5 fields for each section; *n* = 5 individual tumours in the NSD group and *n* = 6 individual tumours in the HSD group). The two-tailed Wilcoxon rank-sum tests; *n* = 5 for the NSD group and 6 mice for the HSD group; ns not significant; **p < 0.01. Bars are expressed as the mean ± SEM. *n* = 5 data points for the NSD group and 6 data points for the HSD group (the average number of five fields for each section). For all panels, experiments were repeated twice. Source data are provided as a Source Data file.

Although HSD did not alter the number of PMN-MDSCs in vivo, we asked whether HSD could also influence their function by switching them from a pro-tumour to an antitumour phenotype. After PMN-MDSCs were isolated from NSD and HSD tumour tissues, we investigated the effects of HSD on the immunosuppressive function of PMN-MDSCs. The T-cell proliferation assay indicated that PMN-MDSCs isolated from the HSD group lost their suppressive function and even enhanced T-cell proliferation (Supplementary Fig. 10a). We further examined the effects of HSD on ROS production, one of the main antitumour markers in PMN-MDSCs. ROS production was higher in PMN-MDSCs from the HSD group than in those from the NSD group (Supplementary Fig. 10b). Lastly, after the purified tumour-infiltrating PMN-MDSCs were cultured for 24 h in vitro, cells from the HSD group expressed more TNF-α and ICAM-1 and less prostaglandin E2 (PGE2), Arg1, CCL2 and CCL5 than those from the NSD group (Supplementary Fig. 10c, d). These data indicated that HSD switched the function of PMN-MDSCs from an immunosuppressive state to a pro-inflammatory and antitumour one.

### HSD enhanced T-cell-mediated antitumour responses

MDSC accumulation was associated with a reduction in T-cell-mediated antitumour activity during tumour progression^33^. Therefore, we investigated whether promoting MDSC differentiation and inhibiting its immunosuppressive functions by HSD would affect the proliferation and functions of CD4^+^ T and CD8^+^ T cells in tumour animal models. First, we evaluated the total percentages of T cells in the blood, spleen and tumour tissues of the HSD-fed mice compared with those in NSD-fed mice. As shown in Fig. 5a–d, HSD increased the frequencies of CD4^+^ T and CD8^+^ T cells within CD45^+^ cells by ~50% in these tissues of both 4T1 and B16F10 tumour models. Consistent with these data, the proliferation status of CD4^+^ and CD8^+^ T cells within tumours was greater in HSD-treated animals than in NSD-treated animals (Fig. 5e, f, Supplementary Fig. 11a–d). We further showed that HSD treatment resulted in an augmented frequency of IFN-γ-producing CD4^+^ and CD8^+^ T cells in the spleen and tumour of treated mice (Fig. 5g–i, Supplement Fig. 12a, b), indicating a highly activated state of these intratumoural T cells. Meanwhile, HSD significantly reduced the proportion of tumour-induced Tregs in the spleens and tumours of the animal models (Fig. 5g, h, Supplementary Fig. 12c). Studies have recently demonstrated that a high-salt environment could promote the generation of pathogenic Th17 cells with upregulated TNF-α production. Therefore, we investigated whether HSD affected Th17 cell differentiation and the related cytokine expression, and found that HSD enhanced the number of Th17 cells and induced TNF-α expression in tumour tissues (Fig. 5j, Supplementary Fig. 12d). Furthermore, to further confirm the contribution of T cells to the antitumour effect of HSD, we established the two tumour models in the BABL/C-*nu*/*nu* mice^34,35^. As these mice lack sufficient T-cell-mediated immune reactions, we found no differences in tumour growth indexes (tumour weight and size) between the NSD and HSD groups in the BABL/C-*nu*/*nu* mice (Supplementary Fig. 13a–f), further demonstrating that the T-cell-mediated antitumour response was key to the HSD-induced antitumour activity.

**Fig. 5:**
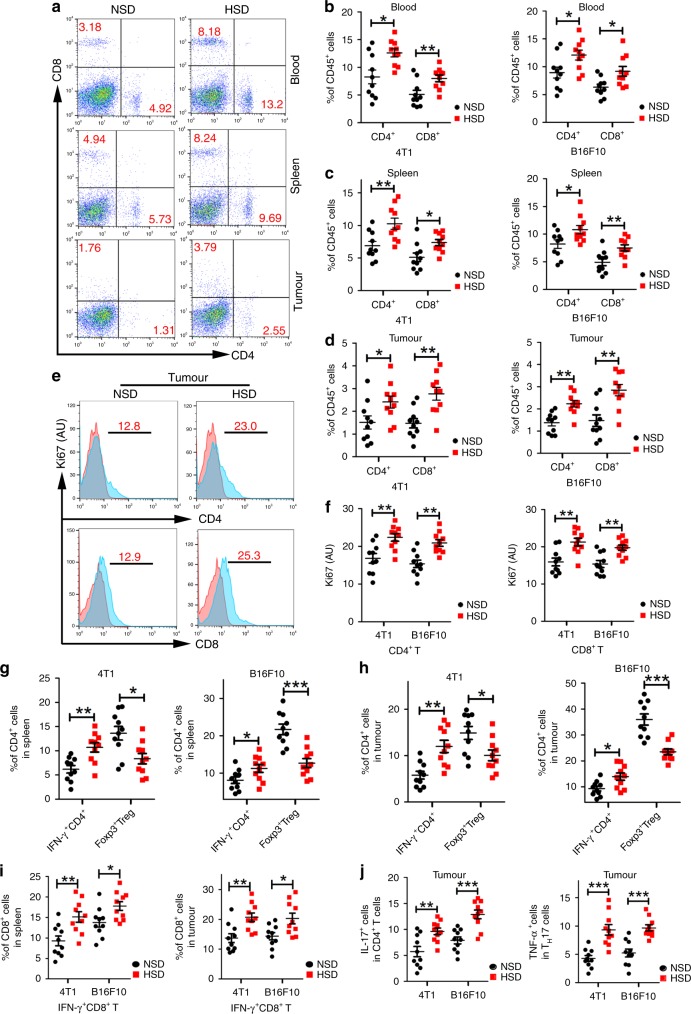
HSD-enhanced antitumour immunosurveillance in vivo. **a**–**d** After NSD or HSD for 16 days, the frequency of CD4^+^ T cells and CD8^+^ T cells (right) and representative flow cytometry analysis (left) in the blood, spleen and tumour tissues from 4T1 tumour-bearing mice were assessed within total CD45^+^ cells. Gating strategy is provided in Supplementary Fig. 21. Data are presented as dot plots extending to minimum and maximum values in one independent experiment, and bars are presented as the mean ± SEM of ten individual mice; the two-tailed Wilcoxon rank-sum tests; *n* = 10 mice per group; *p < 0.05 and **p < 0.01 vs. the NSD group. **e**, **f** Analysis of Ki67 expression after gating on CD4^+^, CD8^+^ T cells in tumour tissues. The expression of Ki67 in CD4^+^ T cells and CD8^+^ T cells (right) and representative flow cytometry analysis (left) in the tumour tissues. Gating strategy is provided in Supplementary Fig. 21. Data are presented as dot plots extending to minimum and maximum values in one independent experiment, and bars are presented as the mean ± SEM of ten individual mice; the two-tailed Wilcoxon rank-sum tests; *n* = 10 mice per group; **p < 0.01 vs. the NSD group. **g**–**j** Splenic T cells and intratumoural T cells from the NSD and HSD groups were further characterised by flow cytometry. Data are presented as dot plots extending to minimum and maximum values in one independent experiment, and bars are presented as the mean ± SEM of ten individual mice; the two-tailed Wilcoxon rank-sum tests; *n* = 10 mice per group. Two-tailed Student’s *t* test; each dot represents one mouse; *p < 0.05, **p < 0.01 and ***p < 0.001 vs. the NSD group. **g**, **h** Statistical flow cytometry plots showing the proportion of CD4^+^IFN-γ^+^ cells and CD4^+^Foxp3^+^ Treg cells within total splenic and intratumoural CD4^+^ T cells. **i** Statistical flow cytometry plots showing the proportion of CD8^+^IFN-γ^+^ cells within total splenic and intratumoural CD8^+^ T cells. **j** Statistical flow cytometry plots showing the proportion of Th17 cells and TNF-α^+^ Th17 cells within tumour tissues. For all panels, these experiments were repeated twice. Source data are provided as a Source Data file.

### HSD enhanced the antitumour activation of PD-1 inhibition

MDSCs are a highly immunosuppressive population of IMCs that contribute to tumour immune escape by inhibiting antitumour T-cell activity, thereby reducing the efficiency and efficacy of immunotherapies that involve the activation of T cells^36,37^. Therefore, we hypothesised that HSD would impair MDSC function and enhance T-cell-mediated tumouricidal effects, improving the effectiveness of immune checkpoint therapies in cancer treatment. To prove this hypothesis, we examined the effects of HSD treatment in combination with a mouse checkpoint inhibitor, an anti-PD-1 antibody, in 4T1 and B16F10 tumour models. As shown in Fig. 6a–c, treatment with HSD or the anti-PD-1 antibody alone resulted in a marked retardation of tumour growth across the studied models. However, the combination of HSD and the anti-PD-1 antibody achieved the highest tumour-suppressive response in both the 4T1 and B16F10 model. Furthermore, the combination of HSD and the anti-PD-1 antibody significantly increased infiltration of T cells in tumour tissues (Fig. 6d–f). The data suggested that HSD is a promising strategy to enhance the efficacy of PD-1 immune checkpoint inhibitors in cancer treatment.

**Fig. 6:**
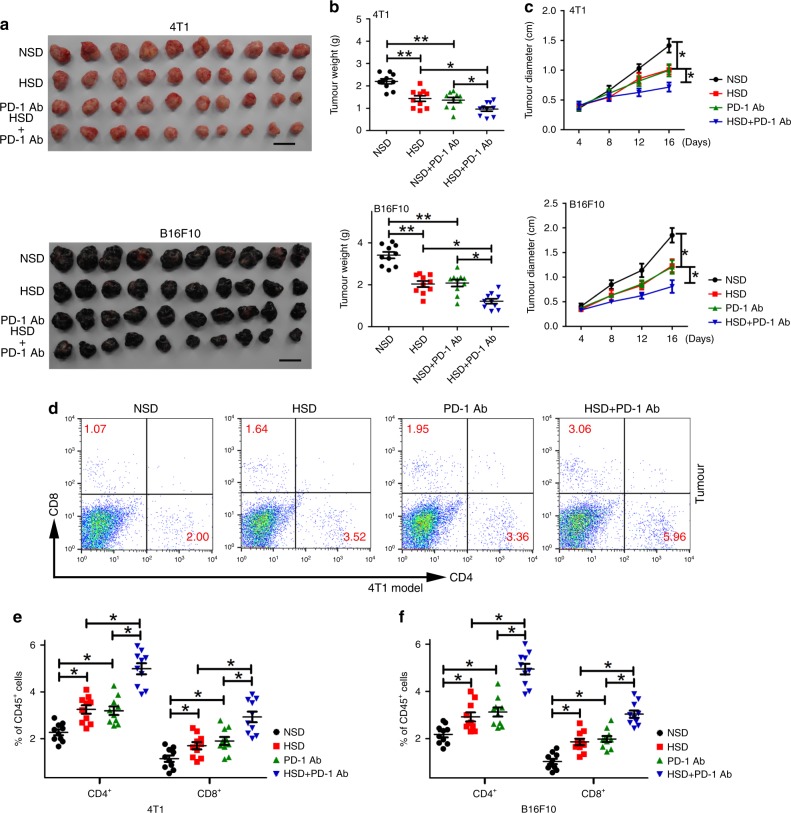
Combined treatment with HSD and the anti-PD-1 antibody in tumour-bearing mice. **a**–**c** Female mice were subcutaneously implanted with 1 × 10^6^ 4T1 or B16F10 cells after starvation for 1 day and randomly assigned to receive the NSD or HSD for 16 days. On days 4, 8 and 12, mice were injected with 4 mg kg^−1^ control IgG antibody or 2 mg kg^−1^ anti-PD-1 via i.p. administration (*n* = 10 for each group). Images of tumours harvested from mice are shown, and tumour size was examined. Scale bar, 1 cm. **d**–**f** Tumours collected at day 16 were dissociated, and the proportions of CD4^+^ and CD8^+^ T cells in the CD45^+^ cell population were determined by flow cytometry. For all panels, *n* = 10 mice per group. One-way ANOVA with post hoc Bonferroni correction; *p < 0.05 and **p < 0.01. Data are representative of three independent experiments. Data are presented as dot plots extending to minimum and maximum values in one independent experiment, and bars are presented as the mean ± SEM of ten individual mice; each dot represents one mouse. Source data are provided as a Source Data file.

### HSD-regulated p38/MAPK–NFAT5 signalling

We sought to explain the mechanism by which HSD regulates the differentiation and function of M-MDSCs. First, we analysed cellular processes enriched in DEGs in M-MDSCs isolated from tumour tissues from HSD-fed mice. 

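The Gene Ontology annotation was not used here. Instead, lists of genes of known processes were written before the data were examined, and the median log2 fold change of each list was compared with the medians of 10000 random lists of the same size and of like signal. These ranges describe the 2 arrays and are no test of the diet, since the genes of a list are regulated together and each diet has 1 array. Among all genes with a usable probe, 9.86% were at least 1.5-fold higher and 10.3% at least 1.5-fold lower in the HSD group. Of 25 chemokine ligand genes with a usable probe, 7 were at least 1.5-fold higher and 12 at least 1.5-fold lower. The median log2 fold change of the list was −0.45, and 95% of random lists had a median between −0.17 and 0.23. Cxcl1 and Cxcl2 rose, with log2 fold changes of 1.88 and 2.02, and Pf4 fell, with a log2 fold change of −2.33. Without the 8 genes of this list that the paper names from the arrays, the median was −0.29. With the normexp correction the median of the full list was −0.024. Of 24 genes induced by IFN-γ, a list of the response to IFN-γ and not of its production, 2 were at least 1.5-fold higher and 11 at least 1.5-fold lower, and the median was −0.49. Nos2 was one of the higher genes. Igtp and Irgm1 were among the lower ones, with log2 fold changes of −1.58 and −1.55. Of 15 genes of inflammatory (M1) macrophages, 6 were at least 1.5-fold higher and 1 at least 1.5-fold lower, with a median of 0.33 against a range of −0.19 to 0.27 for 95% of random lists. Socs3 had a log2 fold change of 1.58. Without the 4 genes of this list that the paper names from the arrays, the median of the other 11 was −0.015, at percentile 27.0 of random lists. All 4 were at least 1.5-fold higher, and no raised genes were taken out of the random lists. Leaving them out lowers the percentile by itself, so it cannot decide whether the list as a whole shifted.

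**Figure D3:**
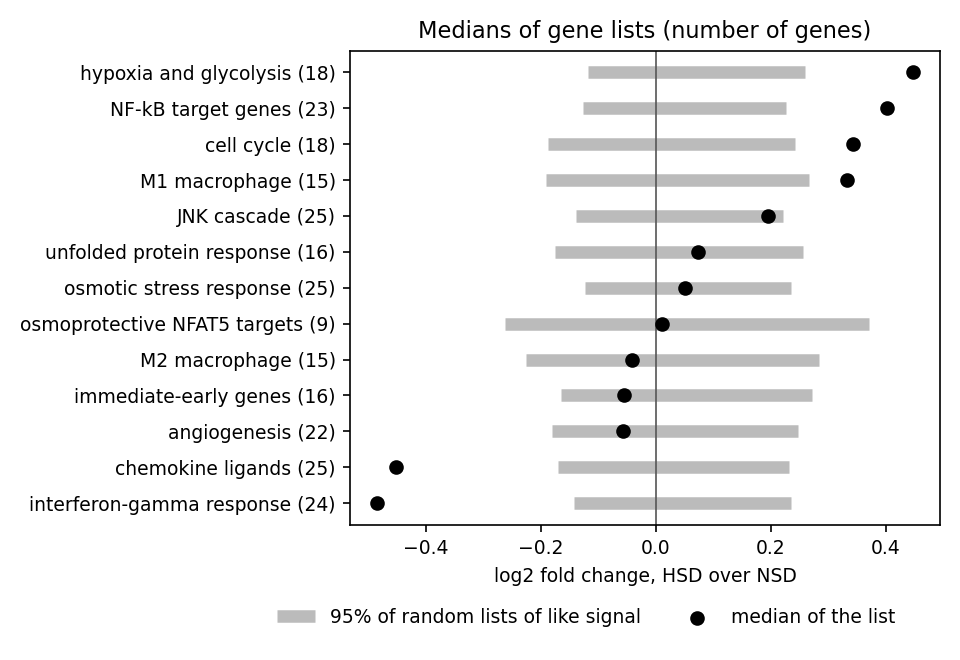
Median log2 fold change, HSD over NSD, of 13 lists of genes (points) with the number of genes used in brackets. The grey bars span the medians of 95% of random lists of the same size and like signal. The points of chemokine ligands and of the IFN-γ response lie to the left of their bars. Those of NF-κB target genes, M1 macrophages, the cell cycle, and hypoxia and glycolysis lie to the right.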

Interestingly, the 2586 DEGs upregulated (fold change > 1.5) in M-MDSCs from the HSD group were markedly enriched in processes involving cytokine production, cell chemotaxis, IFN-γ production, cell maturation, osmotic stress responses and acute and inflammatory responses (Figs. 4c and 7a). The DEGs related to osmotic stress responses suggested that osmotic stress might be the predominant cellular process represented in the M-MDSCs from the HSD group. 

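Of 26 genes listed for the response to osmotic stress, 25 had a usable probe. Their log2 fold changes had a median of 0.050, at percentile 43.6 of random lists of like signal, with 14 genes higher and 11 lower in the HSD group. The median was between −0.060 and 0.082 under the other settings tried. At least 1.5-fold changes were seen for 4 of the genes, 2 in each direction. Slc6a12, which encodes the betaine transporter and is listed as a target of NFAT5, had a signal of 53.5 intensity units in the NSD group and 859 in the HSD group, a log2 fold change of 4.12. Slc38a2, an amino acid transporter, rose from 2293 to 5519 intensity units (log2 fold change 1.38). Aqp1 fell from 29.6 to 6.00 (log2 fold change −2.19) and Trpv4 from 138.9 to 47.9 (log2 fold change −1.42). Other genes known to respond to hypertonicity changed little or fell, with a log2 fold change of 0.38 for Slc6a6, 0.011 for Slc5a3, whose signals of 13.2 and 12.3 were low, 0.050 for Sgk1 and −0.46 for Akr1b3. The paper proposes, from its enrichment analysis, that osmotic stress was the main process represented in M-MDSCs of the HSD group.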

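Of 25 genes listed for the JNK cascade with a usable probe, 17 were higher and 8 lower in the HSD group, with a median log2 fold change of 0.20, at percentile 95.2 of random lists of like signal. Wnt5a rose from 56.1 to 180.1 intensity units, while the kinase genes Mapk8 and Mapk9, which encode JNK1 and JNK2, had log2 fold changes of 0.20 and −0.69. The median of this list lay between 0.10 and 0.21 under the other settings. Without Tnf and Tlr4, the genes of this list that the paper names from the arrays, it was 0.16, at percentile 89.2. Both genes were higher in the HSD group, so leaving them out lowers the percentile by itself. Of 23 target genes of NF-κB, 20 were higher and 3 lower, 8 of them at least 1.5-fold higher and 2 at least 1.5-fold lower. The median log2 fold change was 0.40, above the range of −0.13 to 0.23 that held 95% of random lists, and between 0.35 and 0.41 under the other settings. Without the 3 genes of this list that the paper names from the arrays, the median was 0.45. Nfkbia rose from 17030 to 28830 intensity units (log2 fold change 0.87), Sod2 from 6196 to 11560 (log2 fold change 1.01) and Ptgs2 from 27.3 to 48.5 (log2 fold change 0.94). These are levels of transcripts, and the arrays do not measure the phosphorylation of JNK or the activity of NF-κB.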

From the chip analysis, we found that HSD could also activate the c-Jun N-terminal kinase (JNK) and nuclear factor (NF)-κB pathway (Fig. 7a), and recent studies have suggested that hypertonic stress in mammals is sensed by p38 mitogen-activated protein kinase (p38/MAPK)^38,39^. Therefore, we investigated whether salt influences these pathways in MDSCs in vitro by increasing the concentration of NaCl in the media (an additional 40 mM, referred to as high-salt conditions according to previous reports^40–42^). As shown in Fig. 7b and Supplementary Fig. 14a, b, activation in the presence of this additional 40 mM NaCl for 1 h augmented the phosphorylation of p38/MAPK, but had no effect on JNK phosphorylation or NF-κB activation in M-MDSCs. Meanwhile, high salt promoted the differentiation of M-MDSCs into macrophages, as well as increases M1 marker (TNF-α, IL-12 and NOS2) expression and decreased M2 marker (IL-10 and Arg1) expression. Silencing of p38 blunted this effect of the high-salt conditions (Supplementary Fig. 15a–c). Surprisingly, high-salt stimulation for 24 h, upregulated JNK phosphorylation and NF-κB activation in M-MDSCs, but p38 silencing blunted JNK phosphorylation and NF-κB activation (Fig. 7c, d), suggesting that high salt indirectly regulated JNK and NF-κB signalling cascades via the p38/MAPK pathway. In conclusion, HSD might boost MDSC differentiation and function via the p38/MAPK pathway.

**Fig. 7:**
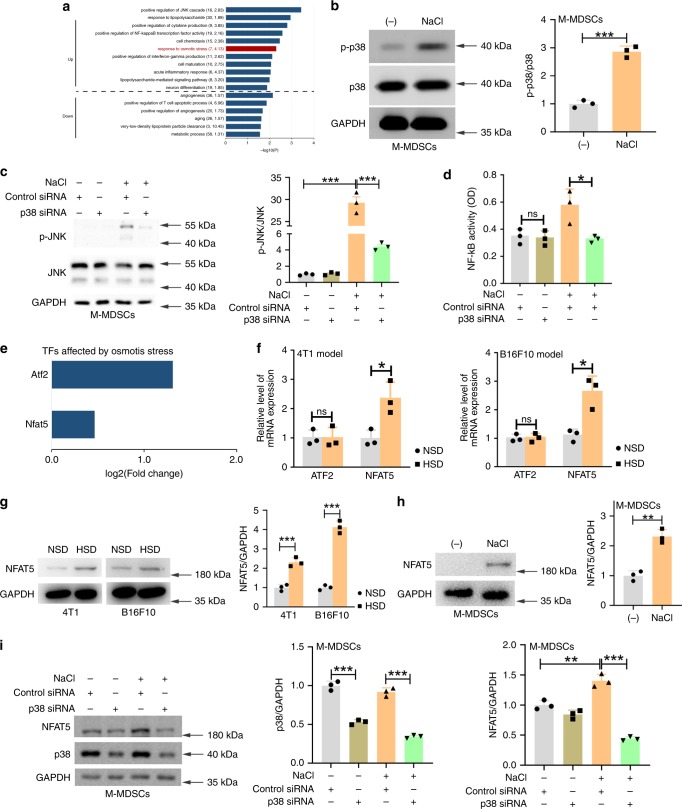
HSD promoted the differentiation and function of M-MDSCs by p38/MAPK-dependent NFAT5 expression. **a** Significant Gene Ontology (GO) biological process terms associated with M-MDSCs from HSD-fed mice. Cellular processes enriched by the DEGs in M-MDSCs from 4T1 tumour-bearing HSD- or NSD-fed mice. The *p* value was tested by DAVID software using a hypergeometic test method. *n* = 5 mice for the NSD group and 6 mice for the HSD group. **b** Tumour M-MDSCs were stimulated with an additional 40 mM NaCl for 1 h, and phosphorylated p38 (p-p38) was analysed by western blotting. Right panels: quantification data. **c**, **d** Tumour M-MDSCs were transfected with p38-specific siRNA or control siRNA for 2 days, and cultured with an additional 40 mM NaCl for 24 h. Phosphorylated JNK (p-JNK) was analysed by western blotting (right panels: quantification data), and NF-κB activity was determined by the p65 subunit DNA-binding ability. **e** Two TFs identified as upregulated DEGs in tumour M-MDSCs in 4T1 tumour-bearing HSD-fed mice. **f** ATF2 and NFAT5 mRNA level in tumour M-MDSCs in 4T1 or B16F10 tumour-bearing HSD- or NSD-fed mice was tested by qRT-PCR. **g** NFAT5 expression in M-MDSCs from tumour-bearing HSD- or NSD-fed mice was analysed by western blotting. Right panels: quantification data. **h** An equal number of tumour M-MDSCs were cultured for 24 h in the absence or presence of an additional 40 mM NaCl. NFAT5 expression was determined by western blotting. Right panels: quantification data. **i** Tumour M-MDSCs were transfected with p38-specific siRNA for 2 days, and cultured in the absence or presence of an additional 40 mM NaCl for 24 h. The level of NFAT5 was examined by western botting. Right panels: quantification data. For **b**–**d** and **f**–**h**, two-tailed Student’s *t* test; ns not significant; *p < 0.05, **p < 0.01 and ***p < 0.001; *n* = 5 mice for the NSD group and 6 mice for the HSD group. Bars are expressed as the means ± SEM of 3 independent replicates with isolated cells pooled from the same group of mice. For **i**, *n* = 6 mice. **p < 0.01 and ***p < 0.001. The data are expressed as the mean ± SEM of independent three replicates; one-way ANOVA with post hoc Bonferroni correction. Experiments were repeated three times. Source data are provided as a Source Data file.

A key transcription factor (TF) involved in the hypertonic stress-induced p38/MAPK cascade is the osmosensitive TF NFAT5^43,44^. 

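On the arrays, Nfat5 had 1 probe, with a signal of 118.7 intensity units in the NSD group and 151.1 in the HSD group. Its log2 fold change was 0.46, a fold change of 1.38, and the value was between 0.42 and 0.47 under the other settings tried, apart from 0.11 with the normexp correction. Atf2 had 4 probes, all well above background on both arrays, and 3 of them were higher in the HSD group. The brightest probe fell from 1669 to 1262 intensity units, a log2 fold change of −0.29. The second brightest rose from 301.2 to 669 (log2 fold change 1.27), and the others had log2 fold changes of 0.51 and 0.15. The median over the 4 probes was 0.33. The probes were not assigned to transcript variants here, and each was printed in a single spot per array.

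**Figure D4:**
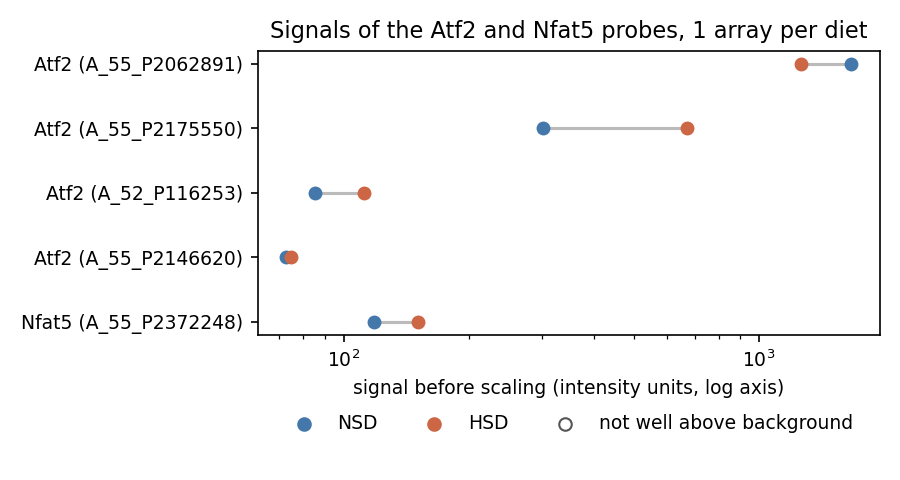
Signals of the 4 Atf2 probes and the Nfat5 probe on the NSD array (blue) and the HSD array (orange), in intensity units before scaling, on a log axis. The brightest Atf2 probe is lower on the HSD array and the second brightest is higher.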

Analysis of the microarray dataset indicated that the expression of two key TFs (activating TF 2 [ATF2] and NFAT5) responsible for osmotic stress was enhanced in the M-MDSCs from the HSD group (Fig. 7e). We further verified the expression of ATF2 and NFAT5 in M-MDSCs from the HSD and NSD groups in the two tumour models using qRT-PCR (Fig. 7f) and western blotting (Fig.7g), and found that NFAT5 expression was significantly upregulated in M-MDSCs from the HSD group, but that there was no difference in ATF2 expression between the two groups in both tumour models. Lastly, we explored whether high salt (NaCl) also induced NFAT5 expression in vitro. Culturing in the presence of 40 mM NaCl for 24 h markedly upregulated the expression level of NFAT5 (Fig. 7h), whereas p38 deficiency reduced this response (Fig. 7i), suggesting that high-salt conditions led to a p38/MAPK-dependent NFAT5 activation.

As NFAT5 expression could be regulated by p38/MAPK, and was markedly upregulated in the high-salt conditions, we investigated whether this protein played an important role in the high-salt-mediated M-MDSC differentiation and functional transformation using an NFAT5-specific siRNA assay in vitro. The data shown in Fig. 8a, b suggested that there was a significant decrease in the presence of macrophages after silencing of NFAT5 under high-salt conditions. Meanwhile, the level of cytokines (TNF-α and IL-12) and the mRNA expression of NOS2 were downregulated, and IL-10 secretion and Arg1 mRNA expression were upregulated in the NFAT5 siRNA^+^ NaCl group compared with those in the control siRNA^+^ NaCl group (Fig. 8c, d). In addition, when M-MDSCs were cultured in high-salt conditions for 24 h, NFAT5 silencing reduced JNK phosphorylation and NF-κB activation (Fig. 8e–g), indicating that NFAT5 indirectly activated the JNK and NF-κB pathway under high-salt conditions. Importantly, western blotting revealed that NFAT5 expression was decreased by the NFAT5-specific siRNA assay (Fig. 8h).

**Fig. 8:**
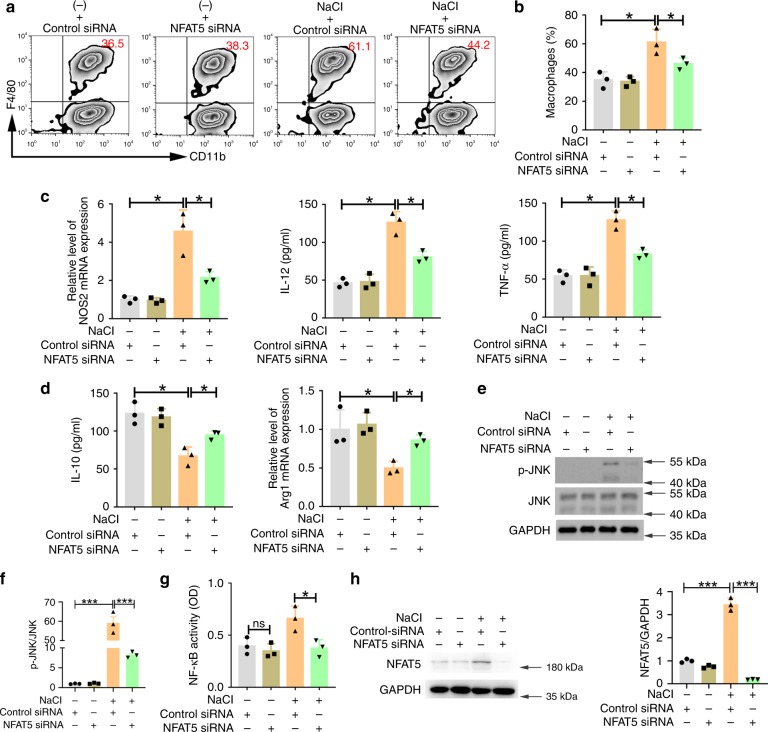
NFAT5 silencing inhibited high-salt-mediated M-MDSC differentiation and functional transformation. **a**, **b** Purified tumour M-MDSCs were transfected with NFAT5-specific siRNA and cultured in the absence or presence of an additional 40 mM NaCl for 3 days. Populations of CD11b^+^F4/80^+^ cells were tested by flow cytometry. **c**, **d** Purified tumour M-MDSCs were transfected with NFAT5-specific siRNA for 2 days and cultured in the absence or presence of an additional 40 mM NaCl for 24 h. The expression of IL-12, TNF-α and IL-10 in the supernatant was determined by ELISA. NOS2 and Arg1 mRNA expression levels were evaluated by qRT-PCR. **e**–**g** p-JNK was analysed by western blotting; quantification data of western blotting and NF-κB activity were determined by the p65 subunit DNA-binding ability. **h** NFAT5 expression was analysed by western blotting. Right panels: quantification data. For all panels, *p < 0.05 and ***p < 0.001. Bars are expressed as the means ± SEM of three independent replicates with isolated pooled cells. These experiments were repeated three times and were replicated with similar results; *n* = 5 mice; one-way ANOVA with post hoc Bonferroni correction. Source data are provided as a Source Data file.

For the in vivo study, we administered a lentivirus carrying NFAT5 siRNA under the Ly-6C promoter (NFAT5 siRNA-LV) or control siRNA-LV intravenously into 4T1 or B16F10 tumour-bearing mice every 2 days for 16 days. Then, we examined the expression of NFAT5 in various immune cell subsets besides M-MDSCs, such as PMN-MDSCs, macrophages and CD3^+^ T cells. As shown in Supplementary Fig. 16a–e, the lentivirus (NFAT5 siRNA-LV) could silence NFAT5 expression in M-MDSCs and macrophages, but did not affect NFAT5 in PMN-MDSCs and CD3^+^ T cells at either the mRNA or protein level. In the tumour-bearing mice treated with HSD, NFAT5 silencing in M-MDSCs and macrophages (though adoptively transferred NFAT5-deficient macrophages in vivo could weaken antitumour capacity^26^) could partly restore tumour growth, because PMN-MDSC’s function switch affected by HSD could also display antitumour ability (Supplementary Fig. 17a–c). Meanwhile, the proportion of M-MDSCs and macrophages and M-MDSC functional transformation in tumour tissues was measured. Under high-salt conditions, the frequency of M-MDSCs was downregulated, and an increased proportion of macrophages in tumour tissues was observed. However, knockdown of NFAT5 in M-MDSCs restored the proportion of M-MDSCs and inhibited the generation of macrophages in vivo (Supplementary Fig. 17d–f). Meanwhile, NFAT5 deficiency suppressed TNF-α and IL-12 secretion and NOS2 expression, and increased IL-10 and Arg1 expression under high-salt conditions (Supplementary Fig. 17g, h).

We further evaluated whether the antitumour activity of HSD is dependent on promoting MDSC differentiation by MDSC depletion in vivo. Anti-Gr-1 antibody depleted CD11b^+^ Gr-1^+^ MDSC in tumour tissues (Supplementary Fig. 18a, b). As shown in Supplementary Fig. 18c–e, MDSC depletion using anti-Gr-1 antibodies could markedly abolish the antitumour activity of HSD, and the combination of HSD and the anti-Gr-1 antibody displayed a similar tumour growth as mice treated with NSD. The results suggested that HSD displayed the antitumour activity by regulating MDSC differentiation and function.

Finally, we isolated normal monocytes (greater than 95% purity, Supplementary Fig. 19a) from the blood of healthy mice to explore whether high-salt conditions influence monocyte differentiation via upregulating NFAT5 expression. The data indicated that high salt enhanced monocyte differentiation into macrophages. However, siRNA-mediated knockdown of NFAT5 in monocytes led to less high-salt-induced macrophage generation (Supplementary Fig. 19b–d).

These results indicated that HSD promoted the differentiation and functional transformation of M-MDSC, even normal monocytes, through p38/MAPK-dependent NFAT5 activation.

## Discussion

HSDs have drawn extensive attention for their negative effects on our health, from worsening of autoimmune disease to increased risk of cardiovascular diseases, obesity, diabetes and fatty liver, with evidence from recent studies^45–47^. On the other hand, new evidence has demonstrated that high-level salt in vivo might contribute to cutaneous antibacterial defences, suggesting that HSD could also be beneficial in skin defence^48^. A recent study also suggests its implication on tumour development^28^. In the present study, we found that HSD resulted in significant accumulation of salt in tumour tissue, modulated MDSC differentiation and function, restored immune surveillanc and eventually retarded tumour growth in mouse cancer models.

The expansion of MDSCs has been widely documented in studies on cancer patients as well as in many animal tumour models^36^. Accumulating evidence has suggested that, upon entering the tumour environment, M-MDSCs quickly differentiate into tumour-associated macrophages (TAMs), leading to enhanced IL-10 secretion and impaired T-cell response^49,50^. Recent studies have suggested that M-MDSCs are an important source of TAMs accumulated in tumour tissue^51^. Therefore, interference in MDSC differentiation and subsequent functionalisation might be useful in tumour therapy. PIR-B deficiency has been shown to promote MDSC differentiation into M1 macrophages and block tumour growth^23^, consistent with our present results that M-MDSCs differentiating into M1 macrophages retarded tumour growth in HSD-fed animals. In addition, according to several studies, based on their functional phenotypes, PMN-MDSCs can be divided into the N1 subgroup, with pro-inflammatory activities, or N2 subgroup, with immunosuppressive and tumour-promoting effects^24,52,53^. Our results indicated that PMN-MDSCs from tumour-bearing HSD-fed mice exhibited an N1 (rather than N2 in NSD-fed animals) phenotype in the tumour environment, relieving more immunosuppression in the tumour microenvironment. Interestingly, the elimination of Gr-1^+^ cells by anti-Gr-1 antibody abolished the effect of HSD on tumour growth, suggesting that MDSCs play an essential role in the antitumour activity of HSD, though anti-Gr-1 antibody may also affect IMCs, MDSCs and neutrophils (studies have shown that IMCs differentiate into MDSCs in cancer, and PMN-MDSC are pathologically activated neutrophils^54,55^). Our data also showed that HSD inhibited *T*_reg_ generation possibly through the function of MDSC, which can be compared with other finding that increasing the NaCl concentration in vivo directly impaired Treg functions and resulted in a Th1-type effector signature^7^.

We investigated the mechanism by which HSD promoted M-MDSC differentiation towards macrophages with an antitumour phenotype. Through functional enrichment analysis, we demonstrated that the osmotic stress response was one of the major cell processes represented by the DEGs in M-MDSCs in the HSD group. This phenomenon was consistent with the accumulation of salt found in tumour tissues. Previous studies have found that the p38/MAPK pathway regulates NFAT5 in response to high salt, further mediating cellular protective effects and activation of other signalling pathways including inflammatory responses^6,25,56^. In addition, NFAT5 has been implicated in the pathogenesis of autoimmune diseases, such as RA^27^, autoimmune type 1 diabetes (T1D)^57^ and EAE^3^. Upregulated expression of NFAT5 was found in the synovia of patients with RA, and NFAT5 deficiency markedly inhibited the progression of an arthritis model^58^. Mechanistic studies suggested that activation of the NFAT5 signal could boost the induction of Th17 cells. Moreover, NFAT5 was likely involved in the regulation of Treg activities. In addition to regulating T cells, NFAT5 has also been suggested to significantly increase the expression of IL-12 in macrophages, strengthening the M1 phenotype of the cells^26^, which inspired us to investigate the possibility that HSD could direct the differentiation of M-MDSCs into M1 macrophages in tumours via p38-dependent NFAT5 activation. Our data indicated that under a high-salt environment, the p38/NFAT5 axis boosted JNK phosphorylation and NF-κB activity in vivo and in vitro, which contributes to M-MDSC differentiation towards M1 macrophages. To our knowledge, our work provides the first evidence that HSD retards tumour growth via the p38/NFAT5 axis in MDSCs.

People in many countries currently consume a diet high in salt, sugar, fat and cholesterol, which has widespread implications in renal, cardiovascular and endocrine homoeostasis, as well as cancer^59,60^. Although some previous studies have shown that salt or salted food is involved in an increased risk of gastric cancer^61^, others have suggested little or only weak correlations^60,62^. Furthermore, most conclusions have been obtained from epidemiologic studies. Little is known about the mechanism by which HSD can influence the initiation and promotion of cancer. Recently, some studies have reported that HSD might stimulate the production of pro-inflammatory cytokines, such as TNF-a and IL-12, and inhibit the expression of IL-10 in vivo^63,64^. Interestingly, these factors could also play a key role in preventing tumour growth by the immune system. This paradox might be due to the different requirements in cancer occurrence and development. Pro-inflammatory factors may contribute to cancer initiation by producing more DNA damage and a higher probability of mutations. After carcinogenesis, cancer development is usually correlated with the immunosuppressive effects conveyed by the tumour cells and tumour microenvironment. In the present study, we used allograft cancer models to simulate a typical cancer developmental process. Based on our findings, the anticancer effect of HSD was derived from its significant reversal of the immunosuppression in cancer models via inhibiting MDSC activity or, possibly, other regulatory effects in other immune cells according to relevant studies.

Cancer immunotherapy represents a breakthrough in medicine. However, limitations exist as only a minority of patients respond to chimeric antigen receptor T-cell therapy or checkpoint inhibitors^65,66^. Mounting evidence has shown that MDSCs represent a key obstacle for efficient cancer immunotherapy^67,68^. Various strategies have therefore been sought to either alter MDSC function (such as cationic polymers^69^ or entinostat^37^) or eliminate MDSCs (such as doxorubicin^16^), abolish the immunosuppression, restore immune surveillance and enhance the efficacy of cancer immunotherapy. Here, our data demonstrated that HSD partly relived the immunosuppression of MDSCs to enhance T-cell proliferation and function by promoting MDSC differentiation and changing their function, suggesting that HSD might enhance immunotherapies. Our study also demonstrated that, compared with monotherapy, the combination of HSD plus the anti-PD-1 antibody significantly decreased tumour growth by increasing T-cell infiltration. These findings might help to explain the differences in the response to cancer immunotherapy and benefit cancer immunotherapy by providing evidence supporting the integration of combinatorial therapeutic strategies.

Although our study is intriguing, whether HSD impacts the general health of animals still needs to be investigated. We found no marked changes in spleen, liver or kidney indexes, and no evidence of hepatotoxicity or nephrotoxicity; even body weight was unchanged by 16 days of high-salt intake, although HSD-fed mice consumed markedly more food and water than NSD-fed mice. In addition, our results were mainly based on transplanted tumours, indicating that HSD displays antitumour ability after tumour occurrence, but its role in tumorigenesis has been neglected. Therefore, whether HSD has antitumour activity in tumorigenesis needs to be investigated.

In summary, we demonstrated that HSD can restore antitumour immunosurveillance via regulating MDSC differentiation and function. We further identified a mechanism by which p38-dependent NFAT5 expression, secondary to high-salt exposure, was involved in mediating the differentiation of M-MDSCs into M1-type macrophages. Our findings indicate that HSD has an unexpected potential for immune regulation that may have further implications for cancer immunotherapy.

## Methods

### Cell lines

B16F10 (TCM36) and 4T1 (TCM32) cell lines were obtained from the Shanghai Cell Bank of Chinese Academy of Sciences (Shanghai, China). All cell lines were analysed for mycoplasma contamination using a mycoplasma stain assay kit (Beyotime Biotechnology, Shanghai, China). All cell lines were cultured in RPMI-1640 or DMEM supplemented with 10% heat-inactivated foetal bovine serum (FBS), 100 U ml^−1^ penicillin and 0.1 mg ml^−1^ streptomycin.

### Protein and qRT-PCR

For western blotting analyses, cells were homogenised in RIPA buffer (Beyotime Biotechnology, Shanghai, China). After the samples were mixed with 2× Laemmli buffer and boiled for 5 min, 50 μg of each protein were subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes (Millipore, Bedford, MA, USA) using Semi-Dry Trans-Blot (Bio-Rad Laboratories). Immunoblots were first incubated in 5% nonfat dry milk for 1 h at room temperature (RT) and then incubated with the indicated primary antibodies at appropriate dilutions overnight at 4 °C. Subsequently, immunoblots were washed with PBS Tween, incubated with horseradish peroxidase-conjugated anti-rabbit immunoglobulin G (CST, Danvers, MA, USA; 7074 S) for 60 min at RT and detected using an enhanced chemiluminescence system (Millipore, Billerica, MA, USA) by Tanon 4200SF Gel Imaging System (Shanghai, China). The protein bands were quantitated by densitometry using ImageJ software (NIH, Bethesda, MD). Information regarding the antibodies used is listed in Supplementary Table 1. The pre-stained Protein Ladder (26616 or 26634, Thermo Scientific) was used as size standards in western blotting. All blots and gels are accompanied by the locations of molecular weight/size markers, which, together with uncropped and unprocessed scans of the most important blots (Figs. 7h and 8h, Supplementary Figs. 14a and 16b), are provided in combined source data.

For qRT-PCR analyses, total RNA was extracted by TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions, and 500 ng of RNA was converted to cDNA using PrimeScript^TM^ RT Master Mix (Perfect Real Time) (Takara, Da Lian, China). qRT-PCR assays to test the differences in mRNA expression were performed on a 7300 Sequence Detection System (Applied Biosystems, Foster City, CA, USA) using EvaGreen Dye (Biotium, Hayward, CA, USA). mRNA expression was normalised to the expression of β-actin. Transcript levels were calculated relative to the levels of the internal control β-actin, and are expressed as 2^−△CT^, in which △CT=C_T, mRNA_-C_T, β-actin_. The gene-specific primers used can be found in Supplementary Table 2.

### RNA interference

Mouse NFAT5 siRNA (sense: 5′-GGUACAGCCUGAAACCCAATT-3′ and antisense: 5′-UUGGGUUUCAGGCUGUACCTT-3′) was obtained from Gene-Pharm (Shanghai, China). p38 MAPK siRNA (CST#6564) was purchased from Cell Signalling Technology (Danvers, MA, USA). Electroporation was performed using a Gene Pulser electroporation (Bio-Rad, Hercules, USA) and a 0.1-cm electrode gap cuvette (Bio-Rad). The electroporated cells were maintained at 37 °C for 20 min, and then transferred into six-well plates. The treatments were performed 24 h after siRNA transfection.

### Microarray analysis

The RNA extracts were first evaluated by a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA), and RNA quality was determined by the ratios of A260/A280 (close to 2) and A260/A230 (close to 2). Microarray analysis of the genome-wide expression profile was done by KangChen Biotech (Shanghai, China) with the Agilent Mouse GE v2 Microarrays (4 × 44 k format) (Agilent Technologies).

### Animals and tumour models

Female and male C57BL/6J and BALB/C mice (6–8 weeks old) and female BABL/C-*nu/nu* mice (6–8 weeks old) were obtained from the Animal Centre of Yangzhou University (Yangzhou, China), and the permission number is SCXK(su)2017-007. Mice were maintained under a 12-h light/12-h dark cycle in specific pathogen-free (SPF) conditions at 22–24 °C. All mice were fed normal chow diets (for C57BL/6 J and BALB/C mice, rodent diet, 1010041, Shoobree, Xietong Organism, Jiangsu, China; for BABL/C-*nu/nu* mice, rodent diet, 1010019, Shoobree, Xietong Organism, Jiangsu, China) and water ad libitum, and were treated in strict accordance with the Nanjing University guidelines (Permit NO. 2011-039) and the ARRIVE guidelines (Animal Research: Reporting of In Vivo Experiments).

To generate the heterotopic tumour model, mice were subcutaneously injected with 1 × 10^6^ cells (B16F10 or 4T1) after 1 day of starvation. The cells were injected into the left armpit of each mouse. Then, mice were randomly assigned to receive the NSD (0.4% NaCl in chow plus tap water) or HSD (4% NaCl in chow plus 1% NaCl in the water) via random lottery for 16 days (10 mice per group). We tested the tumour size with callipers and weighed the tumour samples upon harvest. The main ingredients and caloric content in NSD and HSD are listed in Supplementary Table 3.

For the analysis of the effect of HSD on food and water intake and mouse body weight, mice were first randomly assigned to two groups via random lottery, the tumour-free group and tumour group. Mice in the tumour group were subcutaneously injected with 1 × 10^6^ cells (B16F10 or 4T1) into the left armpit after 1 day of starvation. Then, mice were randomly assigned to four groups (10 mice per group): NSD + tumour-free group (NSD group), HSD + tumour-free group (HSD group), NSD + tumour group (NSD + tumour group) or HSD + tumour group (HSD + tumour group). Mice received the NSD or HSD for 16 days. On days 4, 8, 12 and 16, the food and water intake of mice were tested, and the changes in the body weights of mice were tested every 4 days.

For the analysis of the effect of HSD on the general health of the animals, mice were randomly assigned to receive an NSD or HSD via random lottery for 16 days (10 mice per group). At day 16, different tissues were harvested and weighted. After the blood samples clotted for 1 h at RT, they were centrifuged at 835×*g* for 15 min for serum collection. Animal serum ALT, AST, BUN and creatinine levels were examined for the evaluation of liver and kidney function, according to the manufacturer’s instructions. The ALT assay kit (C009-2), AST assay kit (C010-2), urea assay kit (C013-2) and creatinine assay kit (sarcosine oxidase, C011-2) were purchased from Nanjing Jiancheng Bioengineering Institute (Nanjing, China).

For the analysis of the effect of the combination of HSD and anti-PD-1 treatment in the subcutaneously implanted tumour models, mice were subcutaneously injected with 1 × 10^6^ cells (B16F10 or 4T1) into the left armpit after 1 day of starvation, and then randomly assigned to four groups (10 mice per group) via random lottery: the NSD group, HSD group, anti-PD-1 antibody group or combined HSD and anti-PD-1 antibody groups. Mice were fed the NSD or HSD for 16 days. On days 4, 8 and 12, mice were injected with 4 mg kg^−1^ isotype controls (clone 2A3, Bioxell, West Lebanon, NH) or 2 mg kg^−1^ anti-PD-1 antibody (clone RMP1-14, Bioxcell) via intraperitoneal (i.p.) administration. At day 16, we measured tumour size with callipers and weighed the tumour samples upon harvest.

For the analysis of the effect of the combination of HSD and angiotensin-converting enzyme inhibitor (captopril) treatment in the subcutaneous implantation tumour model, mice were subcutaneously injected with 1 × 10^6^ cells (B16F10 or 4T1) into the left armpit after 1 day of starvation. Then, mice were randomly assigned to four groups (6 mice per group) via random lottery: the NSD group, HSD group, captopril group or combined HSD and captopril groups. Mice were fed the NSD or HSD for 16 days. Meanwhile, mice in the captopril group received captopril (10 mg kg^−1^ d^−1^) by gavage every day. At day 16, we measured tumour size with callipers and weighed the tumour samples upon harvest. Captopril was purchased from Dalian Meilun Biotech Co., Ltd. (Dalian, China).

For the analysis of the effect of NFAT5 on HSD-mediated differentiation of M-MDSCs into macrophages in vivo, mice were subcutaneously injected with 1 × 10^6^ cells (B16F10 or 4T1) into the left armpit after 1 day of starvation and randomly assigned to four groups (6 mice per group) via random lottery: the NSD group, HSD group, NFAT5 siRNA-LV group or the combined HSD and NFAT5 siRNA-LV groups. Mice were fed the NSD or HSD for 16 days. Meanwhile, mice were administered with lentivirus carrying NFAT5 siRNA under the Ly-6C promoter (NFAT5 siRNA-LV, GenePharma Company, Shanghai, China) via the tail vein (10^9^ PFU per mice) every 2 days. At day 16, we measured tumour size with callipers and weighed the tumour samples upon harvest.

For the analysis of the effect of HSD after MDSC depletion in the subcutaneously implanted tumour models, mice were subcutaneously injected with 1 × 10^6^ cells (B16F10 or 4T1) into the left armpit after 1 day of starvation and then randomly assigned to three groups (10 mice per group) via random lottery: the NSD group, HSD group or combined HSD and anti-Gr-1 antibody groups. Mice were fed the NSD or HSD for 16 days. Mice were injected with 200 μg of isotype controls (clone LTF-2, Bioxell, West Lebanon, NH) or 200 μg of anti-Gr-1 monoclonal antibody (clone RB6.8C5, Bioxcell) via intraperitoneal (i.p.) administration every 2 days. At day 16, we measured tumour size with callipers and weighed the tumour samples upon harvest.

All in vivo experiments were conducted by using a double-blind manner so that the group identity for each tumour-bearing mice was not disclosed to the scientists until all results were completed. All mice were adapted to the laboratory for 7 days to observe the health status. The mice were weighed when used in experiments (Supplementary Fig. 2c), and mice could be excluded from the experiment with rapid weight loss or infection during the progression of the experiment. Mice were killed via cervical dislocation after completing all animal experiments.

### Histological and immunofluorescence analysis

After tumour tissues were fixed with 4% paraformaldehyde, they were embedded in paraffin and sectioned. The sections were de-paraffinised in xylene and rehydrated in graded alcohol. For histologic analyses, the sections were counterstained with haematoxylin and eosin (H&E), and the tumour necrotic area per field was quantified using ImageJ software (NIH). For immunofluorescence analyses for tumour tissues, after antigen retrieval by boiling sections in citrate antigen retrieval solution (Beyotime Biotechnology, Shanghai, China) for 10 min, the sections were blocked with 5% bovine serum albumin (BSA) for 1 h and incubated with primary antibodies at 4 °C overnight. The slices were washed and incubated for 1 h with fluorescence-conjugated secondary antibodies. For immunofluorescent analyses for T cells, isolated CD4^+^ T cells and CD8^+^ T cells were fixed with 4% paraformaldehyde for 15 min, penetrated with 0.3% Triton X-100 for 10 min, blocked with 3% BSA for 30 min and stained with primary antibodies for 2 h at RT. Cells were washed and incubated for 1 h with fluorescence-conjugated secondary antibodies. Finally, the nuclei were stained with DAPI (Beyotime Biotechnology, Shanghai, China) and coverslipped. Sections were examined using a Nikon confocal microscope, and each immunofluorescent stain was repeated three times using serial sections. The number of double-positive cells and vessels per field was quantified using ImageJ software. The quantitation of double-positive cells and vessels per field was conducted by using a single-blind manner so that the section identity for different groups was not disclosed to the scientists until all results were completed. Information regarding the antibodies used is listed in Supplementary Table 1.

### Cell flow cytometry

Cell suspensions from the blood, spleen or tumour tissues were filtered through Nylon cell strainers (70 μM, Falcon, USA), and red blood cells (RBCs) were lysed. After cells were washed with phosphate-buffered saline (PBS) containing 1% BSA, cells were blocked with 1% BSA at 4 °C for 30 min. For extracellular staining, 7-AAD was used for live/dead cell determination. For intracellular staining, Fixability viability Dye 520 (FVD eFluor 520, eBioscience) was used for live/dead cell determination. For extracellular staining, 1 × 10^6^ cells were incubated with antibodies for 30 min on ice and then washed with 1% BSA. For intracellular staining, cells were first stained on ice for 30 min with surface-staining antibodies, washed, fixated and permeabilised with the FIX&PERM Kit (Multi Sciences, GAS003) and stained with cytokine antibodies. For analysis of Tregs, Tregs were assayed by the Mouse Regulatory T cell Staining Kit (Multi Sciences, KTR201-100) according to the manufacturer’s recommendation. The samples were resuspended in 500 μl of 1% BSA and analysed by flow cytometry. Flow cytometry was performed on a FACSCalibur device (Becton-Dickinson, Mountain View, CA, USA), and the data were evaluated with FlowJo v10.0 software (Tree Star). The proportions of immune cells examined by flow cytometry were conducted by using a single-blind manner so that the flow cytometry data identity for different groups was not disclosed to the scientists until all results were completed. Information regarding the antibodies used is listed in Supplementary Table 4.

### Cytokine antibody array and ELISA

Tumour-bearing mice were fed the HSD or NSD for 16 days. Tumour tissue was then homogenised in PBS containing protease inhibitors. After homogenisation, Triton X-100 was added to the tumour homogenates (at a final concentration of 1%), which were then thawed, frozen at −80 °C for 1 day and centrifuged at 13,362×*g* for 30 min at 4 °C to remove cellular debris. After protein quantitation using a BCA protein assay kit, 400 μg of tumour homogenates from both the NSD and HSD groups were used. Blood samples were obtained from mice in each cohort and allowed to clot for 1 h at RT before centrifuging for 15 min at 835×*g* rpm. Serum samples were harvested and mixed at equal volumes. The mixed homogenates and serum were assayed by the Proteome Profiler Mouse XL Cytokine Array (ARY028, R&D Systems, Inc.) according to the manufacturer’s recommendation. Briefly, the membranes were blocked with the blocking buffer (Array Buffer) at RT for 1 h and incubated with the samples (200 μl of serum or 200 μg of tumour lysates) at 4 °C overnight. Membranes were washed three times with Wash Buffer at RT for 10 min per wash and incubated with biotin-conjugated antibodies at RT for 1 h. Next, the membranes were washed and incubated with horseradish peroxidase-conjugated streptavidin at RT for 30 min. After the membranes were washed three times with wash buffer, the membranes were incubated with detection buffer for 1 min. We used a luminescence detector (Chemi Scope 6300, CSI, Shanghai, China) for detection, and the results were digitised and subjected to image analysis (ImageJ, freely downloaded from the National Institutes of Health website, http://rsbweb.nih.gov/ij/). We obtained the relative protein concentrations by subtracting the background staining and normalising to the positive controls on the same membrane. The complete list of multiple cytokines, chemokines, growth factors and other soluble proteins in Proteome Profiler Mouse XL Cytokine Array is displayed in Supplementary Table 5.

For ELISA, the TNF-α, IL-12, INF-γ, ICAM-1, IL-6, GM-CSF, IL-10 and PGE2 concentration in serum, tissue lysates or cell supernatant was tested by using ELISA kits (4A Biotech Co., Ltd., Beijing, China), according to the manufacturer’s instructions.

### MDSC isolation

Total MDSCs (T-MDSCs, CD11b^+^Gr-1^+^), M-MDSCs (CD11b^+^Ly6-C^+^) and PMN-MDSCs (CD11b^+^Ly6-G^+^) were isolated from the tumour tissues by the Myeloid-Derived Suppressor Cell Isolation Kit according to the manufacturer’s instructions (Miltenyi Biotec, Bergisch Gladbach, Germany), with all steps performed at 4 °C. Briefly, tumour-bearing mice fed the NSD or HSD for 16 days were sacrificed, and tumour tissues were harvested. Fresh tumour tissues were cut into pieces and then enzymatically digested with 0.2% collagenase IV (weight per volume) and 0.1% DNase (wt per vol) (Sangon Biotech, China) for 1 h at 37 °C. After the cells were filtered through 70 μM Nylon cell strainers (Falcon, USA), the resulting cell suspension was centrifuged at 93×*g* for 5 min. The cells were depleted of RBCs using RBC lysis buffer and washed twice with cold PBS containing 1% BSA. After treatment with FcR blocking reagent (50 μl per 10^8^ cells) for 10 min, cells were stained with the biotin-conjugated granulocyte receptor (GR)-1 or Ly-6G monoclonal antibody and further labelled with anti-biotin or streptavidin microbeads. Then, cells were passed through the MACS column (MS or LS separation column) for magnetic cell separation. The retained cells were M-MDSCs or PMN-MDSCs, and the purity and cell viability of the MDSC subfractions were typically greater than 90% (Supplementary Fig. 20a, b).

### Macrophage, T-cell isolation from tumour tissues

Fresh tumour tissues were prepared as single-cell suspensions, minced in the DMEM with 0.2% collagenase IV (weight per volume) and 0.1% DNase (wt per vol) for 1 h at 37 °C and filtered through 70 μM Nylon cell strainers (Falcon, USA). F4/80^+^ cells, CD4^+^ T cells and CD8^+^ T cells were isolated from single-cell suspensions by anti-F4/80 microbeads ultrapure mouse (130-110-443, Miltenyi Biotec), Anti-Mouse CD4—DM (551539, BD) and Anti-Mouse CD8a Particles—DM (551516, BD) according to the manufacturer’s instructions, with all steps performed at 4 °C.

### M-MDSC and monocyte differentiation

For M-MDSC differentiation experiments, freshly isolated tumour M-MDSCs from tumour tissues from the NSD and HSD groups were cultured in RPMI-1640 medium supplemented with 10% FBS and 10 ng ml^−1^ GM-CSF (Peprotech) for 2, 3 and 4 days. For normal monocyte differentiation, monocytes were isolated from blood using a mouse peripheral monocyte separation medium kit according to the manufacturer’s protocol (TBD, TBM2011M). Isolated monocytes were cultured in RPMI-1640 medium supplemented with 10% FBS, 10 ng ml^−1^ GM-CSF (Peprotech) and an additional 40 mM of NaCl for 3 days. CD11b^+^F4/80^+^ cells were analysed by flow cytometry.

### Cell viability assay

During M-MDSC differentiation, 1 × 10^6^ cells were collected and resuspended in 500 μl of 1% BSA. Then, cells were stained with 5 μl of 7-aminoactinomycin-D (7-AAD). After 10 min, cells were analysed by flow cytometry.

### T-cell proliferation assay

Total spleen cells from healthy mice were stained with carboxyfluorescein succinimidyl ester (CFSE, Beyotime) at 2.5 μM and cultured with PMN-MDSCs isolated from tumour tissues from different groups in a 96-well plate. Spleen cells were co-cultured with PMN-MDSCs at a 2:1 ratio. These cells were stimulated with Con A (2 μg ml^−1^, Sigma-Aldrich, New Jersey, USA) and left in culture for 3 days before being analysed by flow cytometry.

### ROS detection

PMN-MDSCs isolated from tumour tissues from NSD- or HSD-fed mice were incubated with dichlorofluorescein diacetate (DCFH-DA, ROS Assay Kit, Beyotime Biotechnology, Shanghai, China) for 30 min at 37 °C. Cells were then stained with anti-Ly-6G antibodies. The level of ROS was tested using flow cytometry as described.

### NF-κB (p65) activity assay

Nuclear extracts from M-MDSCs were prepared using a nuclear extract kit (Cayman Chemical, #10009277, Ann Arbor, MI, USA). The nuclear extracts were adjusted to the same protein concentration by a BCA protein assay kit, and then the DNA-binding activity of NF-κB was examined using a NF-κB (p65) TF assay kit (Cayman Chemical, #10007889) according to the manufacturer’s instructions.

### Chemical analysis of tissue electrolyte and water content

Thymus, liver, spleen, heart, lung and tumour tissues isolated from the NSD and HSD groups were weighed (wet weight), frozen at −80 °C for 24 h and then freeze-dried using a Labconco FreeZone 2.5 L freeze dryer (Table Model, USA) for 48 h (dry weight [DW]). The difference between the wet weight and DW was tissue water content. We then put the tissues in 50% HNO_3_ for 48 h and incubated them at 190 °C for 12 h. Finally, we dissolved the tissues in 1% HNO_3_ and examined Na^+^ and K^+^ content by atomic adsorption spectrometry (HITACHI180-80) and Cl^−^ content by titration with 0.1 N silver nitrate (Model Titrando, German Metrohm).

### X-ray fluorescence spectrometry analysis

Tumours isolated from the NSD and HSD groups were frozen at −80 °C for 24 h and then desiccated in a freeze dryer for 48 h. The Na^+^, K^+^ and Cl^−^ content of tumour samples was assayed by X-ray fluorescence spectrometry at the Center of Modern Analysis (Nanjing University).

### Osmolality measurements

Tissue osmolality was examined by using a vapour-pressure osmometer (Vapro 5520, Wescor, Logan, UT) as previously reported^43^. Briefly, tissue obtained from anaesthetised NSD- or HSD-fed mice was placed in a 1.5-ml tube and snap-frozen by dry ice. Tissue fluid from frozen tissue that had been fragmented was added into filter discs and osmolality was measured. The whole-blood osmolality measurements were identical to those of serum, which was measured by a STY-1A pressure osmometer (TDTF, Tianjing, China).

### Statistical analysis

All data are presented as the mean ± standard error. Data visualisation and statistical analysis were performed using Prism 5 or 7 (GraphPad Software Inc., La Jolla, CA, USA), after all the data sets for normal distribution were tested by IBM SPSS Statistics 20 software (IBM Corp., Armonk, NY, USA). Differences between two groups were evaluated using the two-tailed Student’s *t* test or the two-tailed Wilcoxon rank-sum tests. Differences between multiple groups were compared using one-way ANOVA with post hoc Bonferroni correction or one-way ANOVA with Dunnett’s test. Details of statistical analyses including sample numbers (*n*) are included in the respective figure legends. NS indicates not statistically significant, and the difference was considered significant when *p* < 0.05. At last, the results and relevant accuracy about all in vivo experiments are provided in figures and figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All relevant data are available in the article, Supplementary Information or from the corresponding author upon request. The source data underlying all figures are provided as a Source Data file. The microarray data have been deposited in the Gene Expression Omnibus (GEO)/NCBI public database (accession no. GSE125430, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125430).

## Source data

Source Data

# Supplementary material for: High-salt diet inhibits tumour growth in mice via regulating myeloid-derived suppressor cell differentiation
**Source:** Nat Commun. 2020 Apr 7;11:1732. doi: 10.1038/s41467-020-15524-1
**Supplement:** Supplementary file 1 — Supplementary Information

**High-salt diet inhibits tumour growth in mice via regulating myeloid-derived suppressor cell differentiation**

He et al.

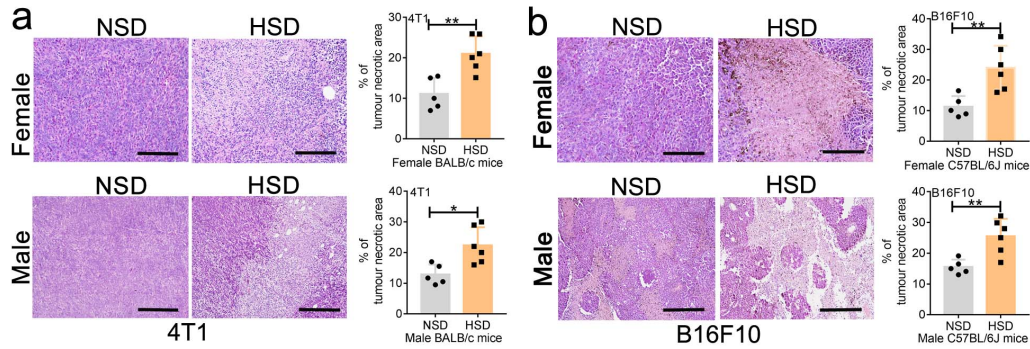

**Supplementary Figure 1.** HSD led to large necrotic areas in the tumour tissues. 4T1 or B16F10 tumour cells were subcutaneously injected into NSD- or HSD-fed mice until tumour tissues were harvested. Tumour sections from NSD- and HSD-fed mice with 4T1 (a) and B16F10 (b) cells were tested by H&E staining, and the percentage of tumour necrotic area in high-power optic ( $\times 200$  magnification) field in stained sections (five fields for each section;  $n=5$  individual tumours in NSD group and  $n=6$  individual tumours in HSD group) was analysed. Scale bar, 100  $\mu\text{m}$ . The two-tailed Wilcoxon rank-sum tests;  $n = 5$  for NSD group and 6 mice for HSD group;  $*p < 0.05$  and  $**p < 0.01$  vs. the NSD group. Bars are expressed as the mean  $\pm$  SEM.  $n = 5$  data points for NSD group and 6 data points for HSD group (the average number of five fields for each section). These experiments were repeated twice and were replicated with similar results. Source data are provided as a Source Data file.

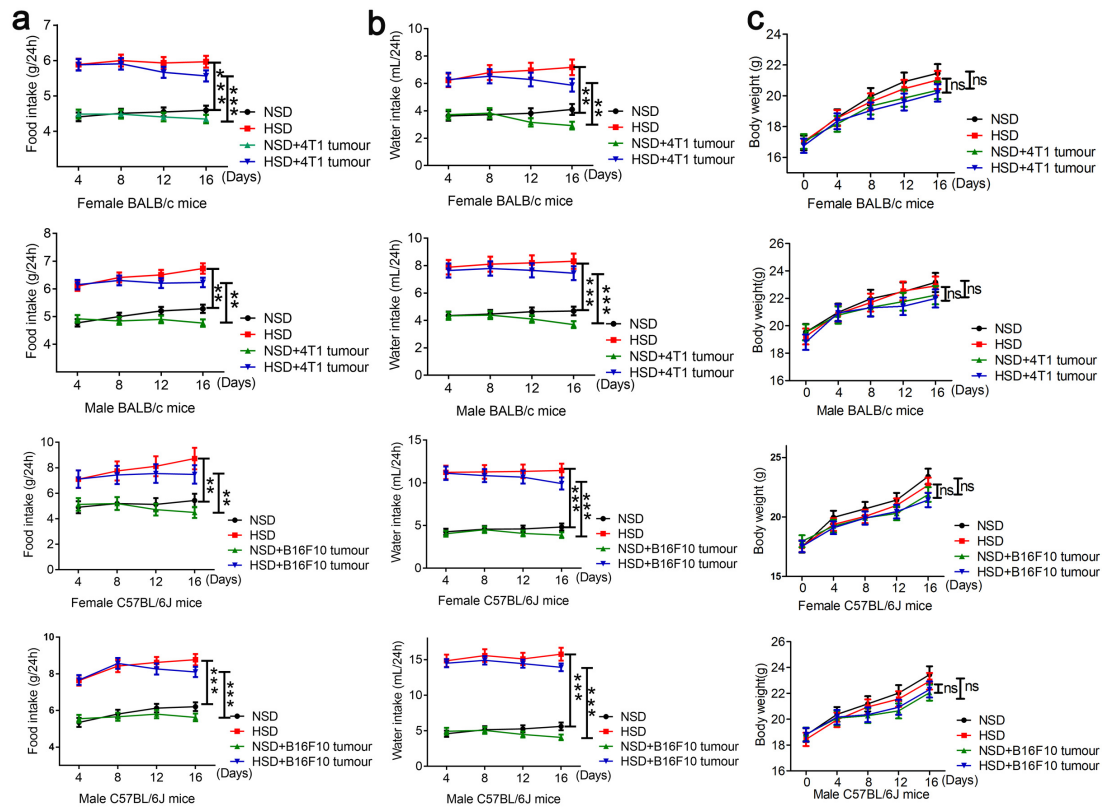

**Supplementary Figure 2.** The effect of HSD on food and water intake and weight of tumour-bearing mice. (a) The effect of HSD on food intake of mice. (b) The effect of HSD on water intake of mice. (c) The effect of HSD on body weight of mice. For all panels, the two-tailed Wilcoxon rank-sum tests;  $n = 10$  mice per group; ns, not significant,  $**p < 0.01$  and  $***p < 0.001$  vs. the NSD group. Data are presented as dot plots extending to minimum and maximum values in one independent experiment and bar are presented as the mean  $\pm$  SEM of 10 individual mice. These experiments were repeated twice. Source data are provided as a Source Data file.

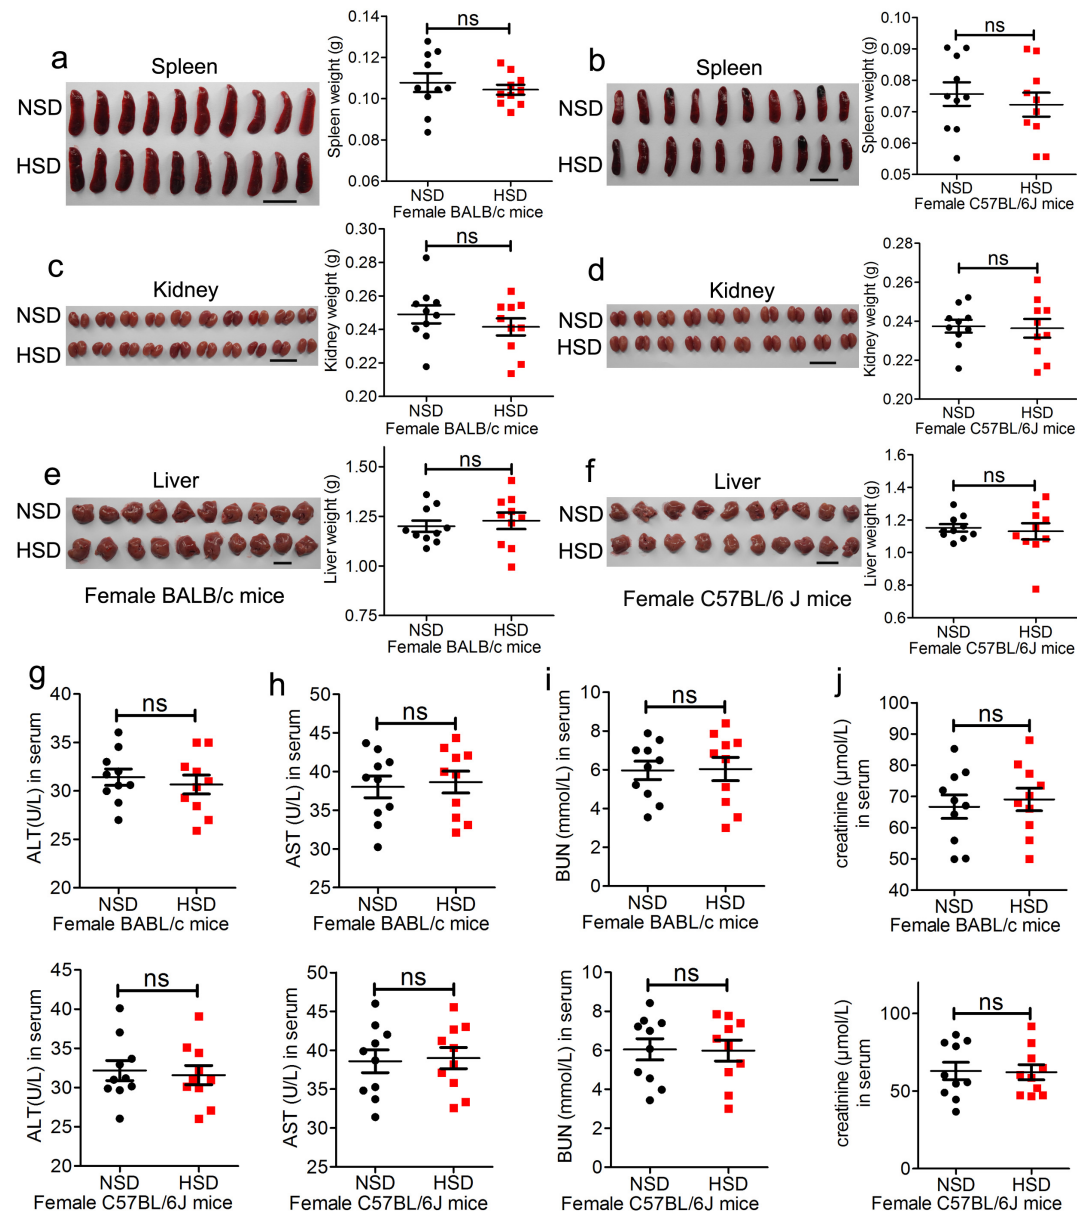

**Supplementary Figure 3.** The effect of high-salt intake on the health of normal mice.

(a-f) Images of spleen, kidney and liver harvested from mice and their size. Scale bar, 1 cm. (g-j) The effect of HSD on the levels of ALT, AST, BUN and creatinine in both the NSD and HSD group. For all panels, the two-tailed Wilcoxon rank-sum tests;  $n = 10$  mice per group; ns, not significant. Data are presented as dot plots extending to minimum and maximum values in one independent experiments and bar are presented as the mean  $\pm$  SEM of 10 individual mice; each dot represents one mouse. These experiments were repeated twice. Source data are provided as a Source Data file.

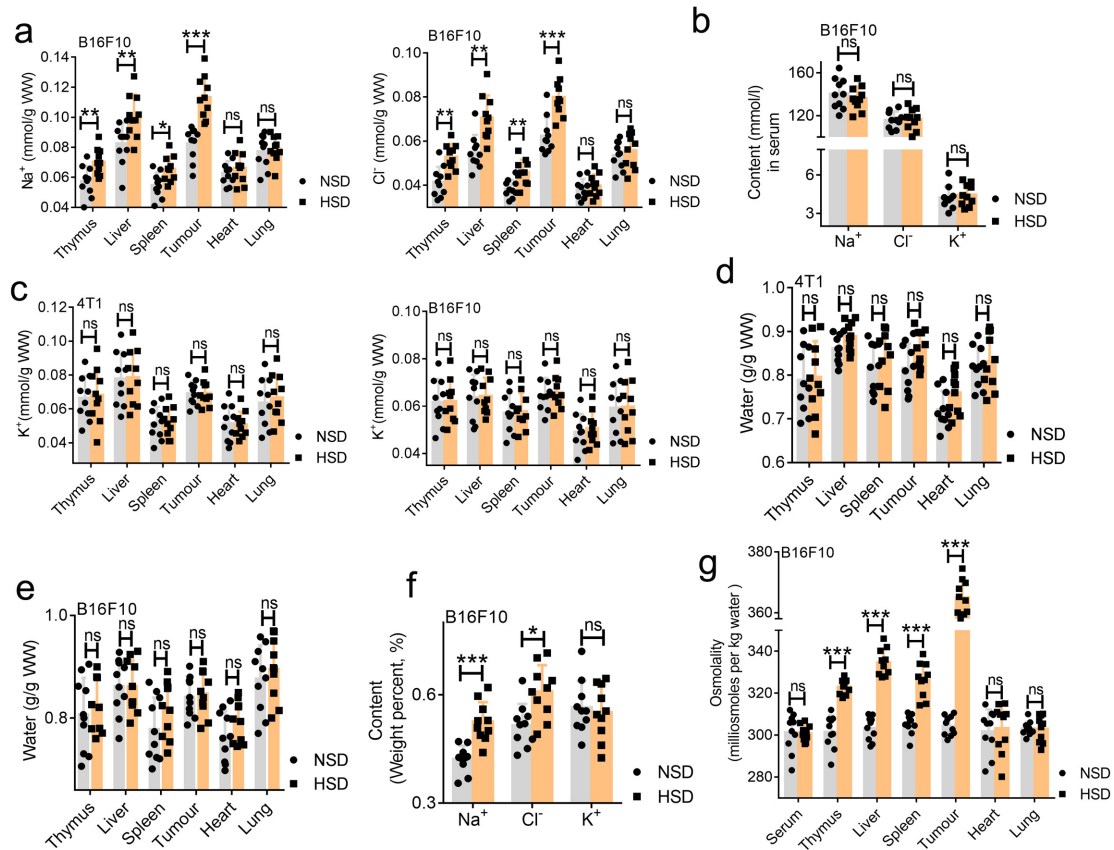

**Supplementary Figure 4.** The effect of high salt on salt storage in different organs. (a-c) Na<sup>+</sup>, K<sup>+</sup> and Cl<sup>-</sup> content in different organs compared with plasma concentrations in the same mice when B16F10 or 4T1 tumour-bearing mice were fed the NSD or HSD for 16 days. The two-tailed Wilcoxon rank-sum tests; n = 10 mice per group; ns, not significant; \**p*<0.05, \*\**p*<0.01 and \*\*\**p*<0.001 vs. the NSD group. These experiments were repeated three times. Data are representative of three independent experiments and are presented as the mean ± SEM. (d, e) Water content in various organs when 4T1 and B16F10 tumour-bearing mice were fed with the NSD or HSD for 16 days. These experiments were repeated three times. Data are representative of three independent experiments and are presented as the mean ± SEM. The two-tailed Wilcoxon rank-sum tests; n = 10 mice per group; ns, not significant. (f) Na<sup>+</sup>, K<sup>+</sup> and Cl<sup>-</sup> content in B16F10 tumour tissues was determined by X-ray fluorescence spectrometry. The two-tailed Wilcoxon rank-sum tests; n = 10 mice per group; ns, not significant; \**p*<0.05 and \*\*\**p*<0.001 vs. the NSD group. These experiments were repeated three times. Data are representative of three independent experiments and are presented as the mean ± SEM. (g) The osmolality

of tissues from B16F10 tumour-bearing mice was examined by vapor pressure osmometry. These experiments were repeated three times. Data are representative of three independent experiments and are presented as the mean  $\pm$  SEM. The two-tailed Wilcoxon rank-sum tests;  $n = 10$  mice per group; ns, not significant; \*\*\* $p < 0.001$  vs. the NSD group. Source data are provided as a Source Data file.

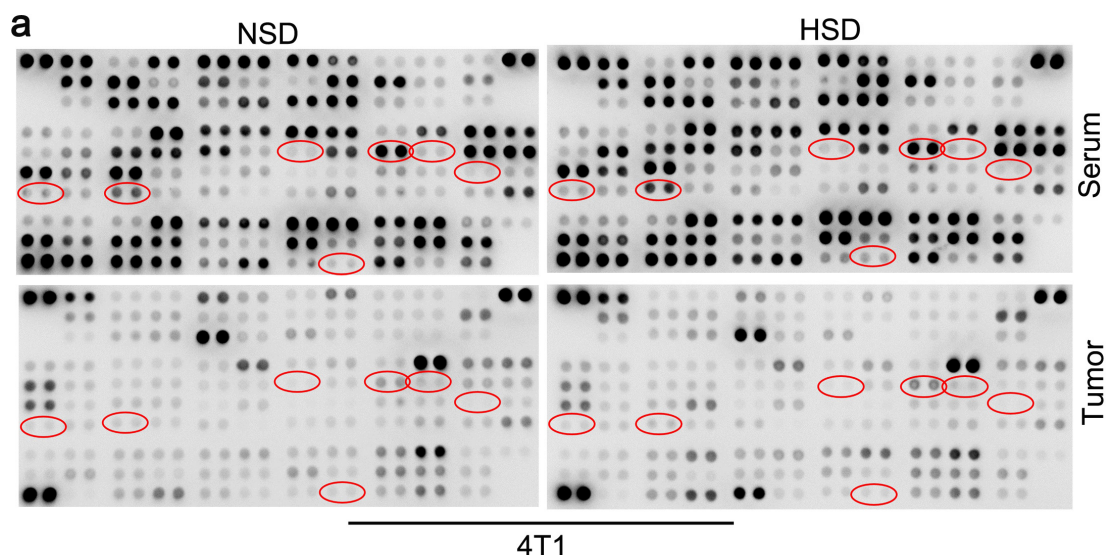

**Supplementary Figure 5.** The images of inflammatory cytokines detected in tumour tissue lysates and serum. (a) Inflammatory cytokines in tumour tissue lysates and serum from tumour-bearing NSD- or HSD-fed mice were assessed by the Proteome Profiler Mouse XL Cytokine Array, and the relevant upregulated and downregulated cytokines in tumour tissue lysates and serum are indicated by red ovals.  $n = 5$  for NSD group and 6 mice for HSD group. The representative images were from one out of two independent experiments.

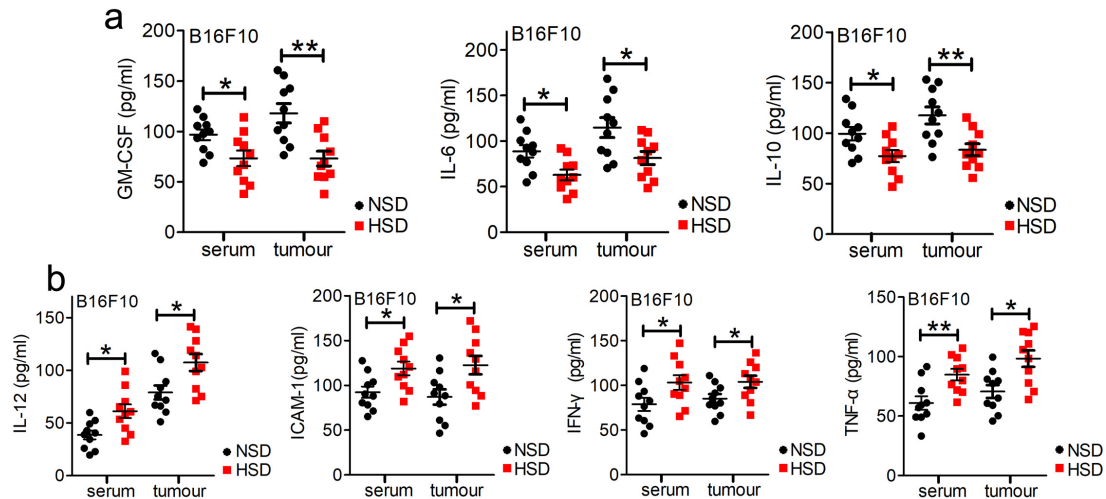

**Supplementary Figure 6.** The cytokine expression in serum and tumour tissues from B16F10 tumour-bearing mice fed with the NSD or HSD. (a, b) Relative cytokines in serum or tumour tissues from NSD- or HSD-fed B16F10 tumour-bearing mice were analysed by ELISA. For all panels, the two-tailed Wilcoxon rank-sum tests. \* $p < 0.05$  and \*\* $p < 0.01$  vs. the NSD group;  $n = 10$  mice per group. Data are from one out of three independent experiments. Data are presented as dot plots extending to minimum and maximum values in one independent experiments and bar are presented as the mean  $\pm$  SEM of 10 individual mice. Source data are provided as a Source Data file.

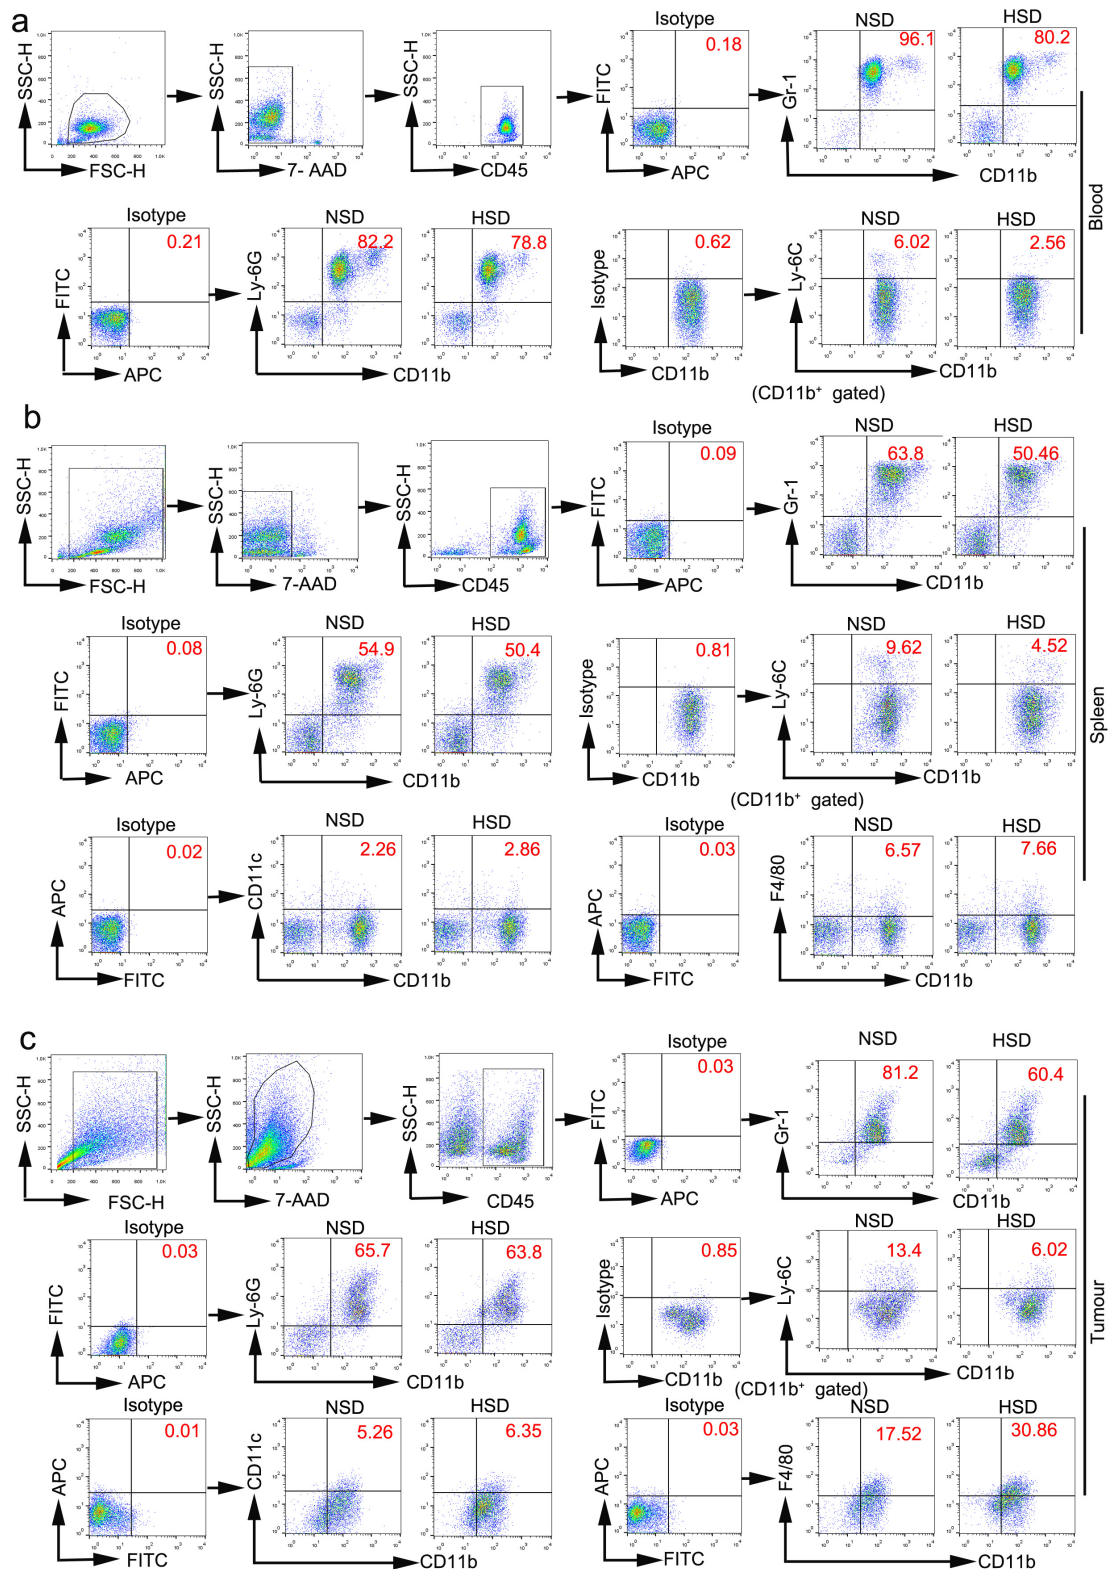

**Supplementary Figure 7.** Gating strategy for the quantification of MDSCs, macrophages and DCs in the blood, spleen and tumour tissues in 4T1 tumour model. (a) Gating strategy for the quantification of MDSCs in the blood. (b) Gating strategy for the quantification of MDSCs, macrophages and DCs in the spleen. (c) Gating

strategy for the quantification of MDSCs, macrophages and DCs in the tumour tissues.  
n = 10 mice per group.

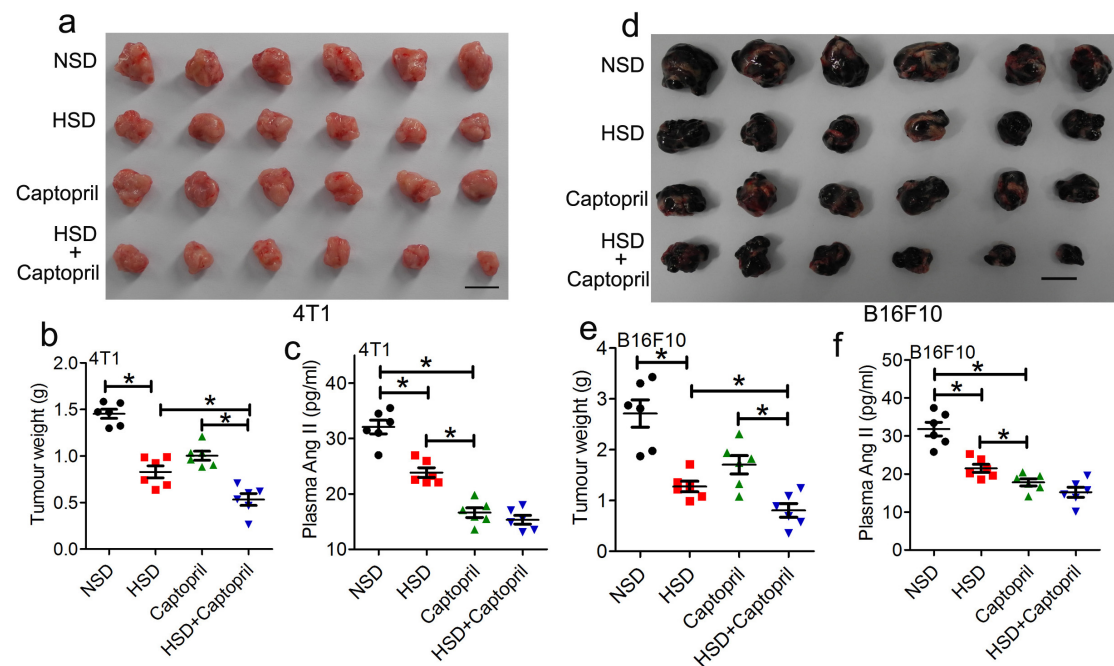

**Supplementary Figure 8.** The antitumour activity of HSD was independent of RAS blockage *in vivo*. 4T1 and B16F10 tumour-bearing mice were treated with NSD, HSD, captopril or a combination of HSD and captopril. (a, b, d, e) Images of tumours harvested from mice are shown, and tumour size was measured. Scale bar, 1 cm. (c, f) The level of plasma angiotensin II (Ang II) was examined by ELISA. For all panels, the data are expressed as the mean  $\pm$  SEM; n = 6 mice per group; \* $p$ <0.05; one-way ANOVA with post hoc Bonferroni correction. Data are presented as dot plots extending to minimum and maximum values in one independent experiments and bar are presented as the mean  $\pm$  SEM of 6 individual mice; each dot represents one mouse. These experiments were repeated twice. Source data are provided as a Source Data file.

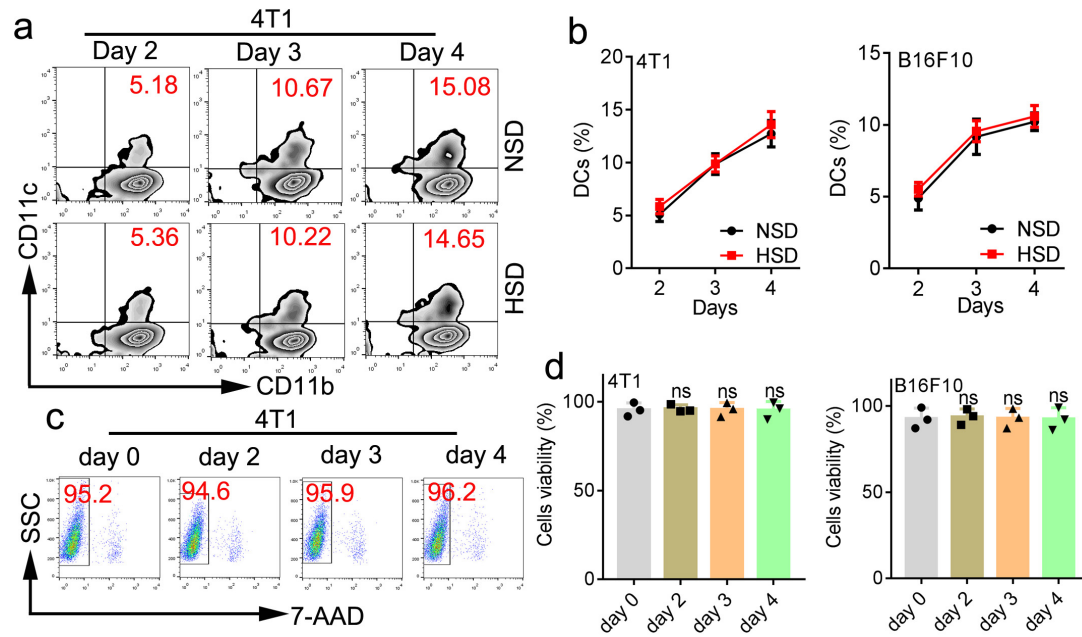

**Supplementary Figure 9.** HSD did not affect the differentiation of M-MDSCs towards DCs. (a, b) Tumour-infiltrating M-MDSCs from the NSD or HSD group were cultured for 2, 3 and 4 days. The population of CD11b<sup>+</sup>CD11c<sup>+</sup> cells was evaluated by flow cytometry. One-way ANOVA with post hoc Bonferroni correction; n = 10 mice per group; ns, not significant; Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. These experiments were replicated with similar results. (c, d) During M-MDSC differentiation, cell viability was examined using flow cytometry via staining with 7-AAD. One-way ANOVA with Dunnett's test; ns, not significant compared viability at day 0; n = 10 mice per group. Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. These experiments were replicated with similar results. Source data are provided as a Source Data file.

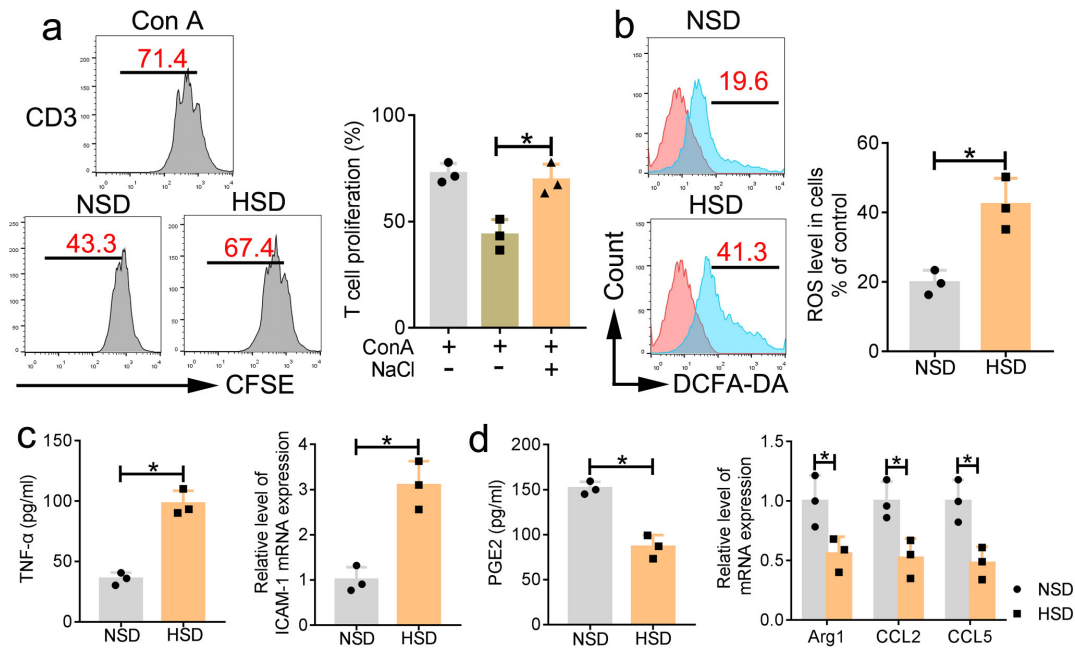

**Supplementary Figure 10.** HSD promoted a switch in PMN-MDSC function *in vivo*. (a) Effect of HSD on the immunosuppressive activity of tumour-infiltrating PMN-MDSCs. CD3<sup>+</sup> T cell proliferation was examined with the CFSE dilution assay after labelled splenocytes were co-cultured with PMN-MDSCs isolated from NSD- or HSD-fed mice (2:1) for 3 days with Con A stimulation. (b) Analysis of ROS production by PMN-MDSCs isolated from tumour tissues from the NSD or HSD group. Cells were incubated with dichlorofluorescein diacetate (DCFA-DA). (c, d) An equal of number of purified tumour-infiltrating PMN-MDSCs from the NSD and HSD groups were cultured in RPMI-1640 medium containing 10% FBS for 24 h. The concentrations of TNF- $\alpha$  and PGE2 in the supernatant were examined by ELISA, and gene expression of ICAM-1, Arg1, CCL2 and CCL5 in PMN-MDSCs was tested by qRT-PCR. For all panels, \* $p$ <0.05 vs. the NSD group. Two-tailed Student's *t*-test. Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. These experiments were replicated with similar results;  $n = 5$  for NSD and 6 for HSD mice per group. Source data are provided as a Source Data file.

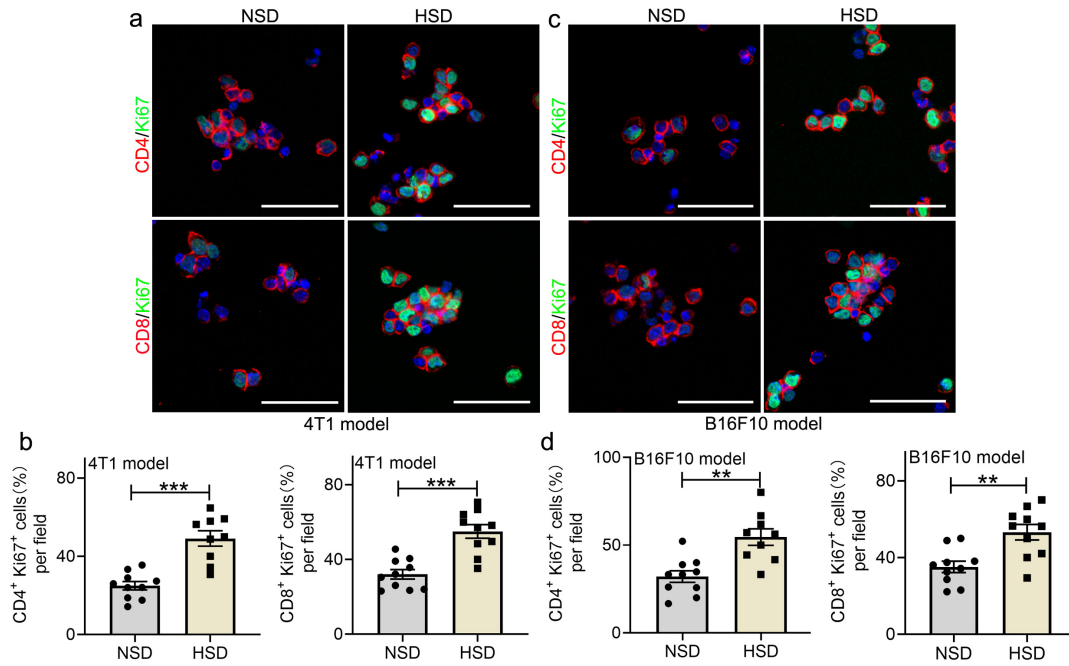

**Supplementary Figure 11.** The effects of HSD on the expression of Ki67 in T cells isolated from tumour tissues. After isolated from NSD or HSD treated tumour-bearing mice, the expression of Ki67 in CD4<sup>+</sup> or CD8<sup>+</sup> T cells were evaluated by immunofluorescent imaging (a-d). Green, Ki67; blue, DAPI nuclear staining; red, CD4 or CD8; scale bar, 50  $\mu$ m. The number of Ki67<sup>+</sup> cells in high-power optic ( $\times 1000$  magnification) field in stained sections (For CD4<sup>+</sup> Ki67<sup>+</sup> cells per field, n=10 individual tumours in NSD group and n=9 individual tumours in HSD group; For CD8<sup>+</sup> Ki67<sup>+</sup> cells per field, n=10 individual tumours in NSD and HSD group). The two-tailed Wilcoxon rank-sum tests; n = 10 for NSD and HSD group; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ; Bars are expressed as the mean  $\pm$  SEM. These experiments were repeated 3 times. Source data are provided as a Source Data file.

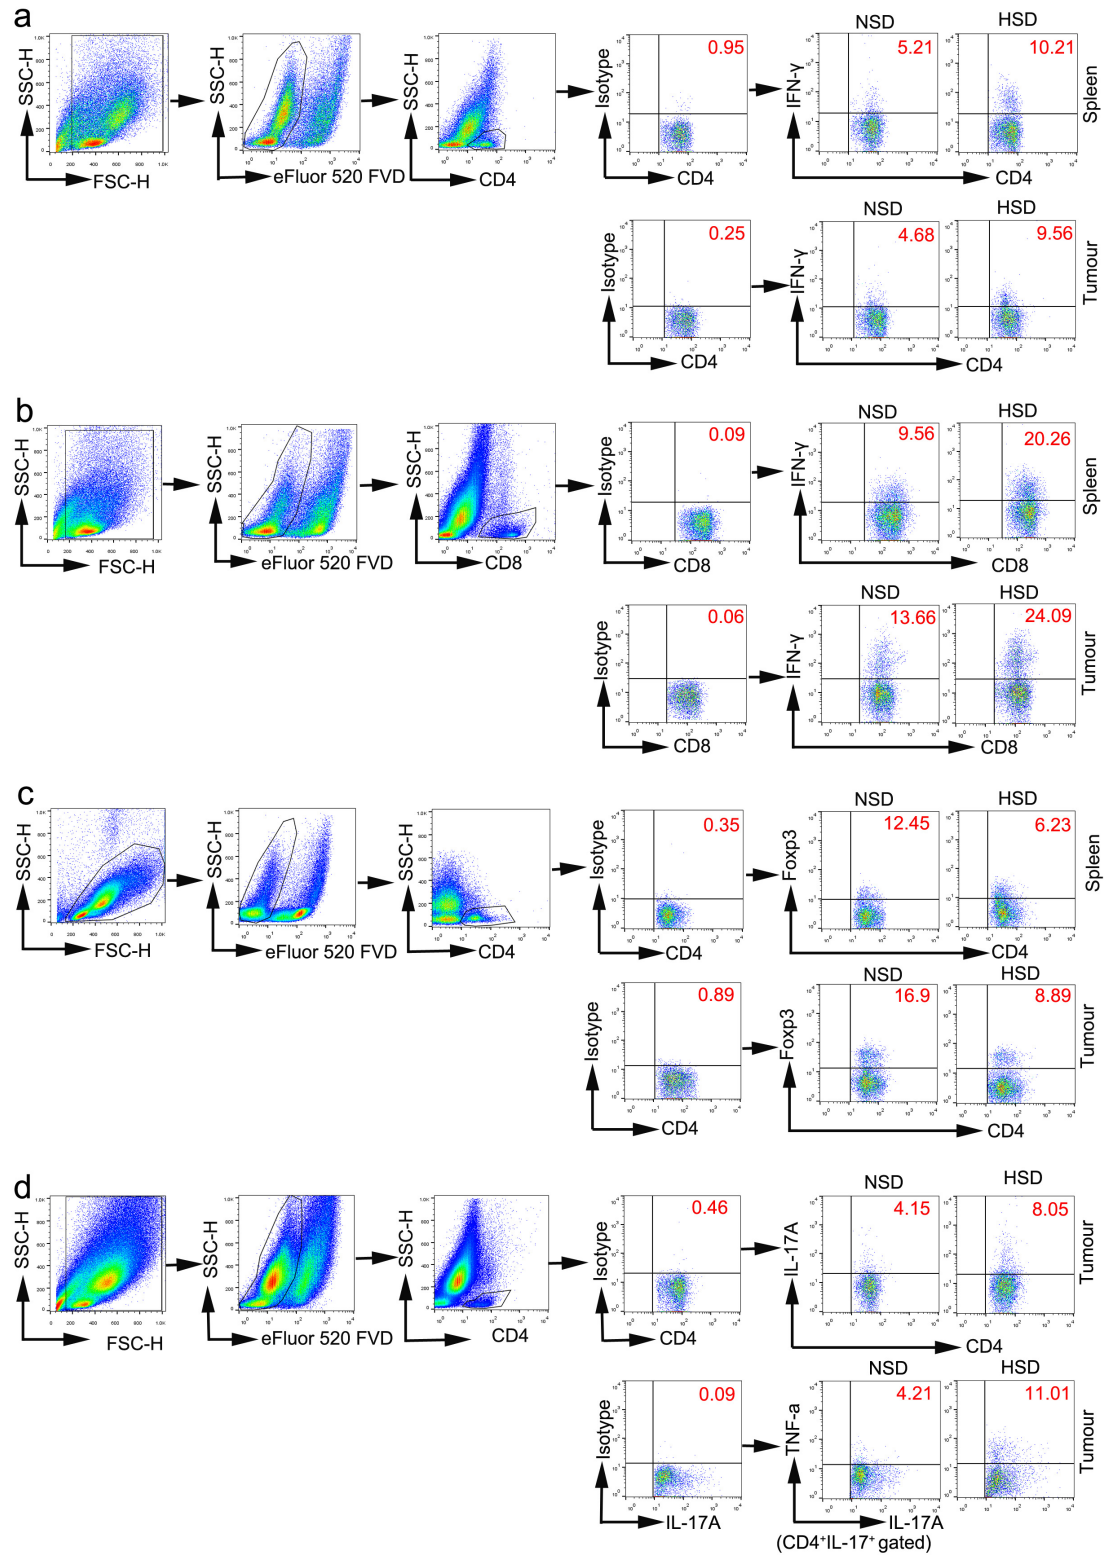

**Supplementary Figure 12.** Gating strategy for the quantification of IFN- $\gamma$ <sup>+</sup>CD4<sup>+</sup> cells, IFN- $\gamma$ <sup>+</sup>CD8<sup>+</sup> cells, CD4<sup>+</sup>Foxp3<sup>+</sup> Treg cells, Th17 cells and TNF- $\alpha$ <sup>+</sup> Th17 cells in the spleen and/or tumour tissues in 4T1 tumour model. (a) Gating strategy for the quantification of IFN- $\gamma$ <sup>+</sup>CD4<sup>+</sup> cells in the spleen and tumour tissues. (b) Gating

strategy for the quantification of IFN- $\gamma$ <sup>+</sup>CD8<sup>+</sup> cells in the spleen and tumour tissues. (c) Gating strategy for the quantification of CD4<sup>+</sup> Foxp3<sup>+</sup> Treg cells in the spleen and tumour tissues. (d) Gating strategy for the quantification of Th17 cells and TNF- $\alpha$ <sup>+</sup> Th17 cells in the tumour tissues. n = 10 mice per group.

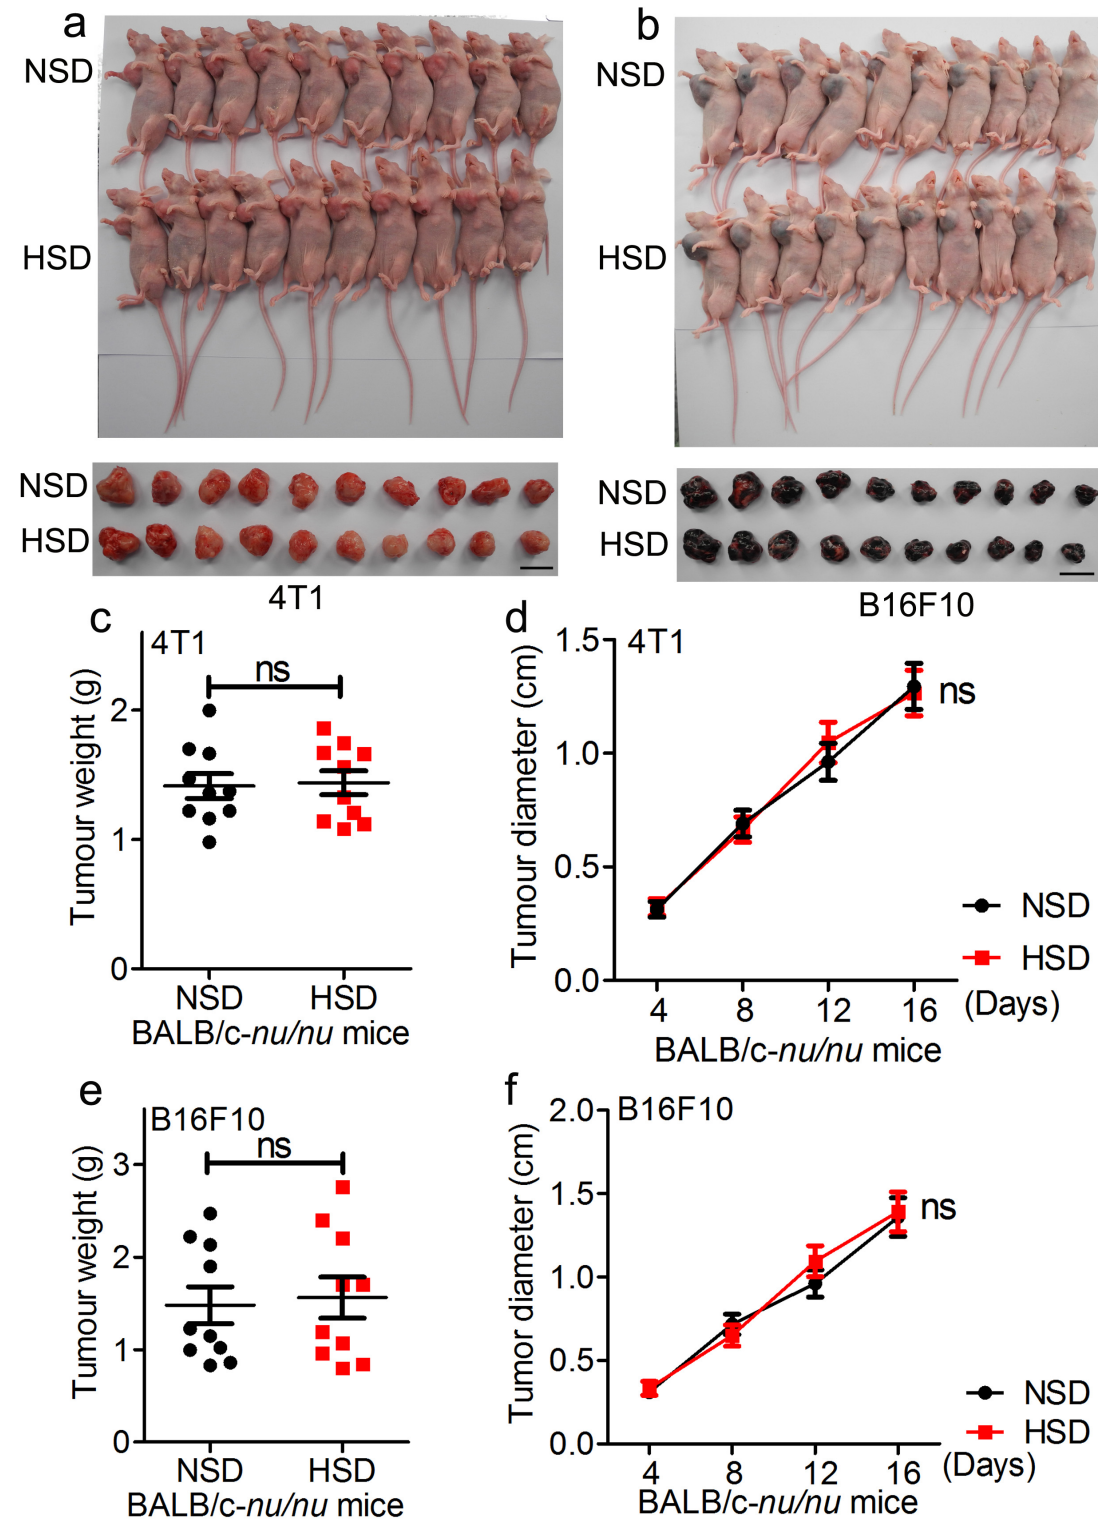

**Supplementary Figure 13.** HSD displayed antitumour activity through a T cell-mediated immune response. (a-f) Images of tumours harvested from null mice are shown, and tumour weight and size were measured; n = 10 mice per group. The two-tailed Wilcoxon rank-sum tests; ns, not significant. Data are presented as dot plots extending to minimum and maximum values in one independent experiments and bar are presented as the mean  $\pm$  SEM of 10 individual mice; each dot represents one mouse. These experiments were repeated 2 times. Source data are provided as a Source Data file.

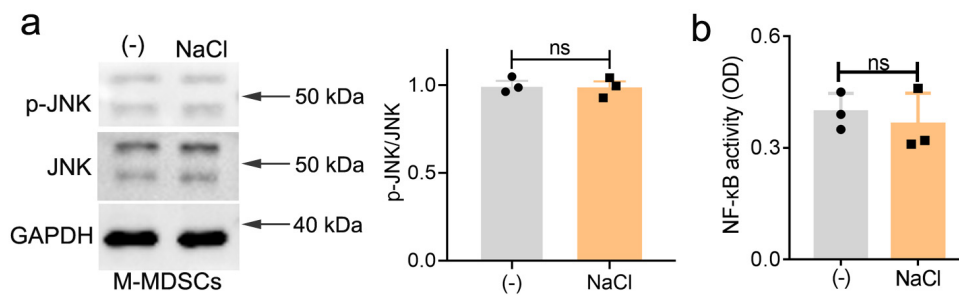

**Supplementary Figure 14.** The effect of high salt on JNK and NF- $\kappa$ B activity. Isolated M-MDSCs from tumour tissue were stimulated in the presence or absence of an additional 40 mM NaCl for 1 h. p-JNK was analysed by western blotting, and grey level of western blot was analysed by Image J (a); NF- $\kappa$ B activity was determined by the p65 subunit DNA-binding ability (b). These experiments were repeated 3 times; two-tailed Student's *t*-test; n = 6 mice; ns, not significant. The western blotting data are representative of three independent experiments. Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. Source data are provided as a Source Data file.

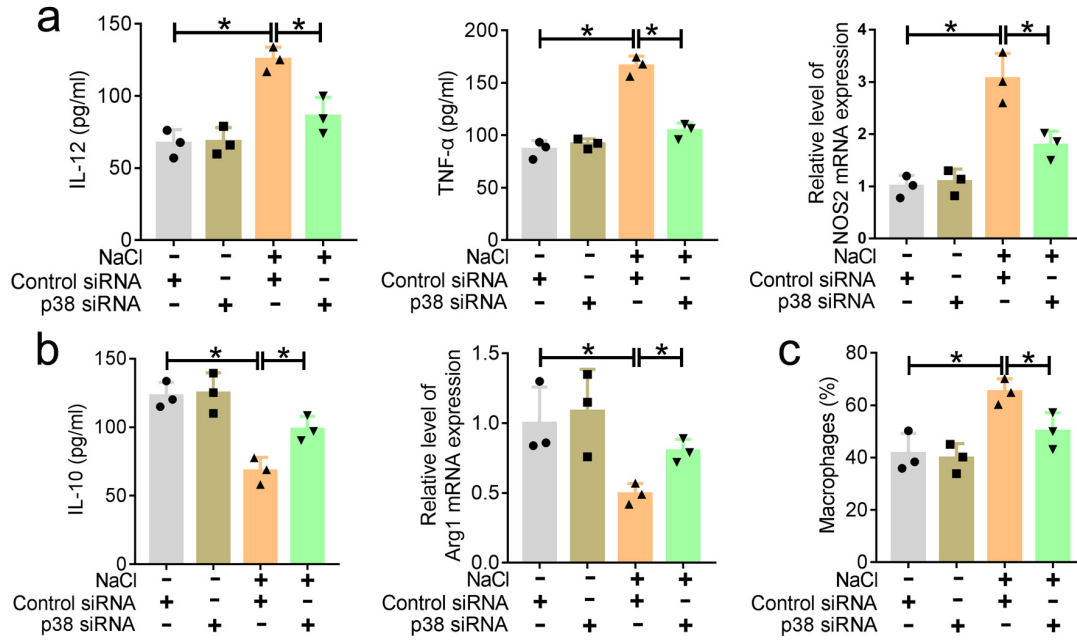

**Supplementary Figure 15.** p38 silencing reduced HSD-induced M-MDSC differentiation and function *in vitro*. Purified tumour M-MDSCs were transfected with p38-specific siRNA or control siRNA for 2 days and cultured in the absence or presence of an additional 40 mM NaCl for 24 h. (a, b) The expression of IL-12, TNF- $\alpha$  and IL-10 in the supernatant was determined by ELISA, and NOS2 and Arg1 mRNA levels were evaluated by qRT-PCR. (c) The population of CD11b<sup>+</sup>F4/80<sup>+</sup> cells were tested by flow cytometry. These experiments were replicated with similar results. n = 5 mice; \* $p < 0.05$ , one-way ANOVA with post hoc Bonferroni correction. Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. Source data are provided as a Source Data file.

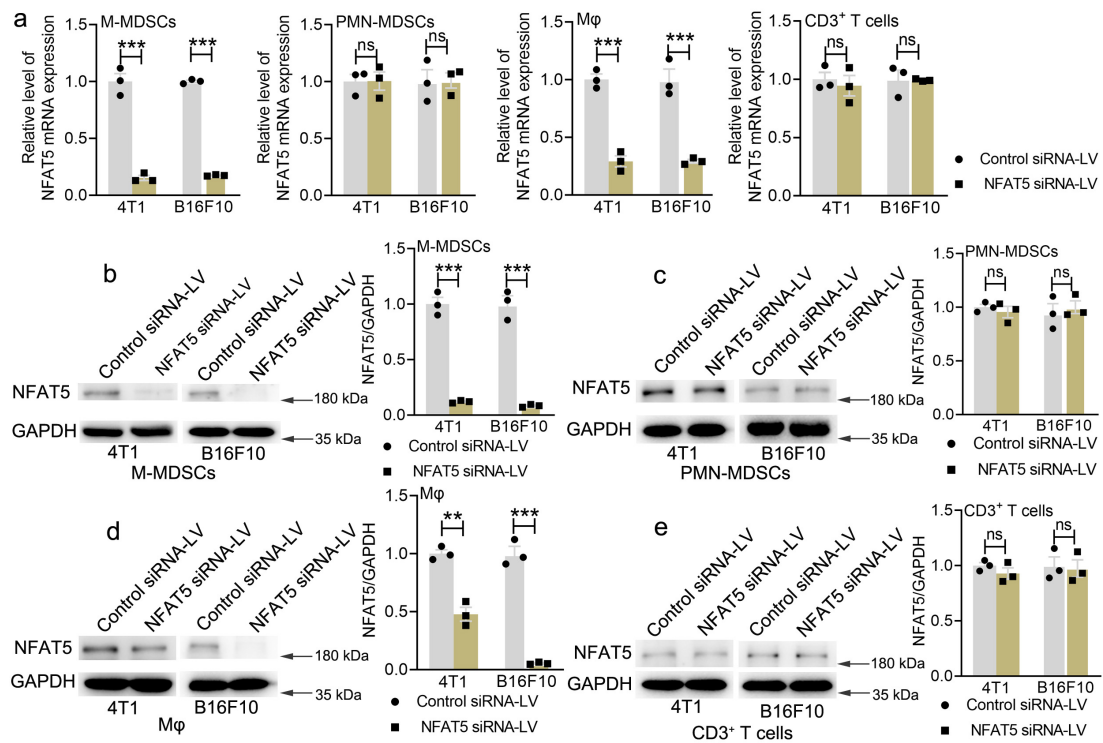

**Supplementary Figure 16.** The effect of Lentivirus vector injected into tumour-bearing mice on the expression of NFAT5 in immune cells subsets in tumour tissue. 4T1 and B16F10 tumour-bearing mice were injected with lentiviruses siRNA-NFAT5-LV or siRNA-control-LV via i.v. administration every two days. After 16 days, the expression of NFAT5 in purified tumour M-MDSCs, PMN-MDSCs, Macrophage (Mφ) and CD3<sup>+</sup> T cells from the above groups was examined by qRT-PCR (a) and western blotting (b-e). Two-tailed Student's t-test; ns, not significant, \*\* $p < 0.01$  and \*\*\* $p < 0.001$ ;  $n = 6$  mice per group. Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. These experiments were replicated with similar results. Source data are provided as a Source Data file.

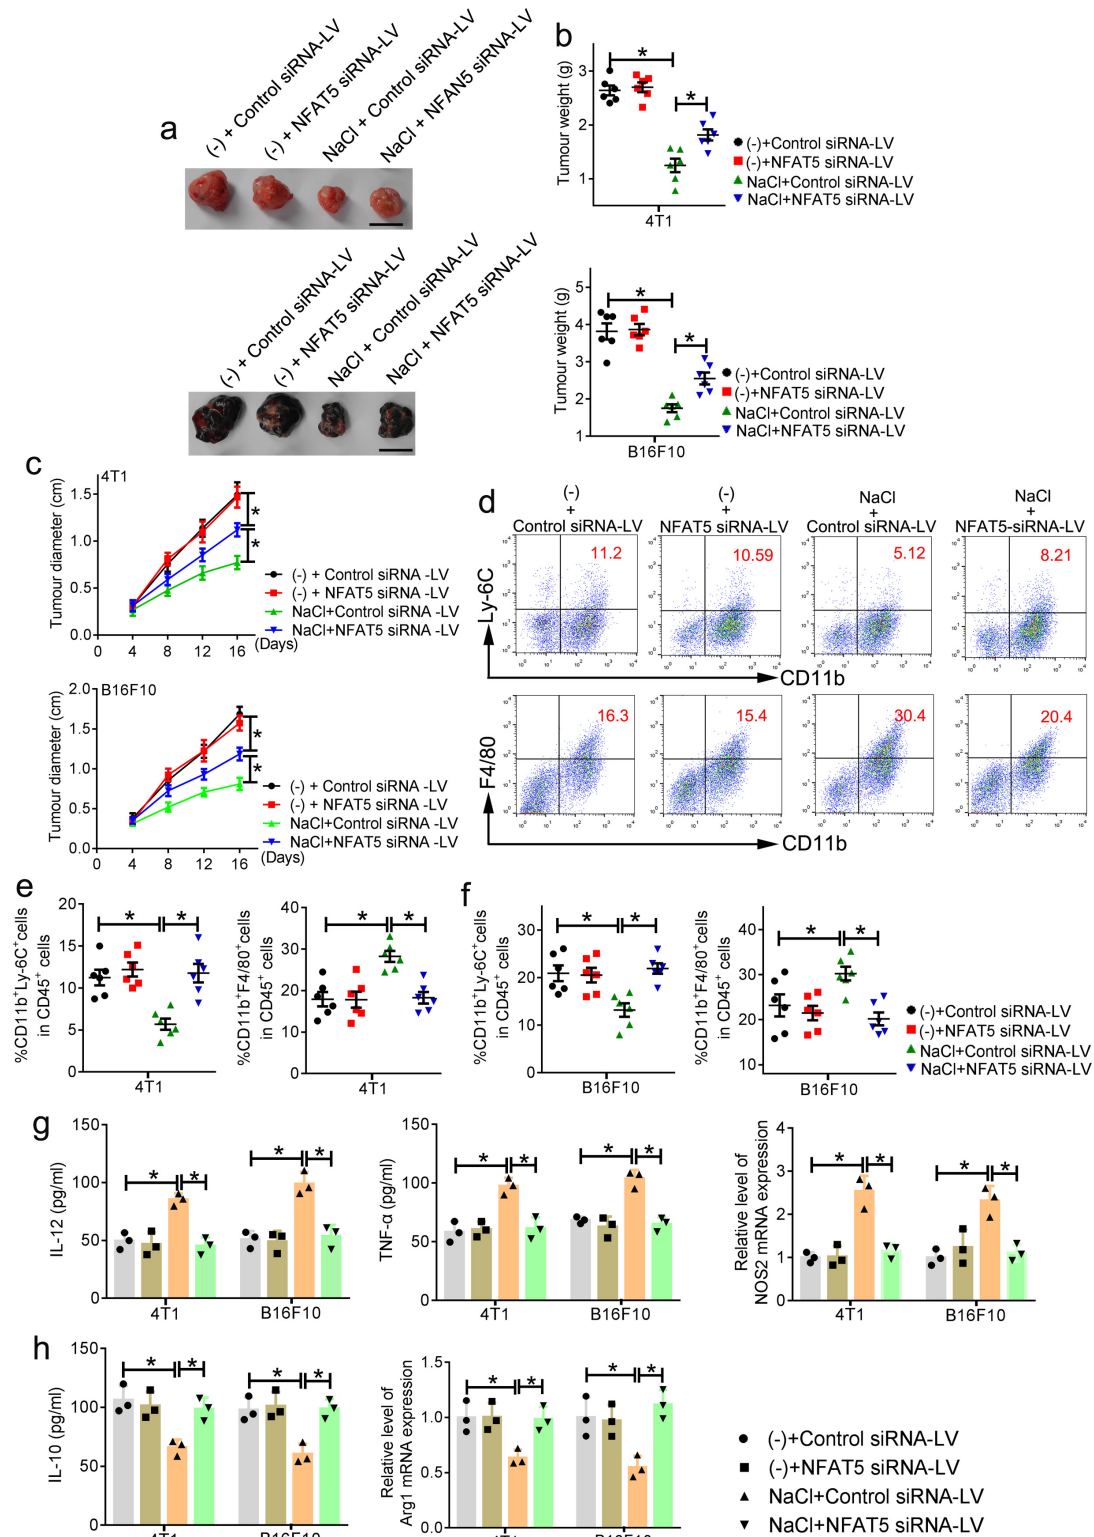

**Supplementary Figure 17.** NFAT5 deficiency attenuated HSD-induced M-MDSC differentiation and function *in vivo*. (a-c) Images of tumours harvested from 4T1 and B16F10 tumour-bearing mice fed with the NSD or HSD treatment with lentiviruses siRNA-NFAT5-LV or siRNA-control-LV are shown, and tumour weight and size were

measured;  $n = 6$  mice per group. One-way ANOVA with post hoc Bonferroni correction;  $*p < 0.05$ . Data are presented as dot plots extending to minimum and maximum values in one independent experiments and bar are presented as the mean  $\pm$  SEM of 6 individual mice; each dot represents one mouse. (d-f) Tumours collected at day 16 were dissociated, and the proportions of M-MDSCs (CD11b<sup>+</sup>Ly-6C<sup>+</sup>) and macrophages (CD11b<sup>+</sup>F4/80<sup>+</sup>) in CD45<sup>+</sup> cells were determined by flow cytometry. Data are presented as dot plots extending to minimum and maximum values in one independent experiments and bar are presented as the mean  $\pm$  SEM of 6 individual mice; each dot represents one mouse. One-way ANOVA with post hoc Bonferroni correction;  $*p < 0.05$ ;  $n = 6$  mice per group. (g, h) Purified tumour M-MDSCs from the above groups were cultured 24 h, and the expression of IL-12, TNF- $\alpha$  and IL-10 in the supernatant was determined by ELISA. NOS2 and Arg1 mRNA levels were evaluated by qRT-PCR. Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. These experiments were replicated with similar results. One-way ANOVA with post hoc Bonferroni correction;  $*p < 0.05$ ;  $n = 6$  mice per group. Source data are provided as a Source Data file.

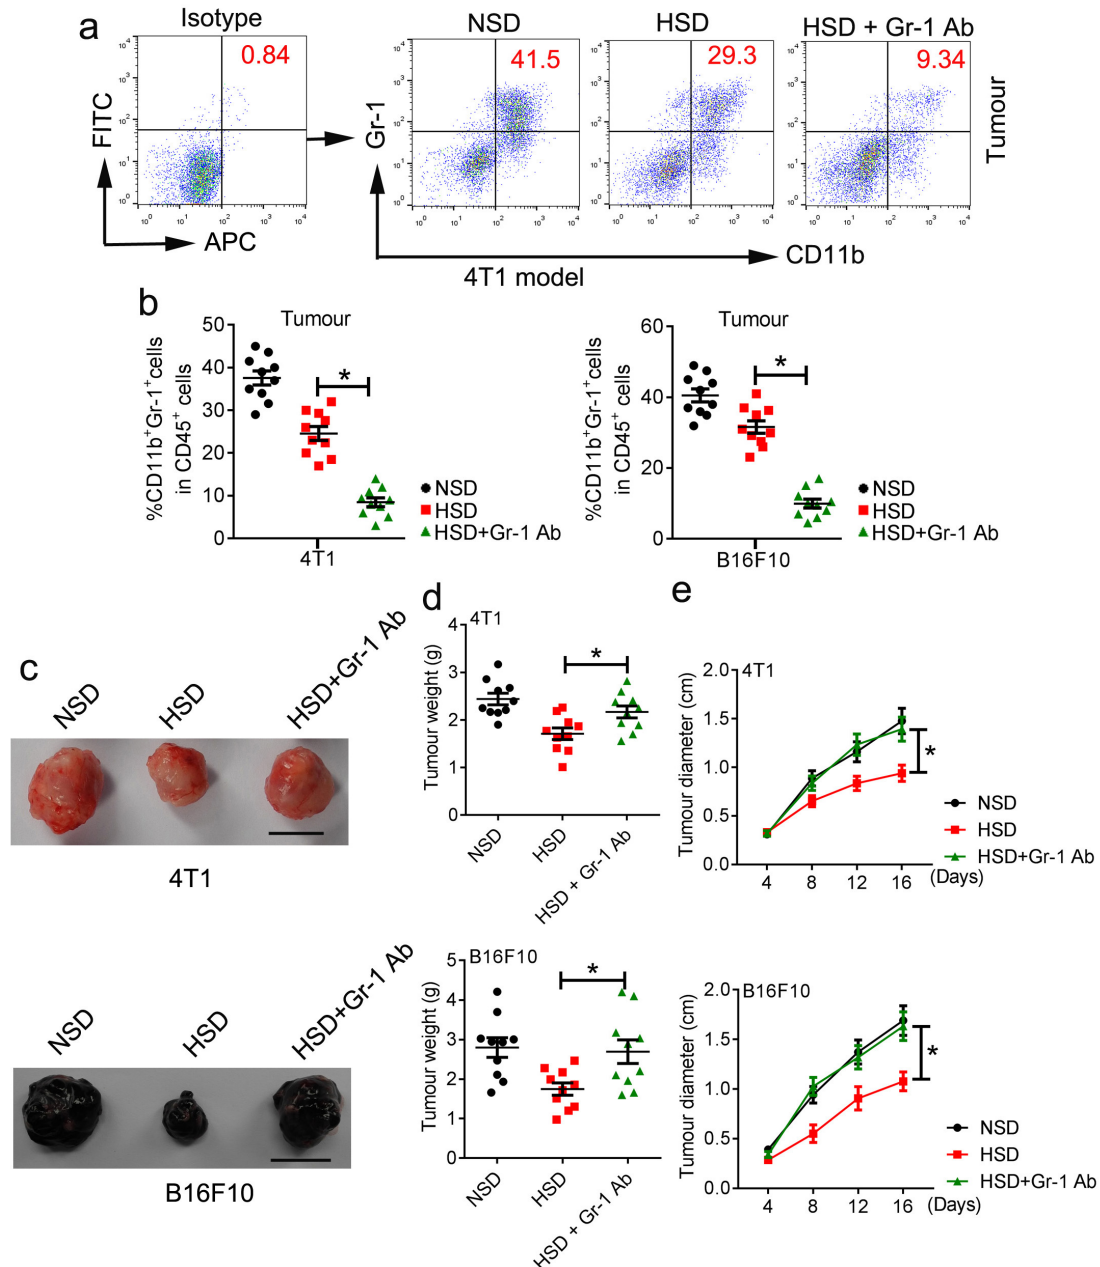

**Supplementary Figure 18.** MDSC depletion eliminated the anti-tumour activity of HSD. Female mice were subcutaneously implanted with  $1 \times 10^6$  4T1 or B16F10 cells after starvation for 1 day and randomly assigned to receive the NSD or HSD for 16 days. Mice were injected with 200  $\mu$ g isotype controls or 200  $\mu$ g anti-Gr-1 monoclonal antibody via intraperitoneal (i.p.) administration every two days ( $n = 10$  for each group). (a, b) Tumours collected at day 16 were dissociated, and the proportions of MDSCs (CD11b<sup>+</sup> Gr-1<sup>+</sup> cells) in the CD45<sup>+</sup> cell population were determined by flow cytometry. (c-e) Images of tumours harvested from mice are shown, and tumour size was examined. For all panels,  $n = 10$  mice per group.

One-way ANOVA with post hoc Bonferroni correction; \* $p < 0.05$  vs. the control. Data are presented as dot plots extending to minimum and maximum values in one independent experiments and bar are presented as the mean  $\pm$  SEM of 10 individual mice; each dot represents one mouse. These experiments were repeated 3 times. Source data are provided as a Source Data file.

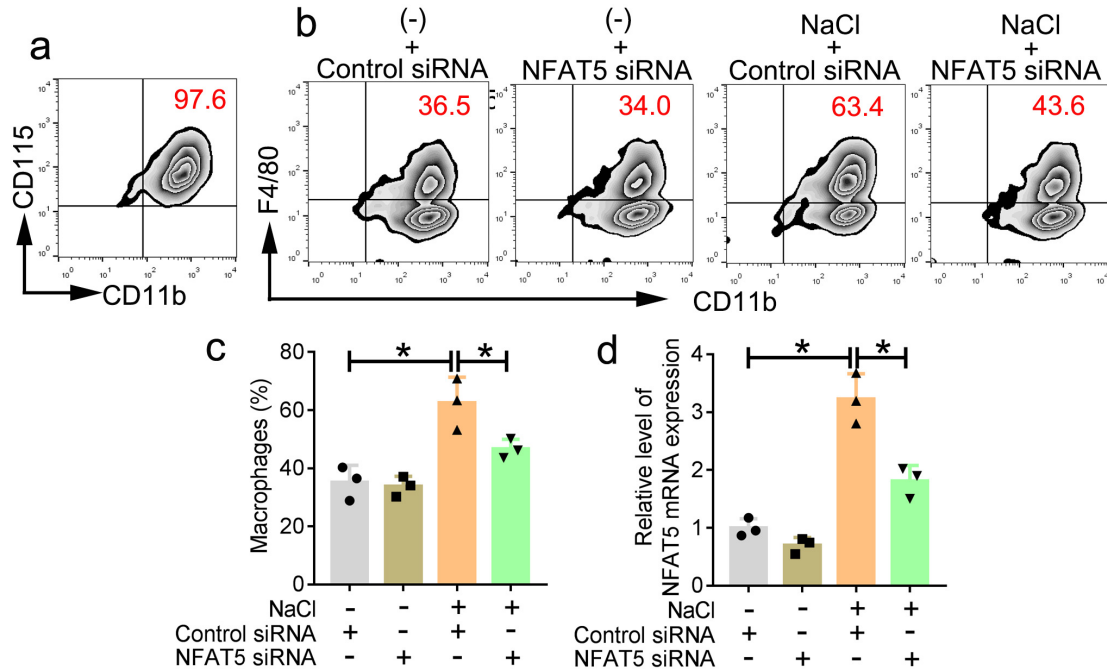

**Supplementary Figure 19.** HSD promoted the differentiation of normal monocytes into macrophages via NFAT5 expression *in vitro*. (a) The purity of monocytes isolated from blood were examined by double staining with CD11b and CD115 using flow cytometry. After monocytes were transfected with NFAT5 siRNA, cells were stimulated with 10 ng ml<sup>-1</sup> GM-CSF in the presence of 40 mM NaCl for 3 days. The macrophage proportion was determined by flow cytometry (b, c). The mRNA level of NFAT5 was analysed by qRT-PCR on day 3 (d). One-way ANOVA with post hoc Bonferroni correction; n = 6 mice; \* $p < 0.05$ . Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. These experiments were repeated 3 times. Source data are provided as a Source Data file.

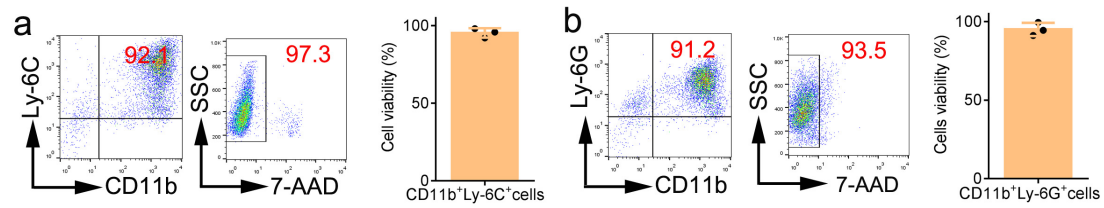

**Supplementary Figure 20.** Analysis of the purity and viability of isolated M-MDSCs and PMN-MDSCs. (a) After M-MDSCs were isolated from tumour tissues, cells were stained with CD11b and Ly-6C antibodies or 7-AAD, and the proportion of CD11b<sup>+</sup>Ly-6C<sup>+</sup> cells and cell viability were examined by flow cytometry. (b) After PMN-MDSCs were isolated from tumour tissues, cells were stained with CD11b and Ly-6G antibodies or 7-AAD, and the proportion of CD11b<sup>+</sup>Ly-6G<sup>+</sup> cells and cell viability were examined by flow cytometry. n = 6 mice. Bars are expressed as the mean  $\pm$  SEM of 3 independent replicates with isolated cells pooled from the same group of mice. These experiments were repeated 3 times. Source data are provided as a Source Data file.

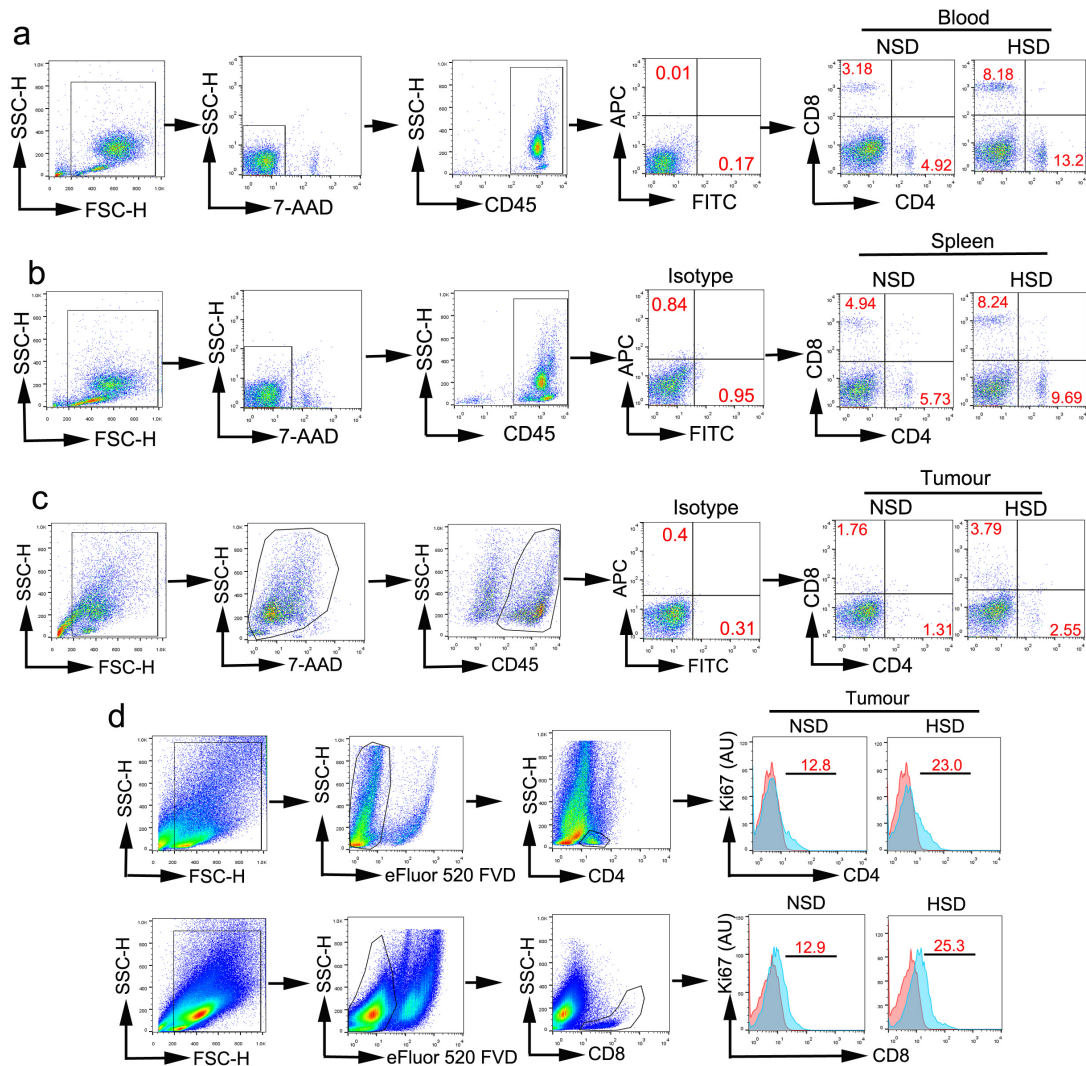

**Supplementary Figure 21.** Gating strategy for the quantification of CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells in the blood, spleen and tumour tissues as well as analysis of Ki67 expression in CD4<sup>+</sup>, CD8<sup>+</sup> T cells in tumour tissues. (a) Gating strategy for the quantification of CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells in the blood. (b) Gating strategy for the quantification of CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells in the spleen. (c) Gating strategy for the quantification of CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells in the tumour tissues. (d) Gating strategy for analysis of Ki67 expression in CD4<sup>+</sup>, CD8<sup>+</sup> T cells in tumour tissues. n = 10 mice per group.

**Supplementary Table 1.** The antibodies used for western blotting and immunofluorescence analysis are shown.

| Antibody                                        | Manufacturer                           | Dilution |
|-------------------------------------------------|----------------------------------------|----------|
| Anti-mouse NFAT5                                | Abcam (ab3446)                         | 1:1000   |
| Anti-mouse p-p38                                | Cell Signaling Technology Inc. (#4511) | 1:1000   |
| Anti-mouse p38                                  | Cell Signaling Technology Inc. (#8690) | 1:1000   |
| Anti-mouse p-JNK                                | Cell Signaling Technology Inc. (#4668) | 1:1000   |
| Anti-mouse JNK                                  | Cell Signaling Technology Inc. (#9252) | 1:1000   |
| Anti-mouse Ki67                                 | Cell Signaling Technology Inc. (#9129) | 1:200    |
| Anti-mouse CD31                                 | Santa Cruz Biotechnology (sc-1506)     | 1:100    |
| Anti-mouse F4/80                                | Abcam (ab6640)                         | 1:100    |
| Anti-mouse IL-10                                | Boster (BA4317-2)                      | 1:100    |
| Anti-mouse IL-12                                | Bioss (bs-0767R)                       | 1:100    |
| Anti-mouse CD4                                  | Biolegend (Cat# 100401)                | 1:100    |
| Anti-mouse CD8                                  | Biolegend (Cat# 100801)                | 1:100    |
| HRP-conjugated<br>anti-GAPDH                    | KangChen Bio-tech Inc. (KG-5G5)        | 1:10000  |
| HRP-conjugated goat<br>anti-rabbit IgG          | Jackson ImmunoResearch (111-005-003)   | 1:2000   |
| Alexa Fluor 546-donkey<br>anti-Rabbit IgG (H+L) | Life (#A10040)                         | 1:200    |
| Alexa Fluor 488-goat<br>anti-Rat IgG (H+L)      | Life (#A-11006)                        | 1:200    |

**Supplementary Table 2.** The primer sequences used for qRT-PCR are shown.

| Name of primer    | Sequence (5' to 3')    |
|-------------------|------------------------|
| NFAT5-5'          | CAGCCAAAAGGGAAGTGGAG   |
| NFAT5-3'          | GAAAGCCTTGCTGTGTTCTG   |
| ATF2-5'           | TCCTCCGGGGCTAGTTTGTA   |
| ATF2-3'           | GCAATACTCCCAAGTTGCCA   |
| Arg1-5'           | CTCCAAGCCAAAGTCCTTAGAG |
| Arg1-3'           | AGGAGCTGTCATTAGGGACATC |
| NOS2-5'           | CCAAGCCCTCACCTACTTCC   |
| NOS2-3'           | CTCTGAGGGCTGACACAAGG   |
| ICAM-1-5'         | GAAGCTTCTTTTGCTCTGCC   |
| ICAM-1-3'         | AGCAGTACTGGCACCAGAAT   |
| CCL2-5'           | AGCCAACTCTCACTGAAGCC   |
| CCL2-3'           | GGACCCATTCCCTTCTTGGGG  |
| CCL5-5'           | TGCTCCAATCTTGCAGTCGT   |
| CCL5-3'           | GCAAGCAATGACAGGGAAGC   |
| TNF- $\alpha$ -5' | TCTCAGGCCTTCCTACCTTCA  |
| TNF- $\alpha$ -3' | GCTCAGCTCCGTTTTTCACAGA |
| IFN- $\gamma$ -5' | ATTGCGGGGTTGTATCTGGG   |
| IFN- $\gamma$ -3' | GGAAGCACCAAGGTGTCAAGT  |
| $\beta$ -actin-5' | GGTGTGATGGTGGGAATGGG   |
| $\beta$ -actin-3' | ACGGTTGGCCTTAGGGTTCAG  |

**Supplementary Table 3.** The main ingredients and caloric content in NSD and HSD.

| Ingredients (in g kg <sup>-1</sup> chow)    |        |        |
|---------------------------------------------|--------|--------|
|                                             | NSD    | HSD    |
| Wheat                                       | 350.0  | 350.0  |
| Corn                                        | 309.69 | 263.99 |
| Soybean Meal (48%)                          | 190.8  | 197.0  |
| Corn Gluten Meal (60%)                      | 50.0   | 52.0   |
| Alfalfa Meal (17%), dehydrated              | 30.0   | 30.0   |
| Corn Oil                                    | 33.0   | 34.5   |
| Sodium Chloride                             | 4.0    | 40.0   |
| Dicalcium Phosphate, FG (18.5% P, 21% Ca)   | 14.0   | 14.0   |
| Calcium Carbonate, FG (38%)                 | 12.0   | 12.0   |
| Mineral Mix, TSD (80318)                    | 1.5    | 1.5    |
| Vitamin Mix, TSD (81125)                    | 3.0    | 3.0    |
| DL-Methionine, FG (99%)                     | 1.0    | 1.0    |
| L-Lysine HCl, FG (78%)                      | 1.0    | 1.0    |
| Ethoxyquin, antioxidant                     | 0.01   | 0.01   |
| Caloric content (kcal g <sup>-1</sup> chow) | 3.2    | 3.1    |

**Supplementary Table 4.** The antibodies used for flow cytometry are shown.

| Antibody                                          | Manufacturer            | Dilution |
|---------------------------------------------------|-------------------------|----------|
| APC anti-mouse CD11b                              | Biolegend (Cat# 101212) | 1:100    |
| FITC anti-mouse Gr-1                              | Biolegend (Cat# 108406) | 1:200    |
| PE anti-mouse CD45                                | Biolegend (Cat# 103105) | 1:400    |
| FITC anti-mouse Ly-6C                             | Biolegend (Cat# 128006) | 1:200    |
| FITC anti-mouse Ly-6G                             | Biolegend (Cat# 127605) | 1:200    |
| FITC anti-mouse CD4                               | Biolegend (Cat# 100510) | 1:200    |
| APC anti-mouse CD8                                | Biolegend (Cat# 100712) | 1:100    |
| APC anti-mouse F4/80                              | Biolegend (Cat# 123115) | 1:100    |
| FITC anti-mouse CD11b                             | Biolegend (Cat# 101205) | 1:200    |
| APC anti-mouse CD11c                              | Biolegend (Cat# 117310) | 1:100    |
| APC anti-mouse Ki67                               | Biolegend (Cat# 652405) | 1:100    |
| PE anti-mouse CD8a                                | Biolegend (Cat# 100708) | 1:400    |
| APC anti-mouse IFN- $\gamma$                      | Biolegend (Cat# 505809) | 1:100    |
| Alexa Fluor 647 anti-mouse TNF- $\alpha$          | Biolegend (Cat# 506314) | 1:100    |
| PE anti-mouse IL-17A                              | Biolegend (Cat# 506903) | 1:400    |
| PE/Cy7 anti-mouse CD4                             | Biolegend (Cat# 100421) | 1:100    |
| PE/Cy7 anti-mouse CD8a                            | Biolegend (Cat# 100721) | 1:100    |
| PE anti-mouse Foxp3                               | Biolegend (Cat# 126403) | 1:100    |
| APC anti-mouse CD4                                | Biolegend (Cat# 100411) | 1:100    |
| PE anti-mouse Gr-1                                | Biolegend (Cat# 108408) | 1:400    |
| APC rat IgG2b, $\kappa$ isotype control antibody  | Biolegend (Cat# 400611) | 1:100    |
| FITC rat IgG2b, $\kappa$ isotype control antibody | Biolegend (Cat# 400605) | 1:200    |
| PE rat IgG2b, $\kappa$ isotype control antibody   | Biolegend (Cat# 400608) | 1:400    |
| FITC rat IgG2c, $\kappa$ isotype control antibody | Biolegend (Cat# 400705) | 1:200    |
| FITC rat IgG2a, $\kappa$ isotype control antibody | Biolegend (Cat# 400505) | 1:200    |
| APC rat IgG2a, $\kappa$ isotype control antibody  | Biolegend (Cat# 400512) | 1:100    |
| FITC rat IgG2b, $\kappa$ isotype control antibody | Biolegend (Cat# 400633) | 1:200    |
| APC Armenian hamster IgG isotype control          | Biolegend (Cat# 400912) | 1:100    |

| Antibody                                             |                             |        |
|------------------------------------------------------|-----------------------------|--------|
| APC rat IgG1, κ isotype control antibody             | Biolegend (Cat# 400412)     | 1:100  |
| PE rat IgG2a, κ isotype control antibody             | Biolegend (Cat# 400507)     | 1:400  |
| PE rat IgG1, κ isotype control antibody              | Biolegend (Cat# 400407)     | 1:400  |
| PE/Cy7 Rat IgG2a, κ Isotype control antibody         | Biolegend (Cat# 400521)     | 1:100  |
| PE/Cy7 Rat IgG2b, κ Isotype control antibody         | Biolegend (Cat# 400617)     | 1:100  |
| Alexa Fluor 647 Rat IgG1, κ isotype control antibody | Biolegend (Cat# 400418)     | 1:100  |
| 7-AAD Viability Staining Solution                    | Biolegend (Cat# 420404)     | 1:100  |
| Fixable Viability Dye eFluor™ 520                    | eBioscience(Cat#65-0867-18) | 1:1000 |

---

**Supplementary Table 5.** A complete list of multiple cytokines, chemokines, growth factors and other soluble proteins in Proteome Profiler Mouse XL Cytokine Array

|   | 1                  | 2                      | 3                     | 4                     | 5                                             | 6                                 | 7                                   | 8                         | 9                      | 10                                     | 11                            | 12                                     | 13 | 14 | 15 | 16 | 17 | 18 | 19 | 20 | 21 | 22 | 23 | 24 |
|---|--------------------|------------------------|-----------------------|-----------------------|-----------------------------------------------|-----------------------------------|-------------------------------------|---------------------------|------------------------|----------------------------------------|-------------------------------|----------------------------------------|----|----|----|----|----|----|----|----|----|----|----|----|
| A | Reference<br>Spots | Adiponectin/Acr<br>p30 | Amphiregulin          | Angiopoietin-1        | Angiopoietin-2                                | Angiopoietin-li<br>ke 3           | BAFF/BLyS/TN<br>FSF13B              | C1q R1/CD93               | CCL2/JE/MCP-<br>1      | CCL3/CCL4/<br>MIP-1 $\alpha$ / $\beta$ | CCL5/RANTES                   | Reference<br>Spots                     |    |    |    |    |    |    |    |    |    |    |    |    |
| B |                    | CCL6/C10               | CCL11/Eotaxin         | CCL12/MCP-5           | CCL17/TARC                                    | CCL19/MIP-3 $\beta$               | CCL20/MIP-3 $\alpha$                | CCL21/6Ckine              | CCL22/MDC              | CD14                                   | CD40/TNFRSF<br>5              |                                        |    |    |    |    |    |    |    |    |    |    |    |    |
| C |                    | CD160                  | Chemerin              | Chitinase<br>3-like 1 | Coagulation<br>Factor<br>III/Tissue<br>Factor | Complement<br>Component<br>C5/C5a | Complement<br>Factor D              | C-Reactive<br>Protein/CRP | CX3CL1/Fracta<br>lkine | CXCL1/KC                               | CXCL2/MIP-2                   |                                        |    |    |    |    |    |    |    |    |    |    |    |    |
| D | CXCL9/MIG          | CXCL10/<br>IP-10       | CXCL11/<br>I-TAC      | CXCL13/BLC/B<br>CA-1  | CXCL16                                        | Cystatin C                        | DKK-1                               | DPPIV/CD26                | EGF                    | Endoglin/CD<br>105                     | Endostatin                    | Fetuin A/AHSG                          |    |    |    |    |    |    |    |    |    |    |    |    |
| E | FGF acidic         | FGF-21                 | Flt-3 Ligand          | Gas 6                 | G-CSF                                         | GDF-15                            | GM-CSF                              | HGF                       | ICAM-1/CD54            | IFN- $\gamma$                          | IGFBP-1                       | IGFBP-2                                |    |    |    |    |    |    |    |    |    |    |    |    |
| F | IGFBP-3            | IGFBP-5                | IGFBP-6               | IL-1 $\alpha$ /IL-1F1 | IL-1 $\beta$ /IL-1F2                          | IL-1ra/IL-1F3                     | IL-2                                | IL-3                      | IL-4                   | IL-5                                   | IL-6                          | IL-7                                   |    |    |    |    |    |    |    |    |    |    |    |    |
| G | IL-10              | IL-11                  | IL-12 p40             | IL-13                 | IL-15                                         | IL-17A                            | IL-22                               | IL-23                     | IL-27 p28              | IL-28A/B                               | IL-33                         | LDL R                                  |    |    |    |    |    |    |    |    |    |    |    |    |
| H | Leptin             | LIF                    | Lipocalin-2/NG<br>AL  | LIX                   | M-CSF                                         | MMP-2                             | MMP-3                               | MMP-9                     | Myeloperoxida<br>se    | Osteopontin<br>(OPN)                   | Osteoproteger<br>in/TNFRSF11B | PD-ECGF/Thymi<br>dine<br>phosphorylase |    |    |    |    |    |    |    |    |    |    |    |    |
| I | PDGF-BB            | Pentraxin 2/SAP        | Pentraxin<br>3/TSG-14 | Periostin/OSF-<br>2   | Pref-1/DLK-1/F<br>A1                          | Proliferin                        | Proprotein<br>Convertase<br>9/PCSK9 | RAGE                      | RBP4                   | Reg3G                                  | Resistin                      |                                        |    |    |    |    |    |    |    |    |    |    |    |    |
| J | Reference<br>Spots | E-Selectin/CD62E       | P-Selectin/CD6<br>2P  | Serpin<br>E1/PAI-1    | Serpin<br>F1/PEDF                             | Thrombopoieti<br>n                | TIM-1/KIM-1/<br>HAVCR               | TNF- $\alpha$             | VCAM-1/CD10<br>6       | VEGF                                   | WISP-1/CCN4                   | Negative<br>Control                    |    |    |    |    |    |    |    |    |    |    |    |    |

# Supplementary material for: High-salt diet inhibits tumour growth in mice via regulating myeloid-derived suppressor cell differentiation
**Source:** Nat Commun. 2020 Apr 7;11:1732. doi: 10.1038/s41467-020-15524-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

1. WB data were collected by Tanon-4200SF.
2. QPCR data were collected by ABI PRISM 7300 Sequence Detection System.
3. Haematoxylin and eosin (H&E) staining and immunofluorescence staining were captured using Nikon confocal microscope.
4. Cytokine antibody array data were collected by luminescence detector (Chemi Scope 6300).
5. Na<sup>+</sup> and K<sup>+</sup> content and Cl<sup>-</sup> content were collected by atomic adsorption spectrometry (HITACHI180-80) or titration with 0.1N silver nitrate (Model Titrand, German Metrohm).
6. The Na<sup>+</sup>, K<sup>+</sup> and Cl<sup>-</sup> content of tumour samples was assayed by X-ray fluorescence spectrometry at the Center of Modern Analysis (Nanjing University).
7. Tissue osmolality was examined by using a vapor pressure osmometer (Vapro 5520, Wescor, Logan, UT).
8. The whole-blood osmolality measurements were identical to those of serum, which was measured by a STY-1A pressure osmometer (TDTF, Tianjing, China).
9. Microarray data was acquired by Agilent DNA Microarray Scanner (Cat.# G2505C, Agilent technologies, Santa Clara, CA, US)

#### Data analysis

1. Flow cytometry data were analyzed using FlowJo V10.
2. Microarray data were extracted with Agilent Feature Extraction software 11.0.1.1 (Agilent technologies, Santa Clara, CA, US). Raw data were normalized by the GeneSpring GX v12.1 software package, KEGG Pathway analysis were performed in the standard enrichment computation method according to the KEGG database (<https://www.genome.jp/kegg>).

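The deposited normalized values could be set against the spot intensities of the same arrays. They hold a log2 value per probe and array for 39429 probes and 56 controls. Over the probes well above background, they had a Pearson correlation across probes of 1.00 with the log2 of the extracted signal on each array, with a slope of 1.01 on the NSD array. The lowest value is 2.3230 on the NSD array and 2.3225 on the HSD array, close to the log2 of 5.00 intensity units. On both arrays, 24.7% of the probes lie at this floor. The reporting summary names the software, and the article's text does not name the normalization method or the filter used before DEGs were counted. Where one array is at the floor, as for 789 of the probes past 1.5-fold in these values, the fold change depends on where the floor was set.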

3. Statistical analysis was performed using Graphpad Prism 5 or 7, after the all data sets for normal distribution were tested by IBM SPSS Statistics 20 software (IBM Corp., Armonk, NY, USA).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All of the data are accessible in the source data file. Data have been deposited in the Gene Expression Omnibus (GEO)/NCBI public database (accession no. GSE125430); The WB raw data is attached in source data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined empirically for sufficient statistical power. Variations between samples were also used to determine the suitability of the sample size.                                                                                                                           |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                        |
| Replication     | All attempts at replication were successful.                                                                                                                                                                                                                                                  |
| Randomization   | In the subcutaneous implantation tumour model, mice were subcutaneously injected with 1×10 <sup>6</sup> cells (B16F10 or 4T1) into the left armpit after 1 day of starvation. Then, mice were randomly assigned to different groups (5 or 6 mice/ group or 10 mice/group) via random lottery: |
| Blinding        | We needed to investigate the difference between different groups, and such difference had not been known. Thus we did not use blinding in the study.                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

1. Anti-mouse NFAT5, Abcam (ab3446)
2. Anti-mouse p-p38, Cell Signaling Technology Inc. (#4511)
3. Anti-mouse p38, Cell Signaling Technology Inc. (#8690)
4. Anti-mouse p-JNK, Cell Signaling Technology Inc. (#4668)
5. Anti-mouse JNK, Cell Signaling Technology Inc. (#9252)
6. Anti-mouse CD31, Santa Cruz Biotechnology (sc-1506)
7. Anti-mouse F4/80, Abcam (ab6640)
8. Anti-mouse IL-10, Boster (BA4317-2)
9. Anti-mouse IL-12, Bioss (bs-0767R)
10. Anti-mouse Ki67, Cell Signaling Technology Inc. (#9129)
11. Anti-mouse CD4 Biolegend (Cat# 100401)

12. Anti-mouse CD8 Biolegend (Cat# 100801)
13. HRP-conjugated anti-GAPDH, KangChen Bio-tech Inc. (KG-5G5)
14. HRP-conjugated goat anti-rabbit IgG, Jackson ImmunoResearch (111-005-003)
15. Alexa Fluor 546-donkey anti-Rabbit IgG (H+L), Life (#A10040)
16. Alexa Fluor 488-goat anti-Rat IgG (H+L), Life (#A-11006)
17. APC anti-mouse CD11b, Biolegend (Cat# 101212)
18. FITC anti-mouse Gr-1, Biolegend (Cat# 108406)
19. PE anti-mouse CD45, Biolegend (Cat# 103105)
20. FITC anti-mouse Ly-6C, Biolegend (Cat# 128006)
21. FITC anti-mouse Ly-6G, Biolegend (Cat# 127605)
22. FITC anti-mouse CD4, Biolegend (Cat# 100510)
23. APC anti-mouse CD8, Biolegend (Cat# 100712)
24. APC anti-mouse F4/80, Biolegend (Cat# 123115)
25. FITC anti-mouse CD11b, Biolegend (Cat# 101205)
26. APC anti-mouse CD11c, Biolegend (Cat# 117310)
27. APC anti-mouse Ki67, Biolegend (Cat# 652405)
28. PE anti-mouse CD8a, Biolegend (Cat# 100708)
29. APC anti-mouse IFN- $\gamma$ , Biolegend (Cat# 505809)
30. Alexa Fluor 647 anti-mouse TNF- $\alpha$ , Biolegend (Cat# 506314)
31. PE anti-mouse IL-17A, Biolegend (Cat# 506903)
32. PE/Cy7 anti-mouse CD4, Biolegend (Cat# 100421)
33. PE/Cy7 anti-mouse CD8a, Biolegend (Cat# 100721)
34. PE anti-mouse Foxp3, Biolegend (Cat# 126403)
35. APC anti-mouse CD4, Biolegend (Cat# 100411)
36. PE anti-mouse Gr-1, Biolegend (Cat# 108408)
37. APC rat IgG2b,  $\kappa$  isotype control antibody, Biolegend (Cat# 400611)
38. FITC rat IgG2b,  $\kappa$  isotype control antibody, Biolegend (Cat# 400605)
39. PE rat IgG2b,  $\kappa$  isotype control antibody, Biolegend (Cat# 400608)
40. FITC rat IgG2c,  $\kappa$  isotype control antibody, Biolegend (Cat# 400705)
41. FITC rat IgG2a,  $\kappa$  isotype control antibody, Biolegend (Cat# 400505)
42. APC rat IgG2a,  $\kappa$  isotype control antibody, Biolegend (Cat# 400512)
43. FITC rat IgG2b,  $\kappa$  isotype control antibody, Biolegend (Cat# 400633)
44. APC Armenian hamster IgG isotype control Antibody, Biolegend (Cat# 400912)
45. APC rat IgG1,  $\kappa$  isotype control antibody, Biolegend (Cat# 400412)
46. PE rat IgG2a,  $\kappa$  isotype control antibody, Biolegend (Cat# 400507)
47. PE rat IgG1,  $\kappa$  isotype control antibody, Biolegend (Cat# 400407)
48. PE/Cy7 Rat IgG2a,  $\kappa$  Isotype control antibody, Biolegend (Cat# 400521)
49. PE/Cy7 Rat IgG2b,  $\kappa$  Isotype control antibody, Biolegend (Cat# 400617)
50. Alexa Fluor 647 Rat IgG1,  $\kappa$  isotype control antibody, Biolegend (Cat# 400418)

## Validation

Antibodies 1-16 was used for the WB or IF staining, and Antibodies 17-50 was used for flow cytometry. All the antibodies are widely published and have quality control (QC) tested per the company's standard procedure.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

B16F10 (TCM36) and 4T1 (TCM32) cell lines were obtained from the Shanghai Cell Bank of Chinese Academy of Sciences (Shanghai, China).

## Authentication

B16F10 and 4T1 cell lines were obtained from the Shanghai Cell Bank of Chinese Academy of Sciences, which have been authenticated.

## Mycoplasma contamination

All of the cell lines are negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Female and male C57BL/6J and BALB/C mice (6-8 weeks old) and female BABL/C-nu/nu mice (6-8 weeks old)

## Wild animals

n/a

## Field-collected samples

mice were obtained from the Animal Centre of Yangzhou University (Yangzhou, China), and the permission number is SCXK(su)2017-007. Mice were maintained under a 12 h light/12 h dark cycle in specific pathogen-free (SPF) conditions at 22-24 °C. All mice were fed normal chow diets (For C57BL/6J and BALB/C mice, Rodent diet, 1010041, Shooobree, Xietong Organism, Jiangsu, China; For BABL/C-nu/nu mice, Rodent diet, 1010019, Shooobree, Xietong Organism, Jiangsu, China) and water ad libitum and were treated in strict accordance with the Nanjing University guidelines (Permit NO. 2011-039) and the ARRIVE guidelines (McGrath et al., 2015).

## Ethics oversight

Nanjing university has approved the study protocol, and all experiments were treated in strict accordance with the Nanjing University guidelines (Permit NO. 2011-039) and the ARRIVE guidelines (McGrath et al., 2015).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cell suspensions from the blood, spleen, or tumour tissues were filtered through Nylon cell strainers (70  $\mu$ M, Falcon, USA), and red blood cells (RBCs) were lysed. After cells were washed with PBS containing 1% BSA, cells were blocked with 1% BSA at 4 °C for 30 min, according to product manuals.

Instrument

BD FACSCalibur or Attune NxT

Software

Flowjo software (Tree Star, San Diego, CA, USA)

Cell population abundance

n/a

Gating strategy

All samples were stained with antibodies or isotype control. All samples were gated on FSC-H/SSC-H to remove debris, 7-AAD and Fixability viability Dye 520 to determine live/ dead cells and then FITC-H, PE-H, APC-H and PE/Cy7-H were used to differentiate positive or negative populations. Cells stained with isotype control was used to define negative population.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

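RNA of tumour-infiltrating M-MDSCs was measured on Agilent Mouse GE v2 microarrays (4 × 44 k format), with 1 array for the NSD group and 1 for the HSD group, each from cells pooled over mice. The authors deposited the scanner output of each array, in which the processed signal is an intensity that Feature Extraction 11.0.1.1 had corrected for background and spatial trends, without normalization between arrays. The median brightness of each spot and of its local background, also intensities that the authors deposited, were used only for an alternative background correction. The authors also deposited a table of normalized log2 values for the same arrays, made with GeneSpring. The normalization method is not named in the article's text. The lowest values of the columns are nearly the same, 2.3230 for the NSD array and 2.3225 for the HSD array, which does not settle the method. The deposited values were used as an alternative. No column of values per sample was left unused in that table.

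For the values given beside the article's sentences, control spots and spots flagged as non-uniform or population outliers were left out, processed signals were taken to the log2 scale, spots of a probe were averaged, and the 75th percentile over all non-control probes was subtracted from each array. A probe with several spots was called well above background on an array when at least 50% of its spots were. A probe was counted when it was well above background on at least 1 array and its fold change was at least 1.5. Where it was not well above background on one array, the fold change was a lower bound against the higher of its own signal there and the lowest signal among probes well above background, and no fold change was given where this bound was below 1 or the probe was dim on both arrays. No test was run and no p-value is given, since each diet has 1 array, and the number of arrays limits the precision of every value.

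The scanner output gives no gene names. Transcript identifiers were matched, without versions, to the RefSeq annotation of mouse assembly GRCm38.p6, which named 27223 of 39413 probes (69.1%). The array's design was annotated on an older assembly, so no coordinates are given. Genes whose transcripts found no match, among them Il12b, were not analysed here. Of several probes of a gene the one with the highest mean log2 signal was used. The genes named are those of Fig. 4d and Fig. 7e, Il10, Arg1, Il12b, Adgre1 and Mapk14, which the article measures by other means, and the 5 genes with the largest rise and the 5 with the largest fall among genes whose probe was well above background on both arrays, not saturated and not flagged. Members of the gene lists were named as examples after their values were seen.

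There were 13 lists of genes of processes and 10 lists of markers of cell types, written from general knowledge before the data were examined. The processes were the osmotic stress response, osmoprotective NFAT5 targets, the JNK cascade, NF-κB target genes, chemokine ligands, the IFN-γ response, angiogenesis, M1 and M2 macrophages, the cell cycle, immediate-early genes, hypoxia and glycolysis, and the unfolded protein response. The cell types were macrophages, monocytes, neutrophils, dendritic cells, T and NK cells, B cells, 4T1 carcinoma cells, fibroblasts, endothelial cells and erythroid cells. The median of each list was set against 10000 random lists of the same size, drawn from genes in the same of 20 groups by mean signal. A list of interferon-induced genes was added after the largest falls had been seen.

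The counting step was tested on simulated data for the comparison of the HSD with the NSD group over 39413 probes. With 200 probes changed by a log2 value of 1 and a noise SD of 0.1 per array, 100.0% of the changed probes were called in the right direction, and 2 of 28130 unchanged probes were called. The simulated noise was the same at all signals, whereas the median spot SD on the arrays was 0.25 in the dimmest of 5 groups. Both simulated arrays had the detection calls of the NSD array, so lower bounds were not tested. The simulation checks the counting step and does not estimate false calls on the arrays. A list of 20 genes shifted by 0.5 reached percentile 100.0, and the same list without the shift had percentile 65.1.

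The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, scaling on the median, scaling on the 75th percentile of probes well above background on both arrays, cyclic loess, the authors' deposited log2 values, a filter for probes well above background on both arrays, no filter, flagged spots kept, a 2-fold threshold, genes in place of probes, and the median over the probes of a gene. The normexp correction had been planned on the mean signal of each spot and was run on the median signal, which the scanner output holds. Both arrays lay on the same slide, so slide could not be used as a block. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.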

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

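All tests in this part, apart from those of noise, scaling and cell types on the counts of probes, were chosen after the results had been seen. The genes below are not discussed in the paper and were picked as the largest changes between 1 array of each diet, so their sizes are likely to be overstated by selection. The counts they are drawn from held in direction for 4893 probes over all 5 scalings.

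The largest rises with HSD among genes well above background on both arrays were those of Slco4a1, with signals of 253 and 6911 intensity units in the NSD and HSD groups and a log2 fold change of 4.88, Zfp607b (6.04 and 128.5, log2 fold change 4.53), Col16a1 (10.9 and 206, log2 fold change 4.36), Slc6a12 (53.5 and 859, log2 fold change 4.12) and Ppp1r2-ps7 (6.15 and 88.0, log2 fold change 3.95). Each probe was printed in a single spot per array. Only Col16a1 had other probes, and its 2 other usable probes went up as well, by at least 1.79-fold and by 1.57-fold, far less than the brightest one, and the median over its probes was 0.84. For Slco4a1, spot noise of the size seen among repeated probes is argued against. Among 12960 pairs of spots of the same probe within an array, at signals from 182 intensity units upward and with outlier spots kept, the largest difference was 3.25 on the log2 scale, below the value of Slco4a1 under every setting. Spot noise of that size is argued against for Slc6a12 as well. Among 11700 such pairs at signals like its own, the largest difference was 3.25, or 2.36 after normexp correction, and the log2 fold change of Slc6a12 was between 4.08 and 4.21, or 3.00 after normexp correction. The 12960 pairs came from only 144 probes, whereas both genes were picked as extremes among all genes. A rarer fault of a single spot, or a technical difference between the arrays, stays open for both. For Zfp607b and Ppp1r2-ps7, which no second probe measured, noise of a single spot stays open, since spots of the same probe differed by up to 5.43 among the dimmest probes, where their NSD signals lie. With the normexp correction, the log2 fold change was 4.33 for Slco4a1 and 3.00 for Slc6a12, and 1.33 for Zfp607b and 1.03 for Ppp1r2-ps7, whose NSD signals were near background. A difference between the pools of mice other than the diet stays open for all 5, as does an effect of the diet. A sequence difference between animals under a probe was not tested.

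Slc6a12 is on the list of osmoprotective NFAT5 targets written before the data were examined. If higher NFAT5 activity were the explanation, the other targets may be expected to rise as a set. The other 8 usable targets had a median log2 fold change of −0.072, at percentile 15.3 of random lists, with 4 higher and 4 lower. A median near 0 over genes that go both ways leaves the explanation open.

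The largest falls were those of Tmem229b, with signals of 553 and 22.5 intensity units in the NSD and HSD groups and a log2 fold change of −4.50, Mrc1 (134 and 5.49, log2 fold change −4.50), Ifi44 (487 and 23.5, log2 fold change −4.26), Dll3 (172 and 8.98, log2 fold change −4.14) and Ifit3 (5648 and 337.5, log2 fold change −3.95). A second probe of Dll3 had a log2 fold change of −0.26, so the probes of this gene disagree, and their median was −2.20. Tmem229b had no second probe. With the normexp correction the 5 log2 fold changes lay between −3.73 for Ifit3 and −1.56 for Mrc1.

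Ifi44 and Ifit3 are induced by interferons. Noise of these single probes is argued against by 22 other interferon-induced genes with a probe, listed after the falls were seen, all of which were at least 1.5-fold lower in the HSD group. Their median log2 fold change was −2.07, where 95% of random lists of like signal had medians between −0.12 and 0.23. The signal of Isg15 was 6891 and 1256 intensity units in the NSD and HSD groups, that of Oasl2 6860 and 609, that of Ifit1 4564 and 462 and that of Irf7 373 and 57.0. The values are consistent with lower expression of interferon-induced genes as a set in the cells of the HSD pool. Whether this belongs to the diet or to the animals or the preparation of a pool stays open with 1 array per diet.

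Mrc1 is also on the list of macrophage markers written before the data were examined. The median log2 fold change of the 15 markers was −1.44, with 10 of them at least 1.5-fold lower and 0 at least 1.5-fold higher in the HSD group. Fcgr1 fell from 305 to 21.9 intensity units, C1qc from 52.6 to 5.61, Trem2 from 3348 to 669, Lgmn from 7000 to 1379 and Gpnmb from 7167 to 2444, while Csf1r, Ctsd and Vcam1 had log2 fold changes of −0.37, 0.046 and 0.035 and C1qb of 0.33. Scaling is argued against as the source, since the median was −1.43 or lower under every scaling. Fewer macrophages among the isolated cells of the HSD group and a lower level of these transcripts per cell cannot be told apart from 1 pool of RNA per diet. Csf1r, Adgre1 and Ctsd are also expressed by monocytes.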

How the results depend on the processing

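The alternatives were set before the data were examined, apart from one that is named below as added later. No value had a replicate spread. Values of genes were compared with the spot noise of a difference, 0.12 on the log2 scale, medians of lists with the spread of random lists, and counts by a factor of 1.5.

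The number of genes of Fig. 4d in the direction of the figure was 18, between 18 and 19 under 9 of the alternatives, and 15 with only probes well above background on both arrays, where 3 genes had no value. The number of probes past 1.5-fold, 3030 higher and 2639 lower, stayed within a factor of 1.5 under quantile normalization, median scaling, the 75th percentile over detected probes, cyclic loess, the deposited values, flagged spots kept and the filter on both arrays. It was 961 and 923 with normexp correction, whose offset draws dim probes towards 0, 793 and 1039 at 2-fold, and 1609 and 1682 counted over genes, of which there are fewer than probes. Without a filter, 6010 probes were higher, against 3757 lower. The share of calls that were higher moved from 53.4% to 42.4% under cyclic loess, so the balance between the directions depends on the scaling. The median log2 fold change of all probes was 0.089 with the 75th percentile and −0.023 with cyclic loess. The deposited values gave 2581 higher and 2796 lower probes under the same filter. Without filter or bounds, an alternative added after seeing the data, they gave 2587 and 2805.

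For Nfat5 the log2 fold change was 0.11 with normexp correction, and for Atf2 it was 0.33 as the median over its probes, against −0.29 for the brightest probe. No named gene that was past 1.5-fold changed direction under any alternative. Of the values of named genes other than Nfat5 and Atf2, 274 lay within the spot noise of the value reported and 43 did not, 24 of these with normexp correction.

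Medians of lists moved as follows. With normexp correction they were −0.024 for chemokine ligands, −0.20 for the IFN-γ response, 0.061 for angiogenesis, 0.21 for M1 macrophages, 0.063 for immediate-early genes, 0.35 for hypoxia and glycolysis, −0.74 for macrophages and 0.31 for B cells. With cyclic loess they were −0.060 for the osmotic stress response, 0.20 for M1 macrophages, −0.051 for monocytes and −0.017 for neutrophils, and for neutrophils 0.024 under quantile normalization and 0.026 in the deposited values. Without a filter on dim probes they were −0.067 for chemokine ligands, 0.061 for angiogenesis and 0.20 for fibroblasts, and with flagged spots kept −0.56 for chemokine ligands. With the median over the probes of a gene they were −0.17 for angiogenesis, 0.16 for T and NK cells, 0.32 for 4T1 carcinoma cells and −0.32 for fibroblasts, and with probes well above background on both arrays −1.82 for macrophages. The causes of these moves were not tested. The medians of NF-κB targets, hypoxia and glycolysis, the cell cycle and B cells were above 0, and those of macrophages, the IFN-γ response and chemokine ligands below 0, under every setting.

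Signal over background limits the dim probes most. Where a called probe lay in the dimmest of 5 groups of probes by signal, another probe of its gene went the same way in 66.7% of 264 pairs, against 91.2% of 606 pairs where both probes were in the brighter part. Scaling on spike-in spots was not run, since the median spike-in signal was 2.46 intensity units on the NSD array and 2.72 on the HSD array, below the lowest signal well above background. No paired analysis was possible because each diet has 1 array.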

Differences from the paper's values

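Of the 21 values read by eye from Fig. 4d and Fig. 7e, 18 did not differ from the log2 fold change found here. A measured value was taken to differ when it was more than 0.12, the spot noise of a difference, from the paper's, and a lower bound when it was over 1.5 times the paper's fold. For Ly6c1 the paper's value is about −0.51 in Fig. 4d, read by eye, and the value here was 0.018 for the brighter probe. None of the alternatives set before the data were examined brought this probe within the paper's value, the closest being −0.20 for the median over both probes. The other probe had −0.42 here and −0.50 in the deposited values. For Ccl2 the paper's value is about −2.5 in Fig. 4d, read by eye, and the value here was −2.36. It was within the paper's value under the 75th percentile over detected probes (−2.40), cyclic loess (−2.42) and the deposited values (−2.49), and not under the other alternatives. For Atf2 the paper's value is about 1.3 in Fig. 7e, read by eye, and the value here was −0.29 for the brightest probe. No alternative set before the data were examined came within the paper's value, and the median over the probes was 0.33. The second brightest of the 4 probes had 1.27 here and 1.31 in the deposited values.

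The paper reports 2586 upregulated and 2805 downregulated DEGs, and 3030 and 2639 probes were counted here. The paper has more lowered than raised DEGs and the order is the other way round here. Lowered probes were the more numerous under quantile normalization, the 75th percentile over detected probes, cyclic loess, the deposited values, the 2-fold threshold and the count of genes. The deposited values without filter or bounds, chosen after seeing the values, gave 2587 and 2805.

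The paper counts the genes of Fig. 7e among the upregulated DEGs, which it defines by a change above 1.5-fold, and shows those of Fig. 4d as genes regulated by the HSD. Here Nfat5 was 1.38-fold higher and Il2ra 1.49-fold higher, and the lower probe of Ly6c1 was 1.34-fold lower. Nfat5 and Il2ra stayed under 1.5-fold under every alternative, with highest log2 fold changes of 0.47 and 0.58.

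The paper lists IL-10 and Arg1 among the array differences that were then measured by ELISA or qRT-PCR, with less of both in the HSD group. On the arrays Il10, measured by 10 spots, had low signals that rose from 14.1 to 20.7 intensity units, a log2 fold change of 0.67, and 0.21 to 0.67 under the alternatives. Arg1 was not well above background on either array, with signals of 3.87 and 3.18, so no fold change is given.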

Other observations

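The tests of noise, of scaling and of cell types on the counts of probes were set before the data were examined, and the tests of the split between directions and of the pools of mice were chosen after the results had been seen.

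Measurement noise near background is argued against as the explanation of the probes past 1.5-fold as a whole. In 83.1% of 1595 pairs of a probe past 1.5-fold and another probe of the same gene, both measured on both arrays, the other probe went the same way, against 50.9% for random probes of like signal. In 35.1% of the pairs the other probe was itself past 1.5-fold in the same direction, so the size of a change often differed between probes. Scaling is argued against as well, since 4893 probes, 86.3% of those counted, were past 1.5-fold in the same direction under all 5 scalings. The split between raised and lowered probes is another matter. It moved from 53.4% to 42.4% raised under cyclic loess, in line with a dependence on the scaling.

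A difference in the mix of isolated cells stays open. The 9 usable B cell markers had a median log2 fold change of 0.53, at percentile 99.9 of random lists, with 8 of 9 higher and 1 at least 1.5-fold higher. Ms4a1 had signals of 1727 and 1968 intensity units in the NSD and HSD groups, Cd79b of 3519 and 4080 and Jchain of 1205 and 2166. The medians of the other lists lay within the range of random lists, at 0.090 for monocytes, 0.14 for neutrophils, 0.062 for dendritic cells, −0.018 for T and NK cells, 0.18 for 4T1 carcinoma cells, −0.14 for fibroblasts, 0.005 for endothelial cells and −0.15 for erythroid cells, of which 7 of 11 genes could be used. A small rise in B cell RNA and the fall in macrophage markers may reflect the cells recovered or their state, which cannot be told apart from 1 pool of RNA per diet. Nor can a difference between the pools of mice or the cell preparations other than the diet be told apart from the diet itself, since there is 1 array per diet.

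Neutrophil transcripts gave some of the bright signals on both arrays. The 75th percentile of the signal was 252 intensity units on the NSD array and 233 on the HSD array. The highest signals were 80181 and 77505. The signals of S100a8 were 57910 and 56480 intensity units in the NSD and HSD groups, those of Camp 61820 and 59920 and those of Ltf 51770 and 51990. Which of the isolated cells carried them was not tested.

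Of the remaining lists, hypoxia and glycolysis had a median log2 fold change of 0.45 and 16 of 18 genes higher in the HSD group, and the cell cycle a median of 0.34 and 17 of 18 genes higher, both above the range of 95% of random lists. Pgk1 rose from 8911 to 14920 intensity units and Mki67 from 1861 to 2764. Angiogenesis, with a median of −0.057, M2 macrophages, with −0.041, immediate-early genes, with −0.055, the unfolded protein response, with 0.073, and the 9 osmoprotective NFAT5 targets, with 0.011, lay within it.

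Adgre1, which encodes F4/80, had 2 probes with log2 fold changes of −0.55 and −0.25 in these freshly isolated cells, whereas the paper reports more F4/80-positive cells after culture and in tumour tissue. Mapk14, which encodes p38α, had log2 fold changes of −0.007 and −0.19 for its 2 probes. Il12b was not analysed here.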
